# Single‐Cell RNA Sequencing Reveals Heterogeneity of Myf5‐Derived Cells and Altered Myogenic Fate in the Absence of SRSF2

**DOI:** 10.1002/advs.202105775

**Published:** 2022-04-23

**Authors:** Ruochen Guo, Xue You, Kai Meng, Rula Sha, Zhenzhen Wang, Ningyang Yuan, Qian Peng, Zhigang Li, Zhiqin Xie, Ruijiao Chen, Ying Feng

**Keywords:** apoptosis, exhaustion of myogenic pool, lineage tracing, Myf5‐derived cells, precocious differentiation, single‐cell RNA sequencing, SRSF2

## Abstract

Splicing factor SRSF2 acts as a critical regulator for cell survival, however, it remains unknown whether SRSF2 is involved in myoblast proliferation and myogenesis. Here, knockdown of SRSF2 in myoblasts causes high rates of apoptosis and defective differentiation. Combined conditional knockout and lineage tracing approaches show that Myf5‐cre mice lacking SRSF2 die immediately at birth and exhibit a complete absence of mature myofibers. Mutant Myf5‐derived cells (tdtomato‐positive cells) are randomly scattered in the myogenic and non‐myogenic regions, indicating loss of the community effect required for skeletal muscle differentiation. Single‐cell RNA‐sequencing reveals high heterogeneity of myf5‐derived cells and non‐myogenic cells are significantly increased at the expense of skeletal muscle cells in the absence of SRSF2, reflecting altered cell fate. SRSF2 is demonstrated to regulate the entry of Myf5 cells into the myogenic program and ensures their survival by preventing precocious differentiation and apoptosis. In summary, SRSF2 functions as an essential regulator for Myf5‐derived cells to respond correctly to positional cues and to adopt their myogenic fate.

## 1 Introduction

In the course of skeletal muscle development, the lips of the dermomyotome can mature into the myotome that is a segmented structure called somites. They contain muscle progenitor cells (MPCs) highly expressing the paired box transcription factors Pax3 and Pax7.^[^ ^1^ ^]^ It is generally believed that MPCs establish their myogenic fate by forming committed myoblasts with expression of one or a few myogenic regulatory factors (MRFs).^[^ ^2^ ^]^ Following myogenesis involves withdrawal of myoblasts from the cell cycle and differentiation into mononucleated myocytes, and later fusion to form multinucleated myofibers. MRFs compose of Myf5, MyoD, Myog and Myf6, which function downstream of Pax3 and Pax7. Gene targeting studies revealed that MyoD and Myf5 are both considered to be myogenic determination genes,^[^ ^3^ ^]^ whereas Myog and Myf6 are regarded as differentiation genes that play a critical role in differentiating myocytes and myofibers.^[^ ^4^ ^]^

Myf5 transcripts are first detected on the embryonic day E8.0 in the dorsal cells of the somites, which occurs about 2 days earlier than MyoD expression.^[^ ^5^ ^]^ During this early stage, MPCs that have activated expression of Myf5 still remain multipotent, as loss of Myf5 induces aberrant migration and mislocalization of these cells, resulting in altered cell fate.^[^ ^5b^ ^]^ In the absence of Pax3 and Myf5, MyoD is not activated and skeletal muscles are ablated in the body.^[^ ^6^ ^]^ All these findings strongly indicate that Myf5 acts upstream of MyoD to direct embryonic multipotent cells into the myogenic lineage. On the other hand, Myf5^+^ cells have been reported to contribute to fat formation^[^ ^7^ ^]^ and a portion of the ribs and cervical vertebrae.^[^ ^8^ ^]^ Moreover, previous research has indicated that these Myf5‐derived cells can generate a functional neural crest cell type,^[^ ^9^ ^]^ despite it is still under controversy.^[^ ^10^ ^]^

The activity MRFs is tightly coupled to cell cycle control, and abnormal regulation of cell cycle can induce an uncontrolled myogenic differentiation. The retinoblastoma tumor suppressor protein (Rb) plays a key role in controlling cell cycle progression, and Rb‐deficient mice exhibit high rates of apoptosis and an almost complete absence of myofibers.^[^ ^11^ ^]^ Induction of cyclin‐dependent kinase (Cdk) inhibitors such as p21 and p57 is required for terminal cell cycle withdrawal during skeletal muscle differentiation. Mice lacking both p21 and p57 fail to form myotubes, display increased proliferation and apoptotic rates of myoblasts.^[^ ^12^ ^]^

Genetic lineage tracing is a useful tool for labeling endogenous cells and tracking cell fate during embryonic development.^[^ ^13^ ^]^ In this study, we introduced a Cre‐dependent tdtomato reporter gene tracking system, in which Rosa26‐tdTomato (tdT) mice were used to cross with Myf5‐Cre mice.^[^ ^14^ ^]^ Combined with single cell RNA sequencing (scRNA‐seq) technology, we identified and characterized the transcriptome characteristics of Myf5‐derived cells during embryonic myogenesis. Surprisingly, we observed that Myf5‐derived cells showed a wide range of heterogeneity. While long‐term expression of Myf5 was only detected in the skeletal muscle cells, transient activity of Myf5 contributed to various non‐myogenic cell lineages including mesenchymal cells, chondrocytes, neural cells, endothelial cells, osteoblasts, Schwann cells, and immune cells.

SRSF2 belongs to the family of SR proteins and acts as a crucial regulator of constitutive and alternative pre‐mRNA splicing. Our previous work has demonstrated that absence of SRSF2 resulted in large number of hepatocyte apoptosis and acute liver failure.^[^ ^15^ ^]^ Knockdown of SRSF2 caused severe death of live cancer cells.^[^ ^16^ ^]^ These findings strongly emphasize the critical role of SRSF2 in cell survival. In addition, SRSF2 is also reported to interact with E2F1 and stimulates its transcriptional control of cell cycle target genes.^[^ ^17^ ^]^

In this study, we find that Myf5‐cre mice lacking SRSF2 die at birth, display high rates of apoptosis of myoblasts and total loss of mature myofibers. Significantly, we observe a scattered and disordered arrangement of SRSF2‐depleted tdT cells in the limbs and intercostal muscles, indicating loss of the community effect for skeletal muscle differentiation.^[^ ^18^ ^]^ scRNA‐seq further reveals that non‐myogenic cells are increased at the expense of skeletal muscle cells in the absence of SRSF2. Moreover, differential gene expression analysis shows that differentiation markers Myog and p21 were upregulated, accompanied by abnormal expression of Pax7 and Myf5 during the differentiation pseudotime of mutant versus control. Finally, we demonstrate that knockdown of SRSF2 causes precocious differentiation of myoblasts and leads to exhaustion of the progenitor pool. Taken together, SRSF2 is necessary for Myf5 cells to adopt their myogenic fate during embryonic myogenesis.

## 2 Results

### 2.1 SRSF2 is Critical for Proliferation and Differentiation of Myoblasts In Vitro

To explore the role of SRSF2 in myogenic differentiation, we isolated primary myoblasts from wild‐type mice at E16.5 and performed immunostaining for Pax7, Myf5, MyoD and SRSF2. SRSF2 was expressed in the majority of Pax7‐positive or Myf5‐positive myoblasts, as well as in ≈80% MyoD‐positive cells (**Figure** **1**A; Figure S1A,B, Supporting information). Then we induced myoblasts into differentiation in vitro, and performed RT‐qPCR analysis. mRNA levels of SRSF2 declined sharply after differentiation, which was highly similar to the expression pattern of Myf5 and MyoD (Figure 1B). Protein levels of SRSF2 was similarly decreased in immortalized C2C12 cells upon differentiation, and the differentiation marker Myog‐expressing cells also showed weak signals for SRSF2 (Figure 1C; Figure S1C, Supporting Information).

**Figure 1:**
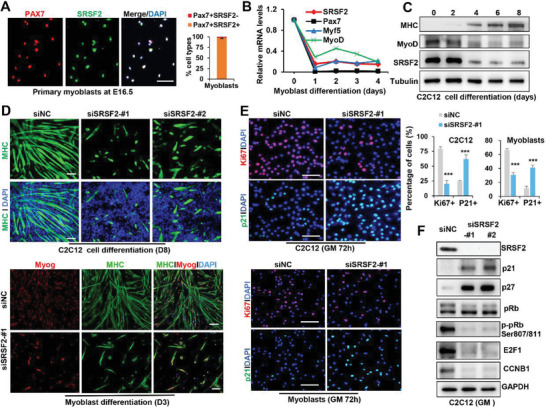
SRSF2 knockdown caused severe proliferation and differentiation defects of both myoblasts and C2C12 cells. A) Representative confocal images of Pax7 (red), SRSF2 (green), and DAPI (blue) immunostaining in primary myoblasts purified from WT embryos at E16.5. Scale bars, 50 µm. 2 × 10^3^ cells were seeded on the coverslips and stained with indicated antibodies. Qualification of Pax7 and SRSF2 colocalization in myoblasts was shown on the right (*n* = 3). Data were presented as the mean ± SD. B) Relative mRNA levels of indicated genes during primary myoblast differentiation. The results were plotted as the mean ± SD (*n* = 3). C) Representative WB analysis of MHC, MyoD, and SRSF2 during differentiation of C2C12 cells (*n* = 3). Cells were induced into differentiation and whole cell lysates were isolated at indicated time and subjected to WB analysis. D) Representative confocal images of MHC (green), Myog (red), and DAPI (blue) immunostaining in C2C12 cells and primary myoblasts (*n* = 3). Scale bars, 100 µm. Cells were transfected with indicated siRNAs, then induced into differentiation for 8 days (C2C12 cells) or 3 days (myoblasts), respectively. E) Representative confocal images of Ki67 (red) and p21 (green) immunostaining in C2C12 cells and primary myoblasts. Scale bars, 100 µm. After transient transfection with indicated siRNAs for 48 h, cells were reseeded on the coverslips at density of 1 × 10^4^ cells for siNC group and 2 × 10^4^ cells for siSRSF2‐#1 group, respectively, followed by immunostaining. Qualification of Ki67^+^ and p21^+^ cells was shown on the right (*n* = 3). Data were presented as the mean ± SD. 2‐tailed Student's *t*‐test. *** indicates *p* < 0.001. F) Representative WB analysis of C2C12 cells after RNA interference as indicated for 48 h (*n* = 3).

Next we transfected C2C12 cells and myoblasts with control siRNA (siNC) or SRSF2‐specific siRNAs (siSRSF2‐1#, ‐2#) for 48 h, then switched cells from growth medium (GM) to differentiation medium (DM). Immunostaining with Myog and/or myosin heavy chain (MHC) revealed that knockdown of SRSF2 dramatically impaired myogenic differentiation of C2C12 cells and myoblasts (Figure 1D). Long multinucleated myotubes typically seen in control cells were absent, instead only a few short, unaligned myotubes were observed following SRSF2 knockdown. In addition, siSRSF2 significantly decreased intensity of the proliferation marker Ki67 and increased p21 signals, compared to control siRNA (Figure 1E). Western blot (WB) analysis further demonstrated that SRSF2 knockdown led to activation of MyoD‐dependent genes such that levels of p21, p57, and upregulation of hypophosphorylated pRb. On the other hand, E2F1 itself and E2F1‐dependent cell cycle genes such as Ccnb1 were switched off, as well as deceased levels of phosphorylated pRb (p‐pRb) (Figure 1F). In addition, the effects of SRSF2 overexpression were relatively modest on cell proliferation, probably because of SRSF2's relatively high abundance in cells (Figure S2, Supporting Information). Taken together, these data provided evidence that SRSF2 plays a key role in regulating proliferation and differentiation of myoblasts in vitro.

### 2.2 Loss of SRSF2 Caused Severe Skeletal Muscle Defects

To further investigate the requirement for SRSF2 in myogenesis, we inactivated *Srsf2* gene in myoblasts by crossing SRSF2^f/f^ mice (WT) with Myf5‐Cre mice to generate SRSF2^f/f^/Myf5‐Cre mice (MKO) (Figure S3A, Supporting Information). Newborn MKO pups died shortly after birth, and they displayed apparent skeletal muscle and rib defects, as well as significant weight loss (Figure S3B, Supporting Information). Protein levels of SRSF2 were significantly decreased in the hindlimb muscles of MKO mice, compared to control (Figure S3C, Supporting Information). Histological examination of skeletal muscles at the embryonic day 19 (E19) revealed the presence of severe differentiation defects (**Figure** **2**A). Hindlimb muscles exhibited a dramatic reduction in mass with a complete absence of mature fibers compared with littermate controls. Paralleled myofibers typically seen in WT controls were absent and replaced by short irregular fibers in MKO mice. Those muscle defects were also observed in the forelimb, intercostals and tongues, but the diaphragm was just thinning that seemed less affected in the MKO mice (Figure S3D, Supporting Information). Moreover, TUNEL analysis showed high levels of apoptosis in the hindlimb and intercostals of mutant mice at E19 (Figure 2B).

**Figure 2:**
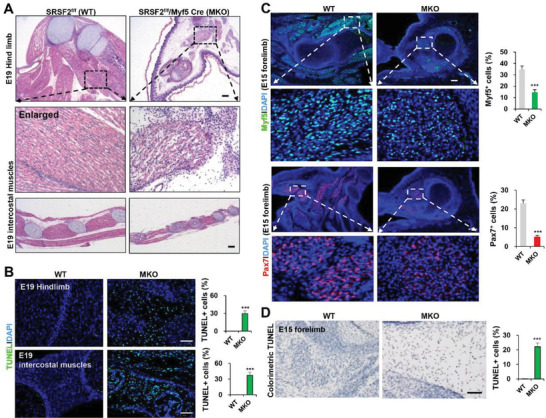
SRSF2 is essential for skeletal muscle development. A) Representative hematoxylin and eosin (HE) staining of hindlimbs and intercostal muscles at E19 (*n* = 5). Scale bars, 100 µm. Note that black dotted boxes are shown enlarged in the middle panels. B) Representative confocal images of fluorometric TUNEL staining with sections at E19. Scale bars, 100 µm. The percentage of TUNEL‐positive cells was shown on the right bar graphs (*n* = 3). C) Representative confocal images of Myf5 (green) and Pax7 (red) immunostaining with forelimb sections at E15. Scale bars, 100 µm. The percentage of Myf5^+^ and Pax7^+^ cells was shown on the right bar graphs (*n* = 3). D) Representative images of colorimetric TUNEL staining of sections at E15. Scale bars, 100 µm. The percentage of TUNEL‐positive cells was shown on the right bar graphs (*n* = 3). All data are shown as the mean ± SD. 2‐tailed Student's *t*‐test. *** *p* < 0.001.

At E15, mutant embryos showed severe edema and a strong reduction in the body wall muscle (Figure S4, Supporting Information). Immunostaining with forelimb sections at E15 revealed that there are large amount of myogenic precursor cells/myoblasts that expressed Pax7 and Myf5 in the control muscles, which were significantly decreased in the MKO embryos (Figure 2C). Consistently, a large number of apoptotic cells were present in the mutant forelimb (Figure 2D). These results strongly indicated that mutant muscle cells were undergoing abnormal apoptosis during embryonic myogenesis.

### 2.3 Abnormal Distribution and Differentiation of Myf5‐Derived Cells in the Mutant Mice

To order to track the myogenic fate of Myf5‐derived cells, we crossed heterozygous mice (Het:SRSF2f/W/Myf5‐cre) with a mouse line harboring a Rosa26‐lSL‐tdTomato allele to specifically label Myf5‐expressed cells by tdTomato (tdT) (Figure S5, Supporting Information). We first prepared transverse sections of limbs from control and MKO/tdT mice at E12.5, E13.5, and E14.5, respectively. tdT staining revealed that majority of tdT+ cells (Myf5‐derived cells) were located in the prospective muscle regions, arranged in homogeneous coherent groups sharply demarcated from adjacent non‐muscle cells in control mice at the three different stages (**Figure** **3**A). This is called a community effect during muscle development, which is believed to activate muscle gene expression in uniform cell populations.^[^ ^18^ ^]^ However, such effect was completely disrupted in E13.5 and E14.5 mutant mice, although relatively normal pattern was observed at E12.5 mice. Enlarged images further confirmed that tdT+ cells were wildly scattered throughout the limb region, and they even migrated into the livers and bones of mutant mice (Figure 3A).

**Figure 3:**
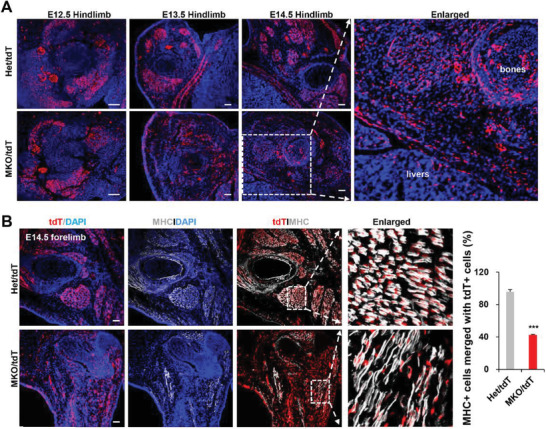
Loss of SRSF2 resulted in aberrant clustering and myogenic differentiation of Myf5‐derived cells. A) Representative confocal images of tdT (red) immunostaining with sections from Het/tdT and MKO/tdT embryos at E12.5, E13.5, and E14.5 (*n* = 3). Scale bars, 100 µm. B) Representative confocal images of tdT (red) and MHC (white) immunostaining with sections at E14.5. Scale bars, 100 µm. Note that white dotted boxes are shown enlarged in the right panels. Qualification was shown on the right bar graph (*n* = 3). Data were presented as the mean ± SD. 2‐tailed Student's *t*‐test. *** *p* < 0.001.

Myf5‐derived cells in control mice displayed normal myogenic commitment and differentiation to functional myofibers, as addressed by immunostaining for MHC (Figure 3B; Figures S6A, 7A, and 8A, Supporting Information). Importantly, we also observed that they remained closely associated (merged) with MHC‐positive fibers. In contrast, majority of tdT+ cells in the MKO mice couldn't undergo normal developmental program to acquire a myogenic fate at both E13.5 and E14.5, as a few MHC‐positive fibers were observed and ≈40–50% myofibers were not merged with tdT+ cells, indicating aberrant differentiation of mutant tdT+ cells (Figure 3B; Figure S7A, Supporting Information). One day earlier at E12.5, there was not much differences of MHC staining between control and MKO mice (Figure S6A, Supporting Information), indicating that the first wave of myogenic differentiation was relatively normal in the mutant mice.

### 2.4 Progressive Loss of MPCs Were Observed in the MKO Mice

Next we wanted to examine the proliferation rates of tdT+ cells by immunostaining for Ki67. At E14.5, we observed up to a 5‐fold decrease in the number of Ki67/tdT double‐positive cells in control limbs versus the mutant (**Figure** **4**A; Figure S8A, Supporting Information). Meanwhile, we detected a large number of tdT+ apoptotic cells in the mutant mice, but only a few apoptotic cells were present in control mice (Figure 4B). More importantly, a massive reduction of Pax7+ cells were observed in the mutant mice at E13.5 and E14.5, which occurred concomitantly with the significantly decreased MHC‐positive fibers (Figure 4C; Figures S7B and 8B, Supporting Information). The remaining Pax7+ cells have lost their regular contact with tdT+ cells, 20% of double‐positive cells were observed in the MKO mice, compared to ≈40% in the control mice at E13.5 (Figure S7B, Supporting Information). With the increasing age, progressively fewer double‐positive cells were detected at E14.5 limbs (Figure 4C; Figure S8B, Supporting Information). Apparently, the pool of MPCs underwent an accelerated depletion, which could be due to dispersed distribution and increased apoptosis of tdT+ cells.

**Figure 4:**
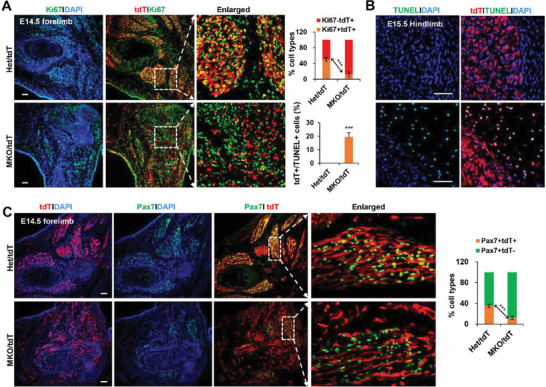
Decreased proliferation of Myf5‐derived cells and decreased expression of Pax7 in the mutant forelimbs. A) Representative confocal images of tdT (red) and Ki67 (green) immunostaining of forelimb sections at E14. Scale bars, 100 µm. White dotted boxes are shown enlarged in the right panels. Quantitative analysis of ki67^+^ and tdT^+^ cells was shown on the top bar graph (*n* = 3). B) Representative confocal images of tdT and TUNEL staining with forelimb sections at E15.5. Scale bars, 100 µm. Quantitative analysis of TUNEL and tdT double positive cells was shown on the bottom bar graph to the left of pictures (*n* = 3). C) Representative confocal images of tdT (red) and Pax7 (green) immunostaining with forelimb sections at E14.5. Scale bars, 100 µm. Note that white dotted boxes are shown enlarged in the right panels. Quantitative analysis of Pax7 and tdT cells was shown on the right bar graph (*n* = 3). All data are shown as the mean ± SD. 2‐tailed Student's *t*‐test. *** *p* < 0.001.

### 2.5 scRNA‐seq Revealed Diverse Cell Populations of tdT^+^ Cells and Identified Exhausting Skeletal Muscle Cell Population in the Mutant Mice

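The data were 10x Genomics libraries of single cells from E14 embryos, 1 of Het/tdT (control) and 1 of MKO/tdT (mutant), each made from cells sorted on the tdT reporter. Every share of cells is therefore a share of cells inside the tdT gate. The authors counted UMIs (unique molecular identifiers) per gene and cell with Cell Ranger on the mouse reference mm10, and aggregated both libraries after down-sampling reads. The median per barcode was then 9219 UMIs in Het/tdT and 8105.5 in MKO/tdT. The deposited counts hold 156093779 UMIs for Het/tdT and 128116615 UMIs for MKO/tdT, before any filter. There are no replicates, and the cells of 1 library are not replicates of an embryo, so no test between the genotypes was made. Levels are sums of UMIs over the cells of a library, given as CPM, that is, scaled to the total UMIs of the same cells, and a ratio is the log2 of MKO/tdT over Het/tdT. Shares and sums are given with exact 95% binomial and Poisson intervals and ratios of shares with 95% log intervals, all of which cover counting error only. The libraries were assigned to the genotypes by the headings of Figure S9. The titles of the deposited samples and the colour key of Figure S10 give the opposite assignment. Every direction rests on the assignment of Figure S9, and each ratio changes its sign under the other.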

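The targeted gene Srsf2 (ENSMUSG00000034120, chromosome 11, 116849901 to 116853094, minus strand) had 33179 UMIs in the Het/tdT library and 18781 in the MKO/tdT library after quality filters. Its level was 219 CPM in Het/tdT (217 to 221) and 153 CPM in MKO/tdT (151 to 155), a log2 ratio of -0.52 (-0.54 to -0.49). Coordinates are those of GRCm38. The reads come from the 3′ ends of transcripts. The text and captions of the sources used here do not name the deleted part of Srsf2. The drawing of the knockout strategy in Figure S3A was not used for it. This level therefore does not measure how many cells lost the gene. Mettl23 and Mfsd11 overlap Srsf2 on the plus strand, with log2 ratios of -0.73 and 0.22, and the Srsf2 level is uncertain as far as the counting could split reads between them. Clusters of cells were given classes named after the paper's cell types, written SKM-like and so on. Srsf2 was lower in MKO/tdT in each of the 11 classes, with ratios from -0.81 (-1.39 to -0.25) in the Ery-like (erythroid) cells to -0.21 (-0.38 to -0.04) in the Epi-like cells. In the SKM-like cells the ratio was -0.50 (-0.64 to -0.35), and in the cells outside that class -0.45 (-0.47 to -0.42). Among the 1279 genes within 2-fold of its level over all cells, 2.97% had a lower ratio than Srsf2. The alternative that moved the ratio over all cells most, a denominator without haemoglobin, mitochondrial and ribosomal protein genes, gave -0.55.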

To characterize cell fates and dynamics of Myf5‐derived cells with or without SRSF2 in skeletal muscle development, we isolated mononuclear cells from E14 Het/tdT and MKO/tdT embryos that were decapitated and eviscerated, then separated tdT^+^ cells by flow cytometry and applied them to scRNA‐seq (**Figure** **5**A). At this stage we found a significant decrease in the number of tdT^+^ cells in the mutant embryos compared to control (7.43% vs 28.6%). After quality control (Figures S9 and S10, Supporting Information), we retained a total of 21 265 transcriptomes, including 9439 control and 118 226 MKO cells for the downstream analysis (Figure 5A).

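Barcodes were kept within 2 SD of the mean of log10 UMIs and log10 genes, set per library, and with at most 10% mitochondrial UMIs. The limits on UMIs were 652 to 65033 in Het/tdT and 511 to 69395 in MKO/tdT. The limits on genes were 419.9 to 10535 and 362 to 10599.8. The mitochondrial limit removed 1106 barcodes of Het/tdT and 968 of MKO/tdT. In total, 22868 cells were kept, 12523 of Het/tdT, which is 82.0% of its barcodes (81.4 to 82.6), and 10345 of MKO/tdT, which is 82.8% (82.1 to 83.4). The kept cells had a median of 10751 UMIs and 3053 genes in Het/tdT and of 9480 UMIs and 2837 genes in MKO/tdT. A mitochondrial limit of 5% moved the numbers most in Het/tdT, to 10364 cells, beside 9033 in MKO/tdT. By the paper's total less its 9439 control cells, the mutant has more cells than the control, while here MKO/tdT has fewer, an order that goes with the opposite assignment of the libraries. The paper's SKM shares, 21.44% in the control and 1.43% in the mutant, go with the assignment used here, with 20.9% and 1.45%.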

**Figure 5:**
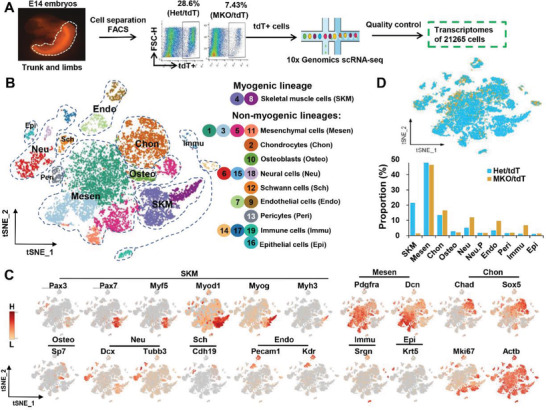
scRNA‐seq identifies distinct cell lineages of Myf5‐derived cells. A) Scheme of single cell preparation from control and MKO/tdT truncated embryos at E14, FACS isolation for tdT^+^ cell, and scRNA‐seq. B) t‐SNE plot of combined dataset with cells colored by cell types. C) Expression of representative marker genes in distinct cell clusters. D) t‐SNE plot of overlapping control and MKO/tdT datasets (top), and the proportion of different cell types in control and MKO/tdT samples (bottom).

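Both libraries were clustered together, without batch correction. Counts were log-normalized to 10000 UMIs per cell, and 30 principal components of the 2000 most variable genes gave a graph of 20 nearest neighbours. Leiden clustering of this graph at a resolution of 0.8 gave 30 clusters of 2637 to 19 cells. The number of clusters follows the resolution, with 23 clusters at 0.4 and 40 at 1.6.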

The t‐distributed stochastic neighbor embedding (t‐SNE) plots revealed 19 cell clusters, which displayed distinct transcriptional programs (Figure 5B; Figure S11A, Supporting Information). 

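Clusters were given a class from lists of marker genes. A class had to have both the highest mean fold of its markers and the most raised markers, at least 3 of them, with a marker counted as raised above 1.5-fold and with a UMI in at least 25% of the cells. The rule was tightened after a first look at the clusters. It named 24 clusters in 11 classes, SKM-like, Mesen-like, Chon-like, Osteo-like, Neu-like, Sch-like, Endo-like, Immu-like and Epi-like cells, Peri-like cells (pericytes) and Ery-like cells. The other 6 clusters were left unnamed. They hold 11.2% of the Het/tdT cells and 16.3% of the MKO/tdT cells. The largest of them, with 872 cells, holds shallow cells with a median of 689 UMIs.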

Based on established lineage‐specific marker genes (Figure 5C) and cluster‐cluster distance analysis (Figure S11B, Supporting Information), we assigned these 19 clusters into 10 different cell types (Figure 5B, right panel). Both cluster 4 (C4) and C8 expressed skeletal muscle cell (SKM) markers, such as *Pax7*, *Myf5*, *Myod1*, *Myog*, and *Myh3*, which constitute the myogenic lineage. On the other hand, the remaining 9 cell types contributed to non‐myogenic lineages. 

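The SKM-like class holds 2767 cells in clusters 7, 9 and 11. The genes named here are on the list that gave the class its name, so their levels define it. A UMI of Pax7 was found in 52.5% of the SKM-like cells, of Myf5 in 30.3%, of Myod1 in 72.8%, of Myog in 54.2% and of Myh3 in 17.5%, at a median depth of 14161 UMIs per cell. The Endo-like cells, which should lack these genes, have a median of 14676 UMIs. Their shares with a UMI were 1.15%, 0.717%, 2.22%, 4.66% and 0.358% in the same order. Most Endo-like cells are from MKO/tdT, which has fewer SKM-like cells to give free RNA. In the 400 Endo-like cells of Het/tdT, with a median of 12493.5 UMIs, the shares were 3.50%, 1.75%, 5.50%, 12.2% and 1%, the background to set beside the 2617 SKM-like cells of that library. Thinning each cell to 2000 UMIs moved these shares most, with Myf5 in 6.70% of the 2718 SKM-like cells that were deep enough. Clusters 7 and 9 were led by Pax7, Myf5, Myod1 and Msc, and cluster 11 by Mylpf, Myl1 and Acta1.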

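Outside the SKM-like class, the Mesen-like class was the largest, with 7710 cells or 33.7% of both libraries together, followed by the Chon-like cells with 3676 (16.1%), the Neu-like cells with 1895 (8.29%) and the Endo-like cells with 1395 (6.10%). The Immu-like class had 815 cells, the Sch-like class 400, the Osteo-like class 371, the Peri-like class 285, the Epi-like class 278 and the Ery-like class 187. The unnamed clusters hold 3089 cells, 13.5% of both libraries.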

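Markers of the classes outside the SKM-like class are on the lists that named them, and their shares of cells with a UMI are set beside the SKM-like cells at a median of 14161 UMIs. In the Mesen-like cells (median 8624 UMIs), Pdgfra was found in 56.7% and Dcn in 62.5% of the cells, against 6.04% and 19.7% of the SKM-like cells. Dcn had its highest level there, at 8.36 counts per 10000, and Pdgfra too, at 1.26. By share of cells, Pdgfra was found in 67.1% of the Osteo-like cells and Dcn in 77.3% of the Epi-like cells. In the Chon-like cells (12448 UMIs), Chad was found in 52.9% and Sox5 in 68.6%, against 4.23% and 4.52%. Sox5 was also found in 53.5% of the Sch-like cells. In the Osteo-like cells (19348 UMIs), Sp7 was found in 64.4%, against 0.361%. In the Neu-like cells (6692 UMIs), Dcx was found in 78.5% and Tubb3 in 86.2%, against 29.4% and 4.88%. Cdh19 was found in 49% of the Sch-like cells (7977 UMIs), against 0.253%. Pecam1 and Kdr were found in 92.3% and 94.9% of the Endo-like cells, against 3.69% and 0.831%. Srgn was found in 95.3% of the Immu-like cells (14685 UMIs), against 1.95%, and in 22.9% of the Endo-like cells. Krt5 was found in 89.2% of the Epi-like cells (18562 UMIs), against 0.759%.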

Mesenchymal cells (Mesen) composing of C1, C3, C5, and C11, were enriched for *Pdgfra* and *Dcn*; chondrocytes (Chon:C2) highly expressed *Chad5* and *Sox5*; Osteoblasts (Osteo: C10) expressed *Sp7*; neural cells (Neu: C6, C15 and C18) were enriched for *Dcx* and *Tubb3*; Schwann cells (Sch: C12) expressed *Cdh19*; endothelial cells (Endo: C7 and C9) highly expressed *Pecam1* and *Kdr*; immune cells (Immu: C14, C17, and C19) expressed *Srgn* and epithelial cells (Epi:C16) specifically expressed *Krt5*. 

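A UMI of Actb was found in 89.3% of the Ery-like cells and in 98.7% or more of the cells of each other class. Its level went from 5.48 counts per 10000 in the Ery-like cells to 49.4 in the Peri-like cells. Mki67 had its highest levels in the SKM-like cells, at 1.86 counts per 10000, and in the Chon-like cells, at 1.53. The level in the Mesen-like cells was 0.488. Of the 3676 Chon-like cells, 1386 are in cluster 4, whose 10 leading genes are genes of the cell cycle, Mki67 among them, with 0 Chon markers. Below these leading genes, 15 Chon markers were raised in cluster 4. At 2000 UMIs per cell, Mki67 was found in 25.2% of the SKM-like cells, 19.3% of the Chon-like cells and 6.86% of the Mesen-like cells. Cells under this depth were left out, with 2718 of 2767, 3599 of 3676 and 7591 of 7710 cells remaining. Without thinning these shares were 57.6%, 40.0% and 17.1%, and 12.3% in the Ery-like cells, at a median of 11237 UMIs. Because the class is large, the Mesen-like cells hold 15.3% of all Mki67 UMIs, the SKM-like cells 27.8% and the Chon-like cells 27.0%. These shares pool both libraries and need not hold in each. The SKM-like cells had 8744 Mki67 UMIs in Het/tdT and 345 in MKO/tdT.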

While the house‐keeping gene *Atcb* was expressed in all the cell populations, *Mki67* was mainly enriched in SKM and Mesen groups (Figure 5C). These results revealed high heterogeneity of Myf5‐derived cells during the development. But the current expression of Myf5 was predominantly observed in the SKM population.

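Myf5 (ENSMUSG00000000435, chromosome 10, 107482908 to 107486134, minus strand) had 85.9% of its UMIs in the SKM-like cells. Its level there was 0.399 counts per 10000, and the next highest class, the Peri-like cells, had 0.0219. Outside the SKM-like class, the share of cells with a Myf5 UMI was between 0.491% in the Immu-like cells and 1.75% in the Peri-like cells, and 0.830% in the Mesen-like cells at a median of 8624 UMIs.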

We next analyzed the proportions of these distinct cell types in control and mutant samples (Figure 5D). 

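Of the sorted tdT cells that were kept, 2617 of 12523 in Het/tdT were SKM-like, a share of 20.9% (20.2 to 21.6). In MKO/tdT, 150 of 10345 were SKM-like, a share of 1.45% (1.23 to 1.7). The share was 14.4-fold lower in MKO/tdT, a log2 ratio of -3.85 (-4.08 to -3.61). Clusters 7, 9 and 11 held 1065, 793 and 759 of these cells in Het/tdT and 49, 47 and 54 in MKO/tdT. Choosing SKM-like cells by UMIs of at least 2 of the genes Pax3, Pax7, Myf5, Myod1, Myog and Myh3 instead of clusters moved the ratio to -4.00, and limits on the linear scale moved it to -3.64. These were the lowest and the highest ratio over 11 alternatives.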

Approximately 21.44% of tdT^+^ cells became myogenic in the control, however only a small percentage of cells (≈1.43%) belong to the SKM in the mutant mice. In contrast, the proportions of Neu, Endo, and Immu cells were significantly increased in the KO mice, perhaps resulting from the excessive loss of SKM cells. 

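The share of Neu-like cells was 5.27% (4.89 to 5.68) in Het/tdT and 11.9% (11.3 to 12.6) in MKO/tdT, a log2 ratio of 1.18 (1.05 to 1.31). The share of Endo-like cells was 3.19% (2.89 to 3.52) and 9.62% (9.06 to 10.2), a ratio of 1.59 (1.43 to 1.75), and that of Immu-like cells 1.10% (0.927 to 1.3) and 6.54% (6.08 to 7.04), a ratio of 2.57 (2.31 to 2.83). A mitochondrial limit of 5% moved all 3 ratios most, to 1.45, 1.93 and 2.84. Shares of a total fall or rise together when 1 class is lost, so they were also taken over the cells outside the SKM-like class, 9906 in Het/tdT and 10195 in MKO/tdT. There the ratios were 0.86 (0.73 to 0.99) for Neu-like, 1.27 (1.11 to 1.44) for Endo-like and 2.25 (1.99 to 2.51) for Immu-like cells. Cluster 5 held most Neu-like cells in both libraries. Most Endo-like cells of Het/tdT were in cluster 16, led by Emcn, and most of MKO/tdT in cluster 12, led by Ccl21a and Lyve1. Most Immu-like cells of Het/tdT were in cluster 26, led by Ccl4 and C1qb, and the largest group in MKO/tdT was cluster 20, led by Cma1 and Cpa3. The tdT gate decides which of these cells enter the total, and the numbers of cells per embryo are not used here.

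**Figure D1:**
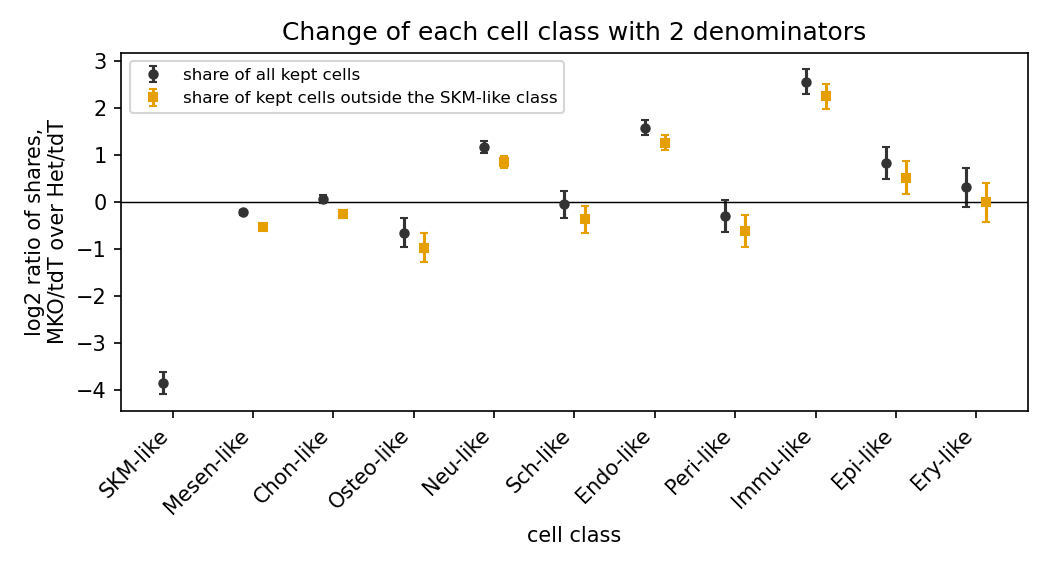
Log2 ratio of the share of each class, MKO/tdT over Het/tdT, over all kept cells and over the kept cells outside the SKM-like class, 1 library per genotype. Points are ratios and bars 95% log intervals, with the SKM-like share at -3.85 and the Immu-like share at 2.57 over all kept cells.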

Besides, the Mesen group occupied ≈49% of total Myf5‐derived cells in either control or mutant mice, but they were not totally overlapped between the two samples (Figure 5D, top panel). 

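The Mesen-like class held 4502 Het/tdT cells, 35.9% (35.1 to 36.8), and 3208 MKO/tdT cells, 31.0% (30.1 to 31.9), with a log2 ratio of -0.21 (-0.27 to -0.16). The class is made of clusters 1, 2, 6, 10 and 15, and its denominator is all kept cells, the unnamed clusters included. Over the cells outside the SKM-like class the ratio was -0.53 (-0.58 to -0.48). With 15 principal components the ratio over all kept cells moved most, to -0.53, and without the 2 SD limits it was -0.034, with an interval that spans 0. The largest Mesen-like cluster was cluster 1 in Het/tdT, with 1601 cells against 1036 in MKO/tdT, and cluster 2 in MKO/tdT, with 1289 cells against 1126 in Het/tdT.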

Taken together, loss of SRSF2 significantly changed cell proportions among Myf5‐derived cells.

### 2.6 Trajectory Analysis of SKM Populations Revealed Aberrant Proliferation and Differentiation of Myoblasts in the Absence of SRSF2

We next performed unsupervised clustering on the SKM population, which identified a total of six unique subclusters that we labeled as sC1 to sC6 (**Figure** **6**A). Specifically, sC1 cells expressed high levels of *Pax7, Myf5*, and *Myod1*, also enriched for *Mki67*, thus we defined sC1 as activated myoblasts. sC2 cells were less activated than sC1 cells, as they expressed relatively low levels of these markers. sC3, sC4, and sC6 were identified as differentiated populations based on expression of differentiation and mature fiber markers such as *p21*, *Myog*, and *Myh3*. 

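The 2767 SKM-like cells were clustered again, with 20 principal components and a resolution of 0.6, which gave 8 subclusters of 820 to 35 cells. Levels are in counts per 10000. Subcluster 1 had levels of 1.25 for Pax7, 0.564 for Myf5, 1.99 for Myod1 and 3.88 for Mki67. Subcluster 2 had similar levels of Pax7 and Myf5, 1.35 and 0.661, with Mki67 at 0.517. Subclusters 3 and 4 had the highest Myog, at 18.4 and 13.4, with Cdkn1a (p21) at 9.38 and 3.71 and Myh3 at 5.68 and 0.448. Subcluster 5 had both kinds of marker, with Pax7 at 1.03, Mki67 at 2.09 and Myog at 5.22. A subcluster was called activated with at least 2 of Pax7, Myf5 and Mki67 above their mean over all SKM-like cells and neither Cdkn1a nor Myog above it, differentiated with Cdkn1a and Myog above and none of the 3, and mixed otherwise. This rule, written after the sizes of the subclusters were seen, calls subclusters 1, 2 and 5 activated, 3 and 4 differentiated, and 6, 7 and 8 mixed. Subcluster 5 is activated by a narrow margin, since its Myog level is just under the mean of 5.26 over all SKM-like cells. Subcluster 8 is shallow, with a median of 1816 UMIs, and has a Ckm UMI in 57.1% of its cells.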

And sC5 cells, enriched for both activation and differentiation makers, might represent transitional states (Figure 6B,C). In addition, we noticed an increased proportion of differentiated cells and a decreased proportion of activated cells in the mutant compared to the control (Figure 6D).

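The activated state held 1740 of 2617 SKM-like cells in Het/tdT, 66.5% (64.6 to 68.3), and 85 of 150 in MKO/tdT, 56.7% (48.3 to 64.7), a log2 ratio of -0.23 (-0.44 to -0.02). With subcluster 5 counted as mixed, an alternative chosen after seeing the data, the activated shares were 56.7% (54.8 to 58.7) and 48% (39.8 to 56.3), a ratio of -0.24 with an interval that just spans 0, and the mixed ratio was 0.44 (0.05 to 0.82). The differentiated state held 22.5% (21.0 to 24.2) and 24% (17.4 to 31.6), a ratio of 0.09 (-0.33 to 0.51), so a change of this share was not detectable with 150 cells under this rule. Subcluster 8, which the rule calls mixed, held 0.917% (0.588 to 1.36) and 7.33% (3.72 to 12.7), 24 and 11 cells, all in part 3 of an order by differentiation. Counted as differentiated, an alternative chosen after seeing the data, it gives 23.5% (21.8 to 25.1) and 31.3% (24.0 to 39.4), a ratio of 0.42 (0.06 to 0.77), so the result for this share depends on the state given to subcluster 8. The mixed state held 11.0% (9.79 to 12.2) and 19.3% (13.3 to 26.6), a ratio of 0.82 (0.32 to 1.32). A subcluster resolution of 1.0 moved the activated ratio most, to -0.33, and choosing SKM-like cells by markers, 3 of which also define the states, gave a differentiated ratio of 0.37, with an interval that spans 0. Clustering without Pax7, Myf5, Mki67, Cdkn1a and Myog, an alternative chosen after seeing the data, gave -0.23 and 0.09. The shares of cells with a UMI were compared at 2000 UMIs, which 2580 of the Het/tdT and 138 of the MKO/tdT cells had. Pax7 was found in 15.1% and 10.9%, Mki67 in 25.3% and 22.5%, Cdkn1a in 27.6% and 27.5%, and Myog in 35.7% and 42.0% of the Het/tdT and MKO/tdT cells. Each of these 4 thinned ratios has an interval that spans 0. At full depth, with medians of 14162 and 14129.5 UMIs, the shares were 53.5% and 36% for Pax7, 57.8% and 54% for Mki67, 58.7% and 56% for Cdkn1a, and 54.3% and 52.7% for Myog. There the ratio of Pax7, -0.57 (-0.88 to -0.26), lies below 0 with its interval, and the other 3 have intervals that span 0.

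**Figure D2:**
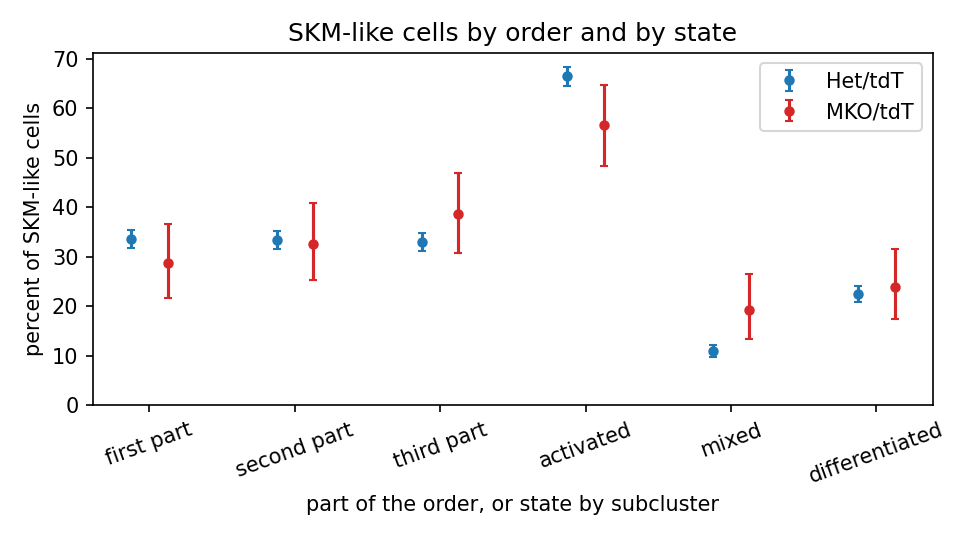
Percent of the SKM-like cells of each library in the activated, differentiated and mixed states and in the 3 parts of a differentiation order, 2617 cells of Het/tdT and 150 of MKO/tdT. Points are shares and bars exact 95% binomial intervals, with the activated share at 66.5% and 56.7%.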

**Figure 6:**
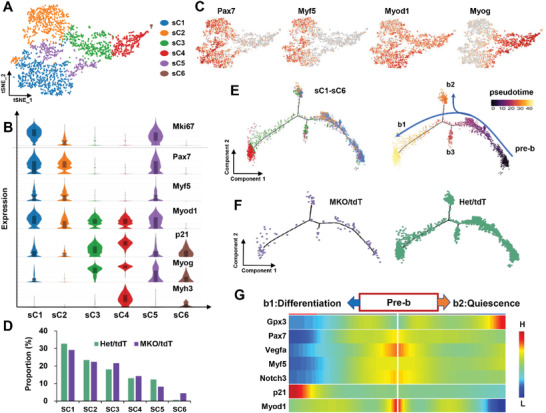
Subclustering of SKM cells and pseudotime analysis. A) t‐SNE projections of subclustered SKM cells, labeled in different colors. B) Violin plot indicating gene expression signatures in SKM cell subclusters. C) tSNE plot showing the expression of marker genes of Pax7, Myf5, Myod1, and Myog. D) the proportion of subclusters in control and MKO/tdT samples. E) Pseudotime‐ordered analysis of SKM cells, constructed by Monocle2. Right panel was colored by the subclusters. Left panel was colored by the pseudotime order. F) Pseudotime‐ordered analysis of SKM cells, from the mutant (left panel) and control (right panel) samples. G) Heatmap showing the dynamic expression of the selected genes along the trajectories b1 and b2.

We then used Monocle2^[^ ^19^ ^]^ to analyze dynamic cell transitions during the myogenesis, which arranged the six subclusters along one major trajectory and two smaller trajectories (Figure 6E). Majority of sC1 and sC2 plotted tightly together at the start of pseudotime (pre‐b), and only small fraction of cells ended at the trajectory b2. 

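The SKM-like cells were ordered by diffusion pseudotime on a graph of 30 neighbours, starting from the cell with the highest summed Pax7, Myf5 and Mki67, and split into 3 equal parts. This is a single order without branches, so the branches of the trajectory were not rebuilt. Of subcluster 1, 84.1% of the cells were in part 1, and of subcluster 2, 88.3% were in part 2. All cells of subcluster 3 and 99.4% of subcluster 4 were in part 3, as were all cells of subcluster 8. Subcluster 5 was spread over the parts, with 57.5%, 17.5% and 25% of its cells in parts 1, 2 and 3. Of subclusters 6 and 7, 63.4% and 67.3% were in part 3.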

Differentiated cells located toward or at the end of the major branch (b1) and small branch (b3), whereas sC5 cells did not exhibit a spatial bias. 

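Of the 150 SKM-like cells of MKO/tdT, 28.7% (21.6 to 36.6) lay in part 1 of the order, 32.7% (25.2 to 40.8) in part 2 and 38.7% (30.8 to 47.0) in part 3, the part of the cells with high Myog. Of the Het/tdT cells, 33.0% lay in part 3. The log2 ratio of the share in part 3 was 0.23 (-0.07 to 0.53), so a shift towards the end of the order was not detectable with this number of cells.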

Even though there were only small number of mutant cells, they were more inclined to be distributed towards b1 than the control cells (Figure 6F). We next investigated the dynamic changes of indicated gene expression along the branches b1 and b2 (Figure 6G). High expression of *Pax7*, *Myf5* and *Myod1*was observed at the start of pseudotime, whereas *p21* was restricted to the end of b1, and the quiescent marker *Gpx3* was enriched at the end of b2, together with the total loss of *Myod1*. This strongly suggested that activated myoblasts either go to differentiation, or enter into the quiescence.

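Over both libraries, Pax7 (ENSMUSG00000028736, chromosome 4, 139737062 to 139833528, minus strand) had levels of 1.41, 1.14 and 0.111 counts per 10000 in parts 1, 2 and 3 of the order, and Myf5 had 0.664, 0.50 and 0.0312. Myod1 (ENSMUSG00000009471, chromosome 7, 46376474 to 46379099, plus strand) had 1.7, 1.53 and 1.68, so its level at the end was near that at the start. Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727, plus strand) had 0.672, 0.863 and 6.01, a log2 ratio of part 3 over part 1 of 3.16. Gpx3 had 0.129, 0.236 and 0.00962, with its highest level in part 2, and the ratios of part 3 over part 1 were -3.91 for Notch3 and -0.58 for Vegfa. Pax7, Myf5 and Mki67 chose the first cell of the order, so their fall along it is partly set by that choice.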

Quiescent cells account for satellite cells, and they were mainly responsible for postnatal skeletal muscle development.^[^ ^20^ ^]^ We next focused our attention on the differentiation trajectory. We excluded portion of the quiescent cells and performed the dynamic changes of gene expression along the differentiation process (**Figure** **7**A; Figure S12, Supporting Information). And representative GO terms in biological process was illustrated in Figure 7B. Down‐regulated genes were enriched in MPC markers, nucleosome assembly, cell cycle, and DNA replication et al such as *Pax7, Myf5, E2f1, Kif11, Tfam, Mki6, Esco2*. 

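Over both libraries, the log2 ratio of part 3 of the order over part 1 was -1.13 for E2f1, -2.0 for Kif11, -0.38 for Tfam, -2.07 for Mki67 and -2.44 for Esco2. It was -3.67 for Pax7 and -4.41 for Myf5. In part 3, E2f1 was still found in 16.4% and Tfam in 43.7% of the cells, against 36.6% and 65.4% in part 1.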

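Myog (ENSMUSG00000026459, chromosome 1, 134289989 to 134292548, plus strand) rose from 0.379 counts per 10000 in part 1 of the order to 13.8 in part 3, over both libraries, a log2 ratio of 5.18. Myh3 had a ratio of 7.32 and Ckm of 7.86. A UMI of Ckm was found in 0.217% of the cells of part 1 and 9.87% of the cells of part 3.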

Up‐regulated genes are mainly related with skeletal muscle contraction and fiber development, for example *Myog*, *Ckm*, and *Myh3*. We next analyzed the expression levels of genes along the pseudotime in the mutant and control separately. Interestingly, we observed that expression of *Myf5* was significantly upregulated at the earlier pseudotime accompanied by increased levels of *Myog* and *Cdkn1a* in the mutant, compared to the control, whereas levels of *Pax7* first decreased and then rapidly increased in the mutant (Figure 7C). Moreover, proliferation‐related genes *Tfam*, *Rad21*, *Ncapd2*, and *E2F1* were all dysregulated, while glycolysis‐related genes *Eno3*, *Pgam2*, *Aldoa*, and *Ldha* were all upregulated in the mutant (Figure 7D,E). 

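UMIs were summed per library over the SKM-like cells of each part of the order. In part 1, with 880 Het/tdT and 43 MKO/tdT cells, the log2 ratio of Myf5 was 0.36 (-0.04 to 0.73), that of Myog 0.11 (-0.45 to 0.63), that of Cdkn1a 0.79 (0.44 to 1.12) and that of Pax7 -0.37 (-0.70 to -0.05). Only Cdkn1a and Pax7 differed beyond counting error in this part. Under 6 alternatives Pax7 ranged from -0.55 to -0.03, with its interval below 0 under 4 of them. The direction for Cdkn1a depends on the choice of the cells, since SKM-like cells chosen by markers gave -0.17 with an interval that spans 0, while 5 parts gave 1.81. For Myog, 2 parts gave 0.96 and 5 parts -1.12, the latter with an interval that spans 0. For Myf5, SKM-like cells chosen by markers gave 0.57 (0.18 to 0.94), but Myf5 is 1 of those markers, so this does not show a rise. In part 2, Pax7 had a ratio of -0.67 (-1.12 to -0.26) and Myog of 0.29 (0.04 to 0.52). Myf5 at -0.35 and Cdkn1a at 0.02 had intervals that span 0 in that part. In part 3, Pax7 had 2 UMIs in MKO/tdT and a ratio of -2.32 (-5.38 to -0.45), and Myog had 0.23 (0.15 to 0.32). Cdkn1a had -0.01 (-0.15 to 0.12) in part 3 and 0.18 (0.06 to 0.30) over all SKM-like cells. Myf5 had 51 UMIs in Het/tdT and 0 in MKO/tdT in part 3, at least 1.08-fold lower against a floor of 3 counts. Over all SKM-like cells, Pax7 was lower in MKO/tdT, at 60.2 against 92.5 CPM (-0.62, -0.88 to -0.37), and Myog was higher, at 634 against 492 CPM (0.37, 0.29 to 0.44).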

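Over all SKM-like cells, with 39019330 UMIs in Het/tdT and 2226542 in MKO/tdT, Rad21 had a log2 ratio of -0.34 (-0.51 to -0.17) and Ncapd2 of -0.58 (-0.99 to -0.20). By part of the order, Rad21 had 0.13, -0.51 and -0.93 and Ncapd2 -0.27, -0.74 and -0.98, with intervals that span 0 in part 1 for both and in part 2 for Ncapd2. Tfam had -0.20 (-0.49 to 0.07) and E2f1 0.06 (-0.34 to 0.44), differences that were not detectable at this depth. In part 3 of the order Tfam had a ratio of -1.02 (-1.79 to -0.35). Among the glycolysis genes, Eno3 was at 24.8 CPM in Het/tdT and 66.0 CPM in MKO/tdT, a ratio of 1.41 (1.15 to 1.67), and Pgam2 had a ratio of 1.22 (0.95 to 1.49). Aldoa had 0.44 (0.36 to 0.52) and Ldha 0.34 (0.25 to 0.42). Pgam1, the gene that Figure 7E shows, had 0.39 (0.27 to 0.52). In part 3, where most Eno3 UMIs of MKO/tdT lie (113 of 147), the ratios were 1.75 for Eno3, 1.08 for Pgam2, 0.60 for Aldoa and 0.65 for Ldha, all above 0 with their intervals. In part 1 this held for Pgam2, Aldoa and Ldha, while that of Eno3, 0.49, has an interval that spans 0, and in part 2 all 4 intervals span 0. Subcluster 8, with the highest Ckm, lies wholly in part 3. It holds 0.917% of the Het/tdT and 7.33% of the MKO/tdT SKM-like cells. The ratios of the glycolysis genes outside it were not taken, so its larger share may give part of those in part 3. Of the 4 proliferation genes the median ratio was -0.27, and of Eno3, Pgam2, Aldoa and Ldha 0.83. Removal of cells over a doublet score limit, chosen after seeing the data, moved both medians most, to -0.30 and 0.81.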

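In the SKM-like cells, the log2 ratio of Col1a1 was -0.89 (-1.09 to -0.69), that of Col3a1 -0.85 (-0.99 to -0.72), that of Postn -0.67 (-0.94 to -0.41) and that of Dag1 -0.54 (-0.74 to -0.35). By part of the order, all 4 were below 0 with their intervals in parts 1 and 2, from -1.64 for Postn in part 1. In part 3 this held for Col1a1 and Col3a1, while Postn at -0.05 and Dag1 at -0.24 had intervals that span 0. Removal of cells over the doublet score limit moved the median of these 4 genes most, from -0.76 to -0.47. That limit removes 98 of the 2617 Het/tdT SKM-like cells and 0 of the 150 MKO/tdT cells. Col1a1, Col3a1 and Postn are on the list that named the Mesen-like class. Over all Mesen-like cells Col3a1 had a ratio of -0.56 and Postn of -0.77. Free RNA from Mesen-like cells was not tested for these genes, so a change within the SKM-like cells is not shown by them. Atf3 rose from 123 CPM in Het/tdT to 214 CPM in MKO/tdT, a ratio of 0.79 (0.66 to 0.93), and Fos from 259 to 443 CPM, a ratio of 0.77 (0.68 to 0.87). Hspa1a (ENSMUSG00000091971, chromosome 17, 34969190 to 34972156, minus strand) and Hspa1b (ENSMUSG00000090877, chromosome 17, 34956436 to 34959238, minus strand) are close paralogs whose reads the counting could have split or dropped. Their single ratios, 2.66 (2.50 to 2.81) and 1.88 (1.64 to 2.12), are therefore uncertain, and their sum had 2.40 (2.27 to 2.53). Without the 5 cells per library with the most UMIs of the pair, the ratio of the sum was 1.84 (1.67 to 2.00).

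**Figure D3:**
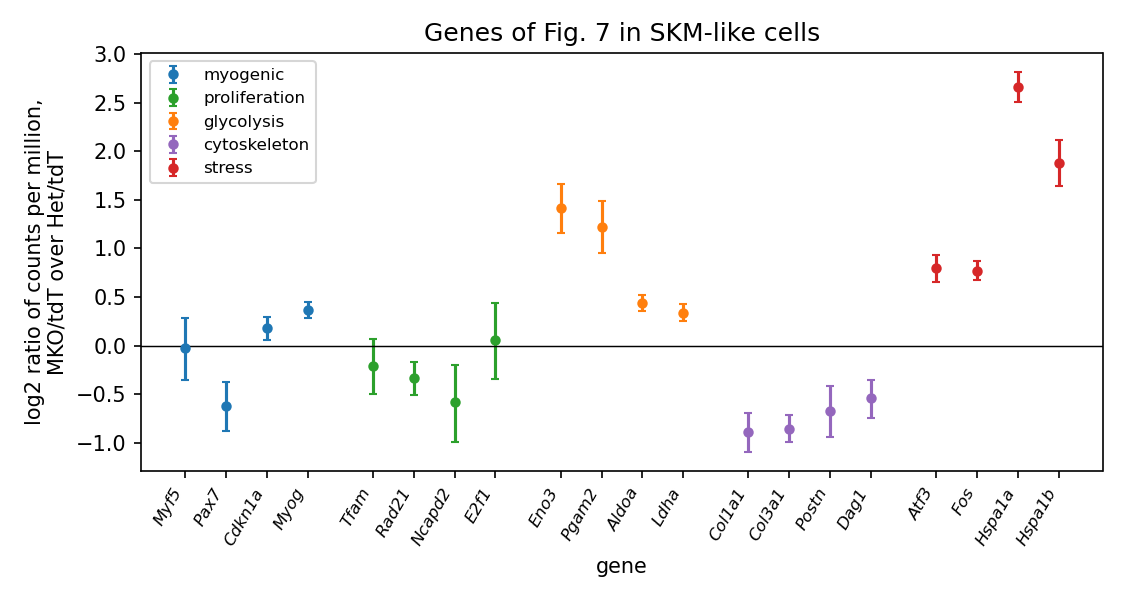
Log2 ratio of CPM, MKO/tdT over Het/tdT, in the SKM-like cells for the genes of Figure 7, 1 library per genotype. Points are ratios and bars 95% counting intervals, with Col1a1 at -0.89 and Hspa1a at 2.66.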

Consistently, cytoskeleton‐related genes *Col1a1*, *Col3a1*, *Postn*, and *Dag1* were downregulated and expression of stress genes *ATF3*, *Fos*, *Hspa1a*, and *Hspa1b* were significantly increased along the pseudotime in the mutant compared with the control (Figure 7F,G). These data strongly indicated that myoblasts display abnormal proliferation and differentiation in the absence of SRSF2.

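The medians of the gene groups were set against 10000 random lists of genes of like level among the 12975 genes with at least 20 UMIs in the SKM-like cells. The study picked these genes from the same libraries, so their standing is not independent evidence. The median of Myf5, Pax7, Cdkn1a and Myog, 0.08, was at percentile 75.5, and that of the proliferation genes at percentile 3.79. The glycolysis genes were at percentile 100, the cytoskeleton genes at 0 and Atf3, Fos, Hspa1a and Hspa1b, with a median of 1.34, at 100. A list of 13 stress genes, which holds these 4, had a median of 0.67 in the SKM-like cells (percentile 100) and of 0.42 in the Mesen-like cells (percentile 100). Its summed level was higher in MKO/tdT in the SKM-like cells, 0.59 (0.57 to 0.62), and in 9 of the 10 other classes, with -0.35 in the Immu-like cells. The median over those 10 classes was 0.29. From the changed course of myogenic, proliferation, glycolysis, cytoskeleton and stress genes along pseudotime, the paper states that its data strongly indicated abnormal proliferation and differentiation of myoblasts without SRSF2.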

**Figure 7:**
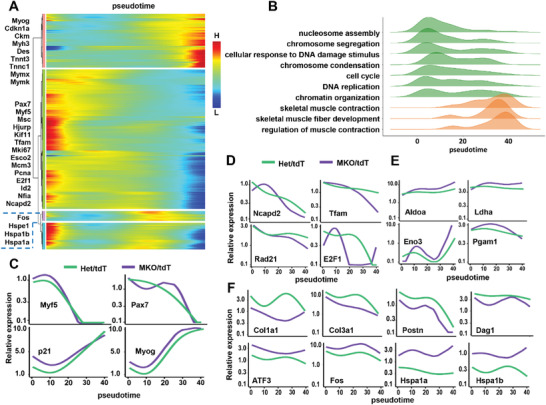
Analysis of SKM cell transition states in MKO/tdT and Het/tdT samples. A) Heatmap showing the dynamic changes in gene expression along the differentiation pseudotime. Representative genes were listed on the left. B) The enriched GO terms (biological processes) changes with the degree of enrichment along the pseudotime. The horizontal axis is the pseudo‐time and the vertical axis is an enrichment item. C) Plots showing the expression scores for indicated myogenesis markers during the pseudotime order. D) Plots showing the expression scores for genes involved in karyokinesis and proliferation during the pseudotime order. E) Plots showing the expression scores for glycolysis‐related genes in pseudotime order. F) Plots showing the expression scores for genes related with cytoskeleton and stress‐response during the pseudotime order.

### 2.7 Precocious Differentiation and Depletion of the Progenitor Pool Were Observed in the Mutant Mice and Myoblasts

In order to validate scRNA‐seq data, we first performed immunostaining for Pax7 and the DNA‐damage marker *γ*H2AX using hindlimb and intercostal sections prepared from E15 MKO and WT embryos. Although number of Pax7^+^ cells in the mutant muscles were greatly dropped, more than 10 times Pax7^+^/*γ*H2A^+^ cells were observed in the mutant than in the control (**Figure** **8**A), suggesting that mutant Pax7^+^cells tend to die easily, compared to control cells. Moreover, levels of p21 were significantly increased in the mutant muscles (Figure 8B). And Myf5^+^ cells were undergoing expansion more extensively in the KO mice than in the control, as addressed by Myf5 and Ki67 double staining (Figure 8C). Consistently, severely impaired myogenesis occurred, as diminished expression of Myog, MHC and embryonic myosin chain (MYH3) was observed in the mutant mice at E15 (Figure S13, Supporting Information).

**Figure 8:**
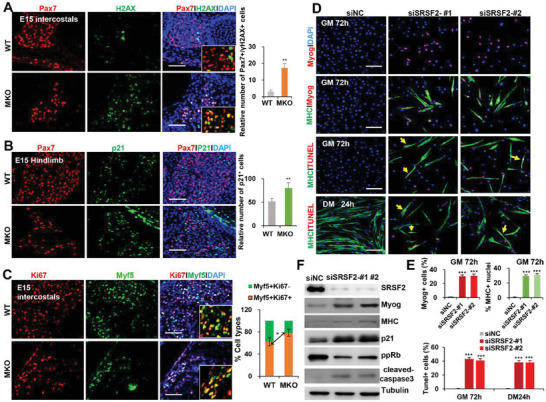
Loss of SRSF2 resulted in abnormal proliferation, exhaustion and precocious differentiation of myoblasts. A) Representative confocal images of Pax7 (red) and *γ*H2AX (green) immunostaining of intercostal sections at E15. Scale bars, 100 µm. Quantification of Pax7 and *γ*H2AX cells per area (0.1 mm^2^) are shown on the right bar graph (*n* = 3). B) Representative confocal images of Pax7 (red) and p21 (green) immunostaining of hindlimb sections at E15. Scale bars, 100 µm. Quantification of p21 cells per area (0.1 mm^2^) was shown on the right bar graph (*n* = 3). C) Representative confocal images of Myf5 (red) and Ki67 (green) immunostaining with intercostal at E15. Scale bars, 100 µm. Quantitative analysis of Myf5 and Ki67 cells was shown on the right bar graph (*n* = 3). D) Representative confocal images of Myog (red), MHC (green) and TUNEL (red) staining of primary myoblasts. Scale bars, 100 µm. After 48 h of transient transfection, primary myoblasts were kept in growth medium (GM) for another 24 h or transformed into differentiation medium (DM) for 24 h. Cells in GM were stained for Myog (red), MHC (green), or TUNEL (red), respectively, while cells in DM were stained with MHC (green) and TUNEL (red). E) Quantitative analysis of Myog (GM 72 h), MHC (GM 72 h) and TUNEL (GM 72 h and DM 24 h) was shown in (*n* = 3). F) Representative WB analysis in primary myoblasts after RNA interference as indicated for 72 h (*n* = 3). All data are shown as the mean ± SD. 2‐tailed Student's *t*‐test. *p < 0.05.**p < 0.01.***p < 0.001.

Next we transfected primary myoblasts with siNC or siSRSF‐#1, #2 in GM for 72 h, then stained for Myog and MHC. A lot of Myog^+^ myoblasts and MHC^+^ myotubes were observed in SRSF2‐knockdown cells, indicating that SRSF2 knockdown caused precocious myogenic differentiation (Figure 8D,E, GM 72 h). However, upon differentiation, SRSF2‐knockdown myoblasts displayed extremely decreased differentiative capacity (Figure 8D, DM 24 h). TUNEL analysis further confirmed high rates of apoptosis within differentiated myotubes (yellow arrows) as well as within undifferentiated myoblasts following SRSF2 depletion (Figure 8D,E, DM 24 h and GM 72 h). Consistent with phenotypes, WB analyis demonstrated that siSRSF2 induced the expression of Myog and MHC, upregulation of p21 and the cell‐death marker cleaved caspase 3, while decreased ppRb levels, compared to control siRNA (Figure 8F). Taken together, SRSF2 knockdown caused precocious differentiation and high rates of apoptosis in primary myoblasts.

### 2.8 SRSF2 Regulated Transcription of Cell‐Cycle/Cytoskeleton‐Related Genes and p21 Depletion Rescued Defects Seen in SRSF2 Knockdown

The skeletal muscle defects of SRSF2‐null mice are reminiscent of the Rb null phenotypes.^[^ ^11^ ^]^ We next wanted to examine whether SRSF2 mediated its effects on myogenesis through cell cycle‐related genes. Given that p21 was significantly upregulated in the mutant muscle and also in SRSF2‐knockdown myoblasts, we decided to test if knockdown of p21 could rescue defects seen in SRSF2 depletion. To this end, we co‐transfected primary myoblasts with siRNA against p21 (sip21) and siSRSF2, followed by immunostaining for p21, Ki67, Myog, or MHC, respectively. As shown, levels of p21 were efficiently reduced in myoblasts transfected with both siSRSF2 and sip21, compared to siSRSF2‐transfected cells. Downregulation of p21 resulted in increased Ki67 positivity in double siRNA‐transfected cells, compared to siSRSF2‐transfected cells, although it had no significant effects on proliferation of cells only transfected with sip21 (**Figure** **9**A,B). Moreover, knockdown of p21 significantly rescued precocious differentiation induced by downregulation of SRSF2, as decreased staining for Myog and MHC was observed in double knockdown cells, in comparison with SRSF2‐knockdown cells (Figure 9C,D). In summary, these results strongly indicated that depletion of SRSF2 appeared to activate p21‐dependent pathway in primary myoblasts.

**Figure 9:**
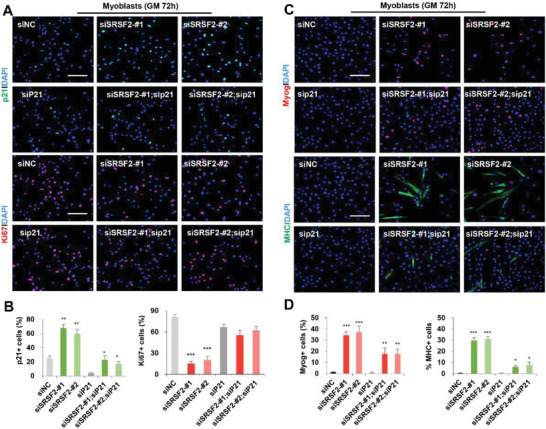
Knockdown of p21 could rescue defects of proliferation and differentiation induced by SRSF2 depletion. A) Representative confocal images of p21 and Ki67 immunostaining in primary myoblasts Myoblasts were transfected with siRNAs as indicated for 48 h, and then reseeded on coverslips (2 × 10^4^ cells for siSRSF2‐#1 and siSRSF2‐#1 groups, 1 × 10^4^ cells for other groups) before staining. Qualification of p21^+^ cells and Ki67^+^ cells are shown in (B) (*n* = 3). C) Representative confocal images of Myog, MHC immunostaining of primary myoblasts. Scale bars, 100 µm. Qualification of Myog+ cells and MHC+ cells are shown in (D) (*n* = 3). All data were shown as the mean ± SD. 2‐tailed Student's *t*‐test. *p < 0.05.**p < 0.01.***p < 0.001.

Previous reports demonstrated that SRSF2 functions as a potent transcription activator.^[^ ^15^, ^21^ ^]^ We then took advantage of public database and searched SRSF2 ChIP‐seq signals on the downregulated genes revealed by scRNA‐seq analysis. As expected, cell cycle‐involved genes *E2F1*, *Hjurp*, *Aurka*, and *Aurkb*, cytoskeleton‐related genes *Col1a1* and *Vimentin* showed strong SRSF2 binding signals on their promoter regions. And ChIP‐qPCR analysis and luciferase activity assays provided further evidence that SRSF2 directly regulated the expression of genes *Hjurp* and *E2F1* (Figure S14, Supporting Information). Hjurp has been identified as a key factor to promote chromosomal segregation and cell mitosis.^[^ ^22^ ^]^ Interestingly, knockdown of Hjurp significantly decreased myoblast proliferation and also increased p21 levels, similar to the SRSF2 knockdown (Figure S15, Supporting Information).

### 2.9 Mesen Cells Subcluster into Distinct Cell Populations

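The 7710 Mesen-like cells were clustered again, with 30 principal components and a resolution of 0.8, which gave 14 subclusters of 996 to 109 cells. The largest, subcluster 1, is led by Col9a3, Matn4, Sox5, Acan and Col2a1, genes of cartilage, and subcluster 8 by Alpl, Omd, Spp1 and Runx2, genes of bone, so the class also holds cells that lean to those types. Resolutions of 0.4 and 1.2 gave 8 and 17. Of the 4502 Het/tdT and 3208 MKO/tdT cells, the lowest ratio of shares was in subcluster 5, from 10.7% (9.82 to 11.6) to 2.96% (2.40 to 3.61), a log2 ratio of -1.85 (-2.16 to -1.54). The highest ratio was in subcluster 13, from 1.000% (0.730 to 1.34) to 2.84% (2.29 to 3.47), a ratio of 1.5 (0.99 to 2.02). In percentage points, subcluster 4 rose most, from 5.62% to 14.1%, then subcluster 1, from 9.51% to 17.7%, and subcluster 2, from 8.00% to 16.1%.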

Skeletal muscle contains a complex arrangement of connective tissue, which are important for skeletal muscle development.^[^ ^23^ ^]^ Next, we performed unsupervised clustering on the Mesen group and observed further heterogeneity with 11 subclusters, which display distinct proportions of cell populations between Het/tdT and MKO/tdT samples (Figure S16A,B, Supporting Information). 

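The subcluster with the highest mean rank of Thbs4 (ENSMUSG00000021702, chromosome 13, 92751590 to 92794818, minus strand), Tnmd and C1qtnf3 was subcluster 3. Its levels were 2.35 counts per 10000 for Thbs4, 6.05 for Tnmd and 8.52 for C1qtnf3, the genes that chose it. Postn was at 12.8 and Col3a1 at 33.6 there. The highest levels among the 14 subclusters were 14.5 for Postn, in subcluster 12, and 57.0 for Col3a1, in subcluster 10.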

As shown, Mesen_1 subcluster displayed high expression of *Thbs4*, *Col3a1*, *Tnmd*, *Postn*, and *Cqgtnf3* (Figure S16C,D, Supporting Information). Expression of these genes were mainly enriched in the endomysium, perimysium and epimysium cells of skeletal muscle.^[^ ^23^ ^]^ Thus, we identified the Mesen_1 subcluster as skeletal muscle fibroblasts. On the other hand, we designed the Mesen_3 subcluster as dermal fibroblasts because *Foxd1* was enriched, and *Foxd1*‐expressing progenitors contributed to dermal fibroblast population.^[^ ^24^ ^]^ It is clear that loss of SRSF2 forced mesenchymal cell progenitors to change cell fate from skeletal muscle fibroblasts to the dermal fibroblasts. Moreover, differential gene expression analysis further revealed that expression of major components of extracellular matrix (ECM) *Postn*, *CD44*, *Ndn*, and *Col4a1* were significantly decreased in the Mesen_1 subcluster, indicating that the functional ECM production was severely damaged in the mutant muscles.

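The subcluster with the highest Thbs4, Tnmd and C1qtnf3 held 627 Het/tdT cells, 13.9% (12.9 to 15.0) of the Mesen-like cells, and 230 MKO/tdT cells, 7.17% (6.30 to 8.12), a log2 ratio of -0.96 (-1.17 to -0.75). Of its 3 genes, only Thbs4 was lower in level over all Mesen-like cells, at -1.05 (-1.17 to -0.93), while Tnmd at -0.07 and C1qtnf3 at -0.05 had intervals that reach 0. Within the subcluster Tnmd and C1qtnf3 were higher in MKO/tdT, at 0.44 and 0.30, and Thbs4 lower, at -0.35. The subcluster with the highest Foxd1 (ENSMUSG00000078302, chromosome 13, 98354242 to 98359305, plus strand), at 2.65 counts per 10000, held 5.62% (4.96 to 6.33) and 14.1% (12.9 to 15.3), a ratio of 1.32 (1.11 to 1.54). Because these genes define the subclusters, the cells were also clustered without Foxd1, Thbs4, Tnmd and C1qtnf3, an alternative chosen after seeing the data, which gave ratios of -0.93 and 1.28. Shares of Mesen-like cells with a UMI at an equal depth of 2000 UMIs moved both ratios most. A UMI of Thbs4, Tnmd or C1qtnf3 was found in 25.4% of 4465 Het/tdT and 20.1% of 3126 MKO/tdT cells, a ratio of -0.33 (-0.46 to -0.21), and one of Foxd1 in 9.00% and 16.7%, a ratio of 0.89 (0.71 to 1.06). Without thinning the shares were 45.9% and 39.4%, and 20.7% and 38.3%. In the SKM-like cells, with a median of 14161 UMIs against 8624 in the Mesen-like cells, the thinned shares were 0.883% for Foxd1, 0.993% for Thbs4, 0.736% for Tnmd and 8.98% for C1qtnf3. C1qtnf3 was found in 45.2% of the Chon-like cells, so it does not mark Mesen-like cells alone. Shares at 1 stage do not follow cells from a state to another. The subcluster with the highest Foxd1, subcluster 4, is led by Foxd1, Nefl, Nefm and Pax1. The next highest Foxd1 levels were 1.53 in subcluster 1 and 1.52 in subcluster 8, led by genes of cartilage and of bone. Whether subcluster 4 holds dermal fibroblasts, or subcluster 3 fibroblasts of muscle, was not tested.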

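In the 627 Het/tdT and 230 MKO/tdT cells of this subcluster, Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037, plus strand) was at 1346 CPM in Het/tdT and 912 CPM in MKO/tdT, a log2 ratio of -0.56 (-0.63 to -0.49). Cd44 had a ratio of -0.64 (-0.83 to -0.45) and Ndn of -0.69 (-0.88 to -0.50). Col4a1 was at 135 and 140.2 CPM, a ratio of 0.06 (-0.14 to 0.25), so no difference was detectable at this depth. The median of the 4 genes was -0.60. Removal of cells over the doublet score limit moved it most, to -0.27, and then Cd44 had -0.21 with an interval that spans 0. Over all Mesen-like cells the ratios were -0.77 (-0.80 to -0.74) for Postn, -0.61 (-0.66 to -0.55) for Cd44, -0.70 (-0.76 to -0.65) for Ndn and -0.35 (-0.40 to -0.29) for Col4a1. That of Postn also reflects which subclusters the cells are in, since subclusters 1, 2 and 4, with Postn at 4.00, 5.63 and 2.93 counts per 10000 against 12.8 in subcluster 3, hold a larger share of MKO/tdT.

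**Figure D4:**
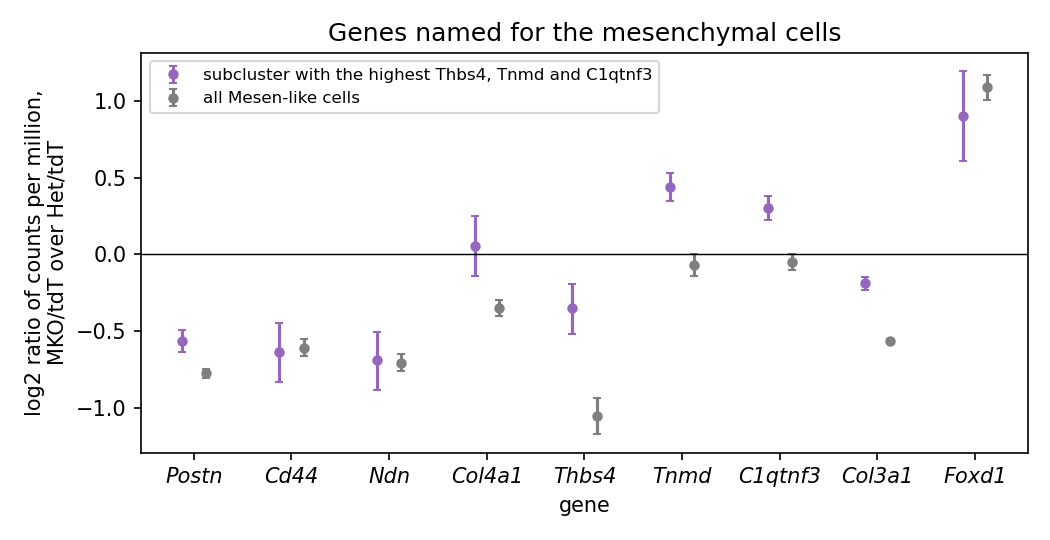
Log2 ratio of CPM, MKO/tdT over Het/tdT, for the genes of Figure S16 in the Mesen-like subcluster with the highest Thbs4, Tnmd and C1qtnf3 and in all Mesen-like cells, 1 library per genotype. Points are ratios and bars 95% counting intervals, with Postn at -0.56 and -0.77.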

## 3 Discussion

Skeletal muscle formation is a highly precise and coordinated process, which requires the proliferation of myoblasts, permanent withdrawal from the cell cycle, differentiation and final fusion into multinucleated muscle fibers.^[^ ^25^ ^]^ Cell cycle arrest is a prerequisite for differentiation.^[^ ^26^ ^]^ The abnormal myogenesis observed in SRSF2‐null embryos could be the consequences of abnormal apoptosis and proliferative defects of MPCs, premature differentiation of myoblasts, and altered myogenic fate of Myf5‐derived cells.

Examination of Myf5‐Cre//Rosa26lacZ mice revealed the broad presence of Myf5‐derived cells in tissues originating from the paraxial mesoderm and the neuroectoderm.^[^ ^27^ ^]^ Consistent with this, our combined lineage tracing and scRNA‐seq analysis identified many previously unrecognized cell types that transiently harbor *Myf5* activity. These results could help explain some of previously reported discrepancies. For example, rib defects were initially reported in homozygous Myf5 mutant mice,^[^ ^5^, ^8^ ^]^ and later in mice with ablated Myf5‐expessing cells,^[^ ^27^ ^]^ but it is still controversial whether Myf5 was directly involved in the generation of the rib phenotype. Our data showed that the transient expression of Myf5 occurs in the progenitors of developmental chondrocytes and osteocytes. Loss of temporal Myf5 activity during the early development could be responsible for these rib defects, which are another hallmark features observed in the SRSF2‐null mice. In addition, Myf5‐dervied cells also contributed to mesenchymal cells, endothelial cells, pericytes, neural cells and Schwann cells. These non‐myogenic cell lineages could potentially play important roles during skeletal muscle development.

High rates of apoptosis and severe skeletal muscle defects were observed in the mutant mice, which is reminiscent of Rb mice.^[^ ^11^ ^]^ Interestingly, SRSF2 knockdown switched off E2F1‐dependent genes, while activated MyoD‐dependent genes, including increased pRb and decreased ppRb. This indicated a possibility that SRSF2 might control myogenesis through regulating cell‐cycle‐related genes. Significantly, scRNA‐seq analysis and immunostaining assay demonstrated that loss of SRSF2 resulted in precocious differentiation and a progressive depletion of the progenitor pool, as well as apoptosis. Moreover, p21 knockdown could rescue apoptosis and premature differentiation defects seen in SRSF2‐knockdown myoblasts. Fully in line with previous reports that SRSF2 functions as a potent transcription regulator,^[^ ^15^, ^21^ ^]^ strong SRSF2 binding signals were observed on the promoter regions of cell cycle‐involved genes *E2F1*, *Hjurp*, *Aurka*, and *Aurkb*, and cytoskeleton‐related genes *Col1a1* and *Vimentin*. Interestingly, we found that there were up to nine potential E‐box sequences within the promoter region of E2F1 and at least one E‐box for Vimentin (Figure S17, Supporting information). Therefore, it is possible that SRSF2 might regulate transcription by forming complex with MRFs during myogenesis, which need detailed investigation in the future.

It is well‐recognized that Pax3/Pax7 positive cells constitute a reserve of myogenic progenitors present not just in the mature myotome, but also in all developing muscle masses. And during the limb muscle development, Pax3^+^/Pax7^+^ MPCs give rise to cells that express Myf5 and/or MyoD. However, scRNA‐seq analysis revealed that Pax7 and Myf5 had a similar expression pattern in the Myf5‐derived proliferative myoblasts, whereas MyoD was wildly expressed in differentiated and proliferative myoblasts, and Pax3 signals were only weakly detected (Figure 5C). 

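Pax3 was found in 6.90% of the SKM-like cells and in 31.2% of the Sch-like cells, the class with its highest level. The SKM-like cells hold 30.3% and the Sch-like cells 35.0% of its UMIs. In the Endo-like cells, at a depth near that of the SKM-like cells, it was found in 0.143%. From the first to the last part of the order of SKM-like cells the share of cells with a UMI went from 80.0% to 12.7% for Pax7 and from 53.6% to 4.01% for Myf5. For Myod1 it was 73.3% and 76.8%.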

Pax3 was weakly expressed because Myf5 genetically downstream of Pax3 in the myogenic context,^[^ ^28^ ^]^ or because there were two distinct myogenic pathways defined by Pax3 and Myf5, respectively.^[^ ^6^ ^]^ These results indicated a seemly different genetic hierarchy than previously described exists in vivo myogenesis. Further investigation is required for verification.

Community effect was first described by Gurdon et al, which indicates that during skeletal muscle development, MPCs and myoblasts are required to be arranged as dense clusters in order to promote cell differentiation in union.^[^ ^18^ ^]^ In this study, we observed the community effect was totally lost in the SRSF2‐null mice. Myf5‐derived cells in the absence of SRSF2 appeared to move randomly in the limb, and some even migrated into the livers and bones. This randomly dispersed pattern was companied by drastically impaired myogenesis and exhaustion of MPCs in the mutant mice. scRNA‐seq analysis revealed that almost 50% of Myf5‐drived cells contributed to the Mesen population, and subclustering analysis of this population confirmed that *Foxd1*‐enriched dermal fibroblasts^[^ ^24^ ^]^ were abundant in the mutant mice at the expense of *Thbs4*/*Col3a1*‐enriched skeletal muscle fibroblasts. These findings indicated that loss of SRSF2 also severely impaired development of mesenchymal cells surrounding muscle cells. And the destruction of skeletal muscle cell microenvironment could lead to loss of community effect in the knockout mice. This was totally consistent with previous reports that some unknown factors in the limb mesenchyme would act in providing the community effect to promote proliferation and differentiation of limb muscle cells.^[^ ^29^ ^]^

## 4 Conclusion

In conclusion, our data demonstrated thatMyf5‐derived cells contributed to various cell lineages than previously described, and SRSF2 was a critical regulator for embryonic myogenesis. SRSF2 regulates the entry of Myf5 cells into the myogenic program and ensures their survival by preventing precocious differentiation and apoptosis.

## 5 Experimental Section

### Generation of Mutant Animals

SRSF2^f/f^ mice were generously provided by Dr. Fu. The SRSF2^f/f^ mice were crossed with transgenic C57BL/6J mice expressing Cre recombinase driven by the Myf5 promoter. Resulting progeny (SRSF2^f/w^/Myf5‐Cre) were mated with SRSF2^f/f^ mice to generate skeletal muscle‐specific SRSF2 knockout mice SRSF2^f/f^/Myf5‐Cre (MKO). The Rosa26‐LSL‐tdtomato (hereafter tdT) mice were purchased from The Jackson Laboratory and have been described previously.^[^ ^14^ ^]^ The SRSF2^f/f^ mice were crossed with dT breeders to generate SRSF2^f/f^/tdT mice. Next, SRSF2^f/f^/tdT mice were crossed with SRSF2^f/w^/Myf5‐Cre mice to generate SRSF2^f/f^/Myf5‐Cre/tdT mice (MKO/tdT). SRSF2^f/w^/Myf5‐Cre/tdT(Het/tdT) mice served as controls. Primer sequences used in the genotyping are listed in Table S3, Supporting Information. All experiments were conducted in accordance with the guidelines of the Institutional Animal Care and Use Committee of Shanghai Institute for Nutrition and Health Nutritional Sciences, Chinese Academy of Sciences.

### Primary Myoblast Isolation, Cell Culture, Differentiation, and Transfection

Primary myoblasts were isolated from the dorsal muscle and limbs from E16 to E16.5 embryos. Briefly, muscles were isolated, minced, and dissociated in 0.2% (wt/vol) collagenase‐type XI (Sigma‐Aldrich) and 2.4 U mL^−1^ dispase II (Invitrogen) in DMEM (Gibco) at 37 ℃. After centrifugation, the pellet was filtered through an 80 µm cell strainer and resuspended in growth medium containing F‐10 (ThermoFisher) supplemented with 20% FBS (Gibco), 2.5 ng mL^−1^ FGF, 1% penicillin/streptomycin. Cells were laid repeatedly on the dish for 3 h to remove the adherent cells, then unattached cells (myoblasts) were harvested and plated on the Matrigel‐coated (1% v/v Matrigel in DMEM) dishes. Cells were not allowed to subculture 75% confluence during the passage. Primary myoblasts were incubated in growth medium containing F‐10 supplemented with 20% FBS, 2.5 ng mL^−1^ FGF, 1% penicillin/streptomycin. C2C12 cells were incubated in growth medium containing DMEM supplemented with 10% FBS and 1% penicillin/streptomycin. Myogenic differentiation of both primary cells and C2C12 cells was activated by replacing the growth medium with a differentiation medium (DMEM supplemented with 2% horse serum). For transient transfection, primary myoblasts and C2C12 cells were transfected with siRNA or plasmids using the Lipofectamine RNAiMAX (Invitrogen) or Lipofectamine 200 (Invitrogen) as described in manufacturer's protocol. The siRNA sequences used are listed in Table S6, Supporting Information.

### RNA Extraction, cDNA Synthesis, and qPCR

RNA extraction, cDNA synthesis and qPCR were conducted as previously described.^[^ ^30^ ^]^ Total RNA was extracted from mouse tissue or cultured cells with Trizol Reagent (Invitrogen). cDNA was synthesized using the High‐Capacity cDNA Reverse Transcription kit (Applied Biosystems). Gene expression was assessed using standard qPCR approaches with SYBR Premix Ex Taq kit (TaKaRa). Analysis was performed on a QuantStudio Real‐Time PCR System (Applied Biosystems). Data was normalized relative to Rplp0. Primer sequences used in qPCR are listed in Table S2, Supporting Information.

### WB Analysis

Cells were homogenized in RIPA Lysis and Extraction Buffer (Thermo Scientific) supplemented with Complete Protease Inhibitor Cocktail (Roche). Equal amounts of proteins were separated on SDS‐PAGE gels, then transferred to immobilon‐NC Transfer Membrane (Millipore). Membranes were incubated with primary antibodies overnight and then with HRP‐conjugated secondary antibodies for 1 h. Specific signals were detected with the chemiluminescence system (Tanon‐4100). The detailed information of antibodies used is listed in Table S1, Supporting Information.

### HE, TUNEL Assays, and Immunostaining

HE and TUNEL assay on the paraffin sections were performed using a standard protocol. 6 µm‐thick sections of tissues were processed for HE staining. 5 µm‐ thick sections were processed for TUNEL staining according to the manufacturer's protocol (Promega, catalog no. G3250). Immunofluorescence on the paraffin tissues and frozen sections was conducted as previously described.^[^ ^30^, ^31^ ^]^ Briefly, 6 µm paraffin tissues were deparaffinized in xylol and rehydrated with gradient ethanol followed by antigenic retrieval. Both frozen and paraffin sections were blocked with 5% goat serum (Santa Cruz Biotechnology) and then incubated with primary antibodies overnight at 4 ℃, followed by incubation with secondary antibodies as well as DAPI for 1 h. For cellular immunostaining, cells were fixed in 4% paraformaldehyde for 15 min, permeabilized with 0.2% Triton X‐100 in PBS and blocked with 5% goat serum, followed by incubation with primary antibodies overnight at 4 ℃ and secondary antibodies as well as DAPI for 1 h. Immunofluorescence images were acquired on a Zeiss LSM880NLO Confocal Microscope. Quantifications were performed using ImageJ software (National Institutes of Health). The detailed information of used antibodies is listed in Table S1, Supporting Information.

### Chromatin Immunoprecipitation Assays (ChIP‐qPCR)

Potential SRSF2 binding sites located on the Hjurp and E2F1 promoter regions were obtained from the Gene Expression Omnibus (GEO) under the accession number GSM1106075 and GSM1106077. Based on this, two pair of primers were designed for the ChIP‐qPCR analysis. Myoblasts were transiently transfected with SRSF2‐HA and vector‐HA plasmids for 48 h. Then ChIP was performed with Magna ChIP kit (Millpore; catalog no. MAGNA0017) according to the manufacturer's instructions, using anti‐HA antibodies (Abcam) for IP with normal mouse IgG as negative control. The immunoprecipitated DNA and input DNA were quantified by qPCR analysis. The detailed information of antibodies used is listed in Table S1, Supporting Information. Primer sequences used in ChIP‐qPCR are listed in Table S4, Supporting Information.

### Dual‐Luciferase Activity Assay

For construction of luciferase reporter plasmids, the Hjurp promoter region (position −536 bp to 522 bp from the transcription start site, TSS) or E2F1 promoter region (position −680 bp to 767 bp from TSS) was inserted into the pGL3 vector (Promega). 293T cells were transfected using polyethylenimine (PEI; Sigma) according to the standard conditions with a 1:1 ratio of DNA (mg) and PEI (ml). For reporter assays, 293T cells were transfected with pRL‐TK plasmid and Hjurp‐luciferase plasmid or E2F1‐Luciferase plasmid, plus vector‐HA or SRSF2‐HA. Cells extracts were harvested post 48 h transfection. Dual‐luciferase assays were performed according to the manufacturer's instructions with a Dual‐Luciferase assay kit (Promega). The primer sequences used for pGL3‐based reporter plasmid construction are listed in Table S5, Supporting information.

### Cell Viability Assays

For cell viability assay, 1 × 10^3^ C2C12 cells were plated in 96‐well plates, and transfected with vector‐HA or SRSF2‐HA. The proliferation rate of cells was detected using the CCK8 method based on the manufacturer's instructions. Cell viability was assessed at 1, 2, 3 and 4 days after transfection.

### Preparation of Single Cell Suspension and scRNA‐seq

E14 MKO/tdT and Het/tdT embryos were collected, decapitated and eviscerated. To generate single cells, truncated embryos were incubated in 0.2% (wt/vol) collagenase‐type XI (Sigma‐Aldrich) and 2.4 U mL^−1^ dispase II (Invitrogen) in DMEM at 37 ℃ 30 min, followed by filtering through a 40‐µm cell strainer. Cells were then centrifuged, resuspended in cold 5% FBS in PBS, and immediately sorted with a Beckman moflo Astrios EQ FACS sorter. Endogenous tdT signal was detected through PE channel and gates were set up according to the positive and negative controls. Sorted tdT+ cells were resuspended in 20% FBS/PBS buffer and loaded onto a droplet‐based library prep platform Chromium (10x Genomics) with a Chromium Single Cell Reagent Kit (version 3) according to the manuscript's instructions. Sequencing was performed on an Illumina nova 6000 and 150‐base pair paired‐end reads. The sequencing and bioinformatics analysis were performed by OE Biotech Co., Ltd. (Shanghai, China). All statistical analyses, unless otherwise specified, were conducted using R.^[^ ^32^ ^]^

### scRNA‐seq Data Preprocessing

Raw sequencing data was processed by Cell Ranger software suite (10x genomics, version 5.0.0) including demultiplexing cellular barcodes, mapping reads to the reference, and down‐sampling reads to aggregate data from samples, resulting in a gene count matrix. Next cells of low‐quality or likely multiplets were removed if the unique molecular identifier (UMI)/gene counts were two standard deviations (SD) from the mean of all cells. Cells with >10% of the counts from mitochondrial genes were further filtered out. *NormalizedData* function from Seurat (version 3.1.1) was then applied to cells to normalize and log transform the data with the option “LogNormalize”. To reduce the dimensionality of the data, first, top variable genes were selected using *FindVariableGenes* function in Seurat with *mean.function* = “FastExpMean” and *dispersion.funciton* = “FastLogVMR”, and then performed Principal component analysis (PCA) with *RunPCA* function. Graph‐based clusters were identified using the *FindClusters* function and visualized by t‐distributed stochastic neighbor embedding (t‐SNE) plot using *RunTSNE* and *DimPlot* functions in Seurat. Marker genes for each cluster were identified by the *FindAllMarkers* function (test.use = bimod) by comparing the gene expression in the cluster of interest versus all other clusters. Differentially expressed genes (DEGs) were idenfied using the *FindMarkers* function (test.use = MAST) with *p* value < 0.05 and |log2foldchange| > 0.58. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of DEGs were respectively tested assuming a hypergeometric distribution.

### Pseudotime Analysis

The Monocle2 package^[^ ^19^ ^]^ was used to study the developmental pseudotime. Raw counts in Seurat object were first converted to CellDataSet object by the *importCDS* function in Monocle2. Then genes which were informative in ordering cells along the pseudotime trajectory were identified by the *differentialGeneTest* (qval < 0.01). The dimensional reduction clustering analysis was performed with the *reduceDimension* function, followed by trajectory inference with the *orderCells* function using default parameters. The *plot_genes_in_pseudotime* function was applied to track gene expression and to track changes over pseudotime. To discover the order of gene‐expression and functional events during cell state transitions at a single‐cell resolution, GeneSwitches analyses were conducted. Specifically, gene expression data was first binarized into 1 (on) or 0 (off) state with the *binarize_exp* function in the GeneSwitches package (fix_cutoff = TRUE, binarize_cutoff = 0.05). A gaussian noise with mean of 0 and s.d. of 0.1 added to the gene expression data, which ensures numerical stability in the model fitting. Genes were also filtered without a distinct bimodal “on ‐off” distribution. A logistic regression model was then fitted to model the binary states (on or off) by the *find_switch_logistic_fastglm* function with random downsampling of zero expressions (downsample = TRUE) to adjurst genes with high zero inflation. Finally, the top 50 best fitting genes (high McFadden's Pseudo R^2^) were plotted along the pseudo‐timeline with “switched on” above the line, and “switched off” below the line.

### Data Availability

The data sets have been deposited in the GEO database under the accession number GSE189088.

### Statistical Analyses

Statistical analysis was performed by GraphPad Prism 8.0 software. All of the data shown in the histograms were the results of at least three independent experiments and presented as the mean ± standard deviation (SD). The sample size (*n*) for each statistical analysis was indicated in detail in individual figure legend. Differences between groups were tested for statistical significance by using the two‐tailed unpaired Student's *t*‐test. Differences between values were considered statistically significant when * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in GEO at https://www.ncbi.nlm.nih.gov/geo/, reference number 189088.

# Supplementary material for: Single‐Cell RNA Sequencing Reveals Heterogeneity of Myf5‐Derived Cells and Altered Myogenic Fate in the Absence of SRSF2
**Source:** Adv Sci (Weinh). 2022 Apr 23;9(18):2105775. doi: 10.1002/advs.202105775
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202105775

Single-Cell RNA Sequencing Reveals Heterogeneity of Myf5-Derived Cells and Altered Myogenic Fate in the Absence of SRSF2

*Ruochen Guo, Xue You, Kai Meng, Rula Sha, Zhenzhen Wang, Ningyang Yuan, Qian Peng, Zhigang Li, Zhiqin Xie, Ruijiao Chen\* and Ying Feng\**

## **Supplementary Information**

### **Single-cell RNA sequencing reveals heterogeneity of Myf5-derived cells and altered myogenic fate in the absence of SRSF2**

*Ruochen Guo, Xue You, Kai Meng, Rula Sha, Zhenzhen Wang, Ningyang Yuan, Zhigang Li, Zhiqin Xie, Ruijiao Chen\* and Ying Feng\**

#### **This file includes:**

Supplementary Figure S1 to S17

Table S1 to S6

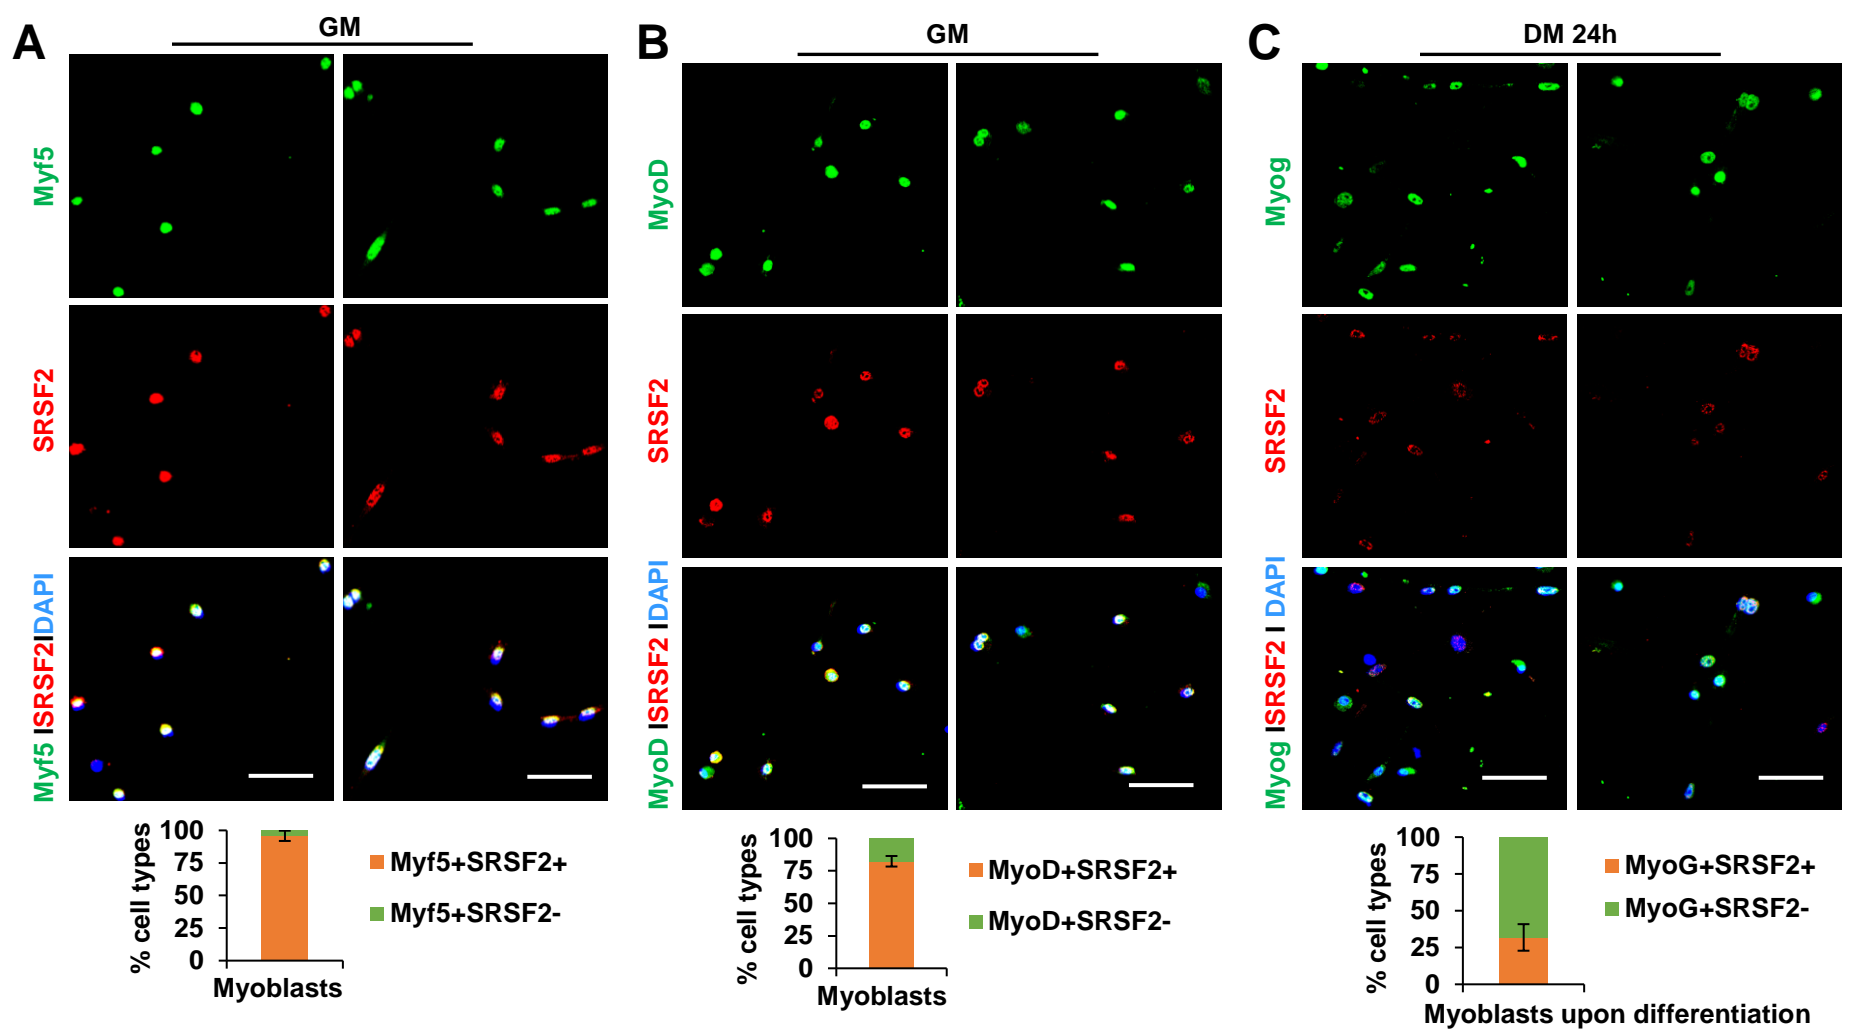

**Figure S1. Immunostaining of SRSF2 and MRFs in primary myoblasts.** A-B) Representative confocal images of Myf5 (green) and SRSF2 (red) colocalization, and MyoD (green) and SRSF2 (red) colocalization in primary myoblasts incubated with growth medium (GM). Scale bars, 50  $\mu$ m.  $1 \times 10^3$  cells were placed on the coverslips for staining. The mean percentage of Myf5 and SRSF2 colocalization, and MyoD and SRSF2 colocalization per area are shown on the below bar graphs ( $n = 3$ ). Data are shown as the mean  $\pm$  SD. C) Representative confocal images of MyoG (green) and SRSF2 (red) colocalization upon myoblast differentiation. Scale bars, 50  $\mu$ m. The mean percentage of MyoG and SRSF2 colocalization per area are shown on the below bar graph ( $n = 3$ ). Data are shown as the mean  $\pm$  SD.

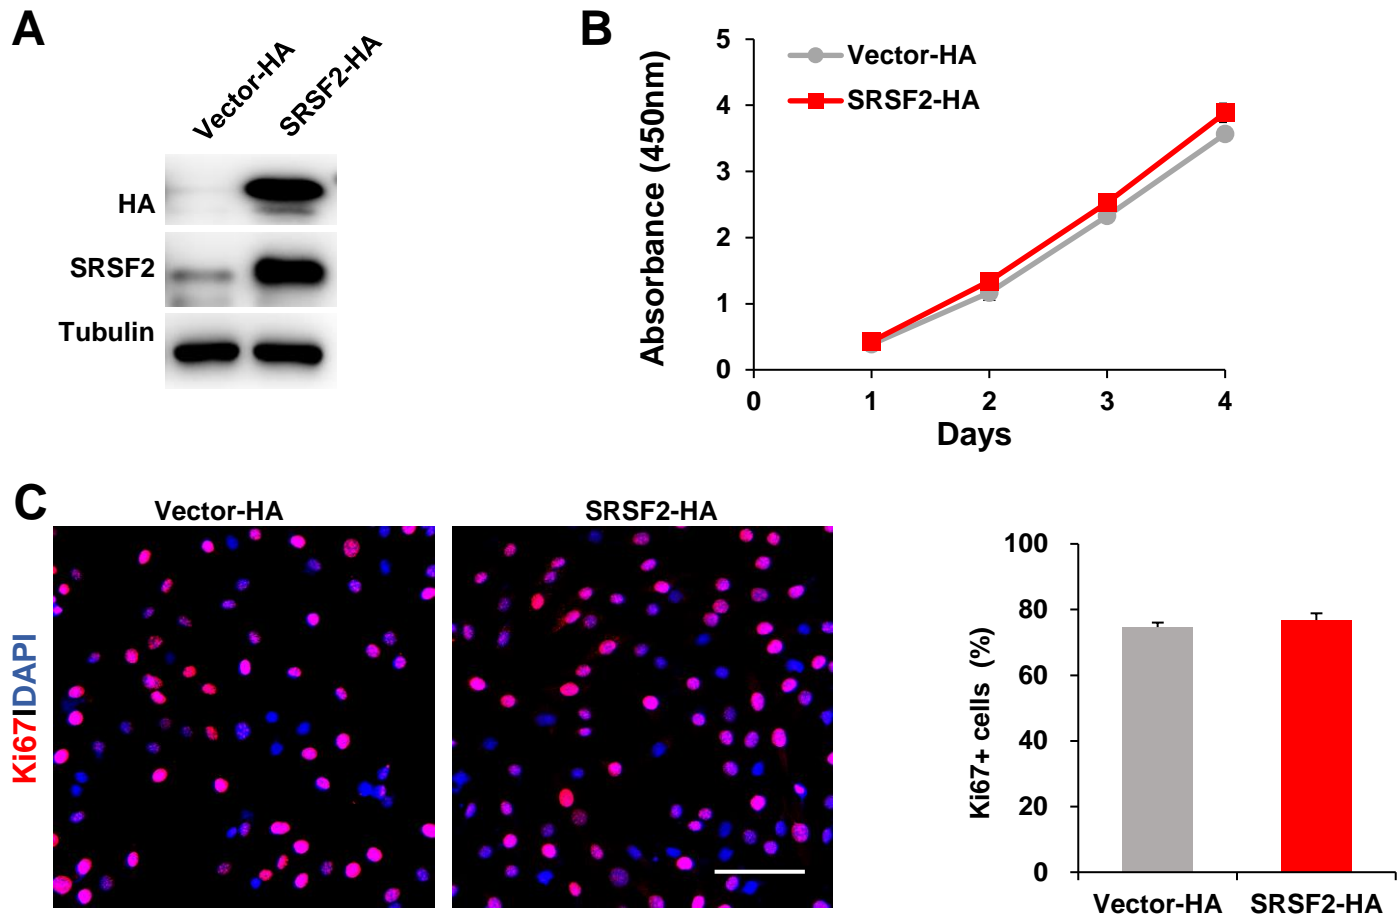

**Figure S2. Overexpression of SRSF2 has modest effects on C2C12 cell proliferation.** A) Representative WB analysis of HA, SRSF2 in C2C12 cells after 48h transfection with SRSF2 over-expression plasmids (SRSF2-HA) or control plasmid vector (Vector-HA) (n=3). Tubulin was used as the loading control. B) Growth curves of cells described in (A) assessed by CCK8 assay (n=3). The results were plotted as the mean  $\pm$  SD. C) Representative confocal images of Ki67 (red) and DAPI (blue) immunostaining in C2C12 cells after 48h transfection (n=3). Scale bars, 100  $\mu$ m. The percentage of Ki67 positive cells are shown on the right bar graph. Data are shown as the mean  $\pm$  SD.

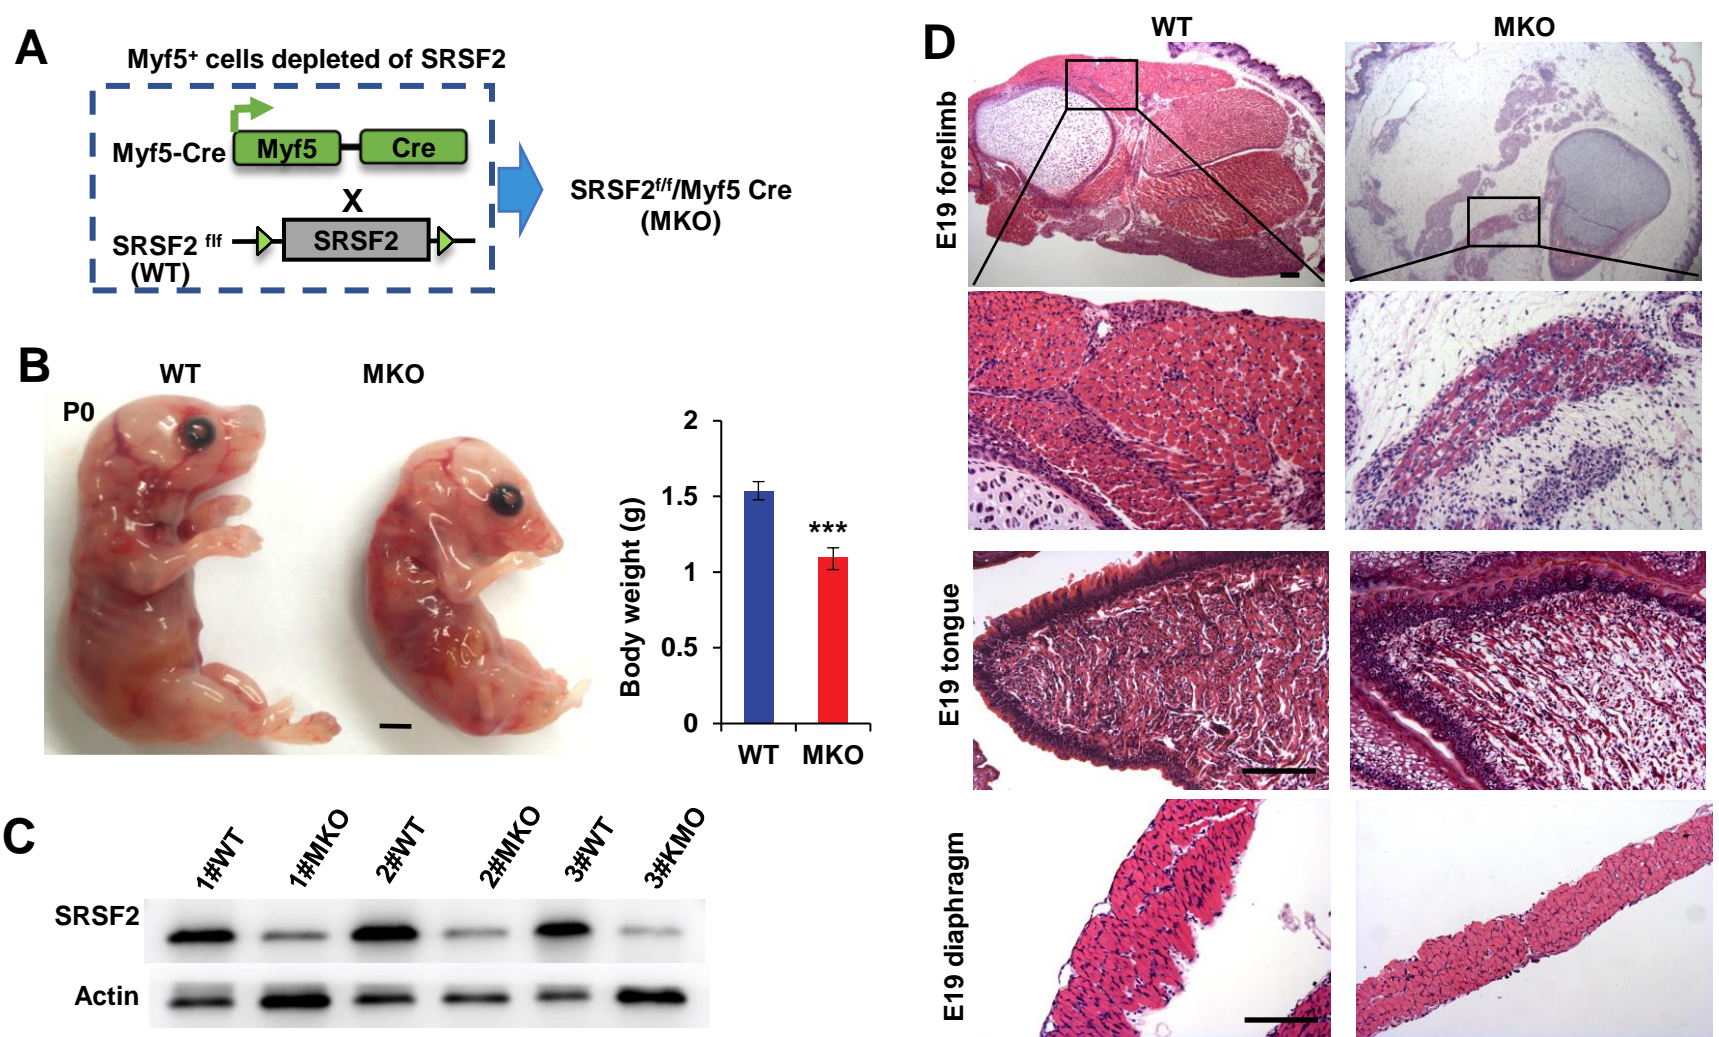

**Figure S3. SRSF2 is essential for skeletal muscle development.** A) Model of SRSF2<sup>flf</sup> (WT) mice and knockout strategy was shown. B) Representative photos of WT and MKO mice are shown shortly after birth. Muscle defects and rib defects are easily observed in MKO mice after skin removal. Scale bars, 2 mm. Body weight was compared between WT mice and MKO mice shortly after birth (n = 5). Data represent mean  $\pm$  SD. \*\*\* indicates  $P < 0.001$ , 2-tailed Student's *t*-test. C) Representative WB analysis of SRSF2 in hindlimbs of WT and MKO mice at E19 (n=3). Actin protein levels were used as loading controls. D) Representative hematoxylin and eosin (HE) staining of forelimb, tongue and diaphragm sections at E19 (n=5). Scale bar, 100  $\mu$ m.

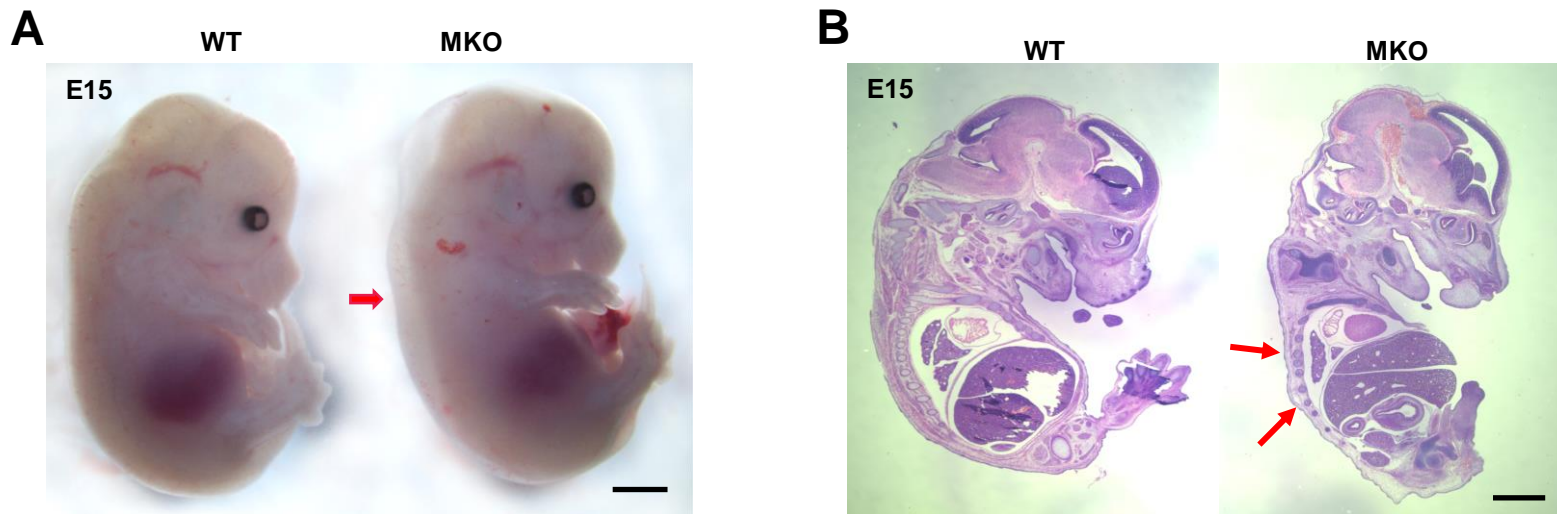

**Figure S4. Mutant mice displayed severe edema and loss of back muscle at E15.** A) Representative photos of WT and MKO embryos at E15 (n=3). Scale bars, 2 mm. The red arrow points to the edema in the mutant embryo. B) Representative HE staining of sections at E15 (n=3). Scale bars, 2 mm. Red arrows indicate severe muscle loss on the body wall.

Lineage tracing of Myf5<sup>+</sup> cells depleted of SRSF2

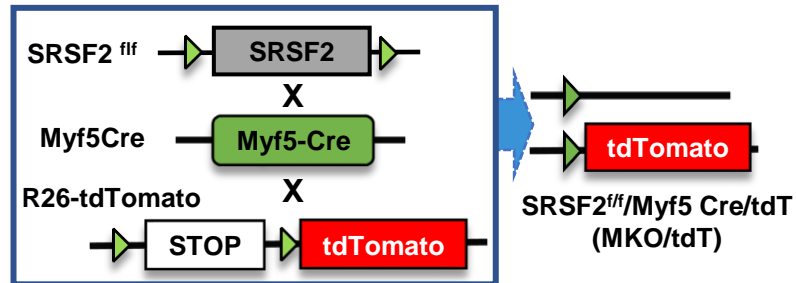

**Figure S5. Model of SRSF2<sup>f/f</sup>/Myf5 Cre/tdT mice lineage-tracing and knockout strategy.** Schematic diagram of SRSF2<sup>f/f</sup>/Myf5 Cre/tdT mice prepared by crossing SRSF2<sup>f/f</sup> mice with Myf5-Cre mice and with R26-tdTomato mice.

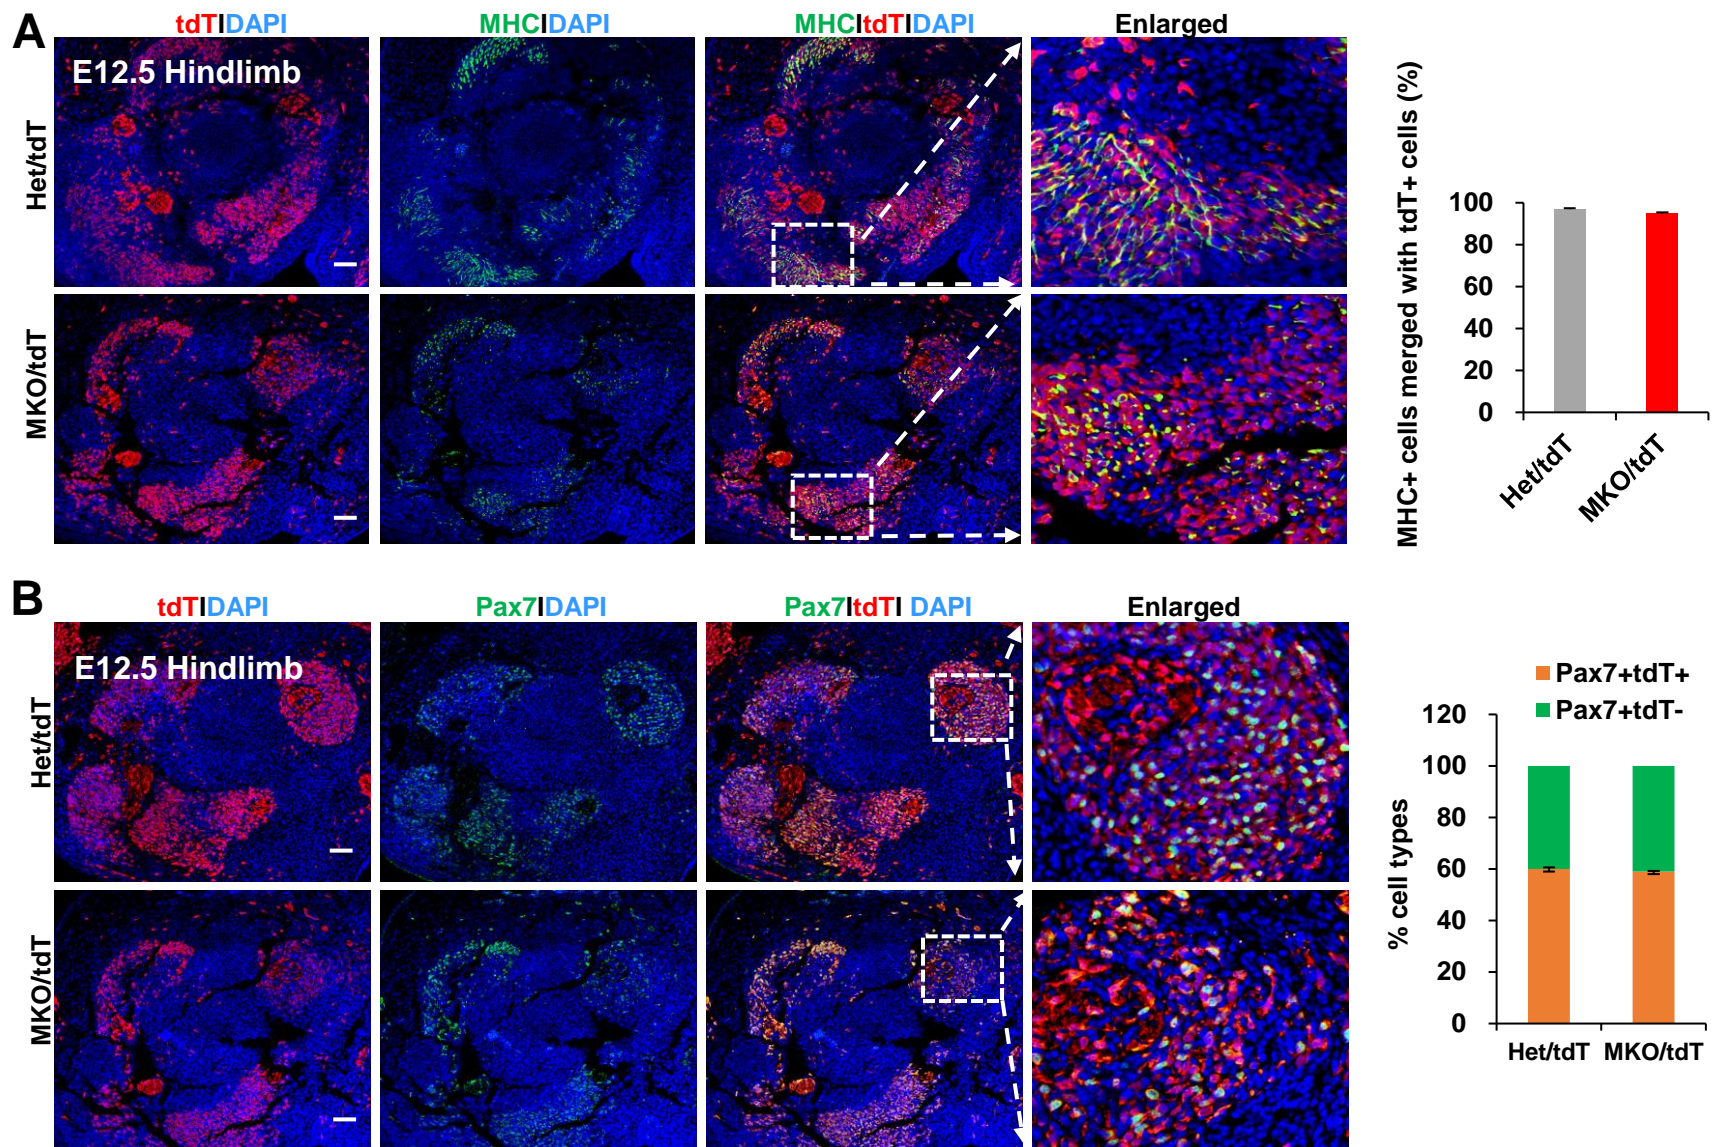

**Figure S6. Relatively normal myogenesis was observed in mutant mice at E12.5.** A-B) Representative confocal images of tdT (red), MHC (green), Pax7 (green) immunostaining in hindlimbs of Het/tdT and MKO/tdT embryos at E12.5. Scale bars, 100  $\mu$ m. Note that white dotted boxes are shown enlarged in the right panels. Qualification was shown on the right panel bar graphs (n=3). All data are shown as the mean  $\pm$  SD.

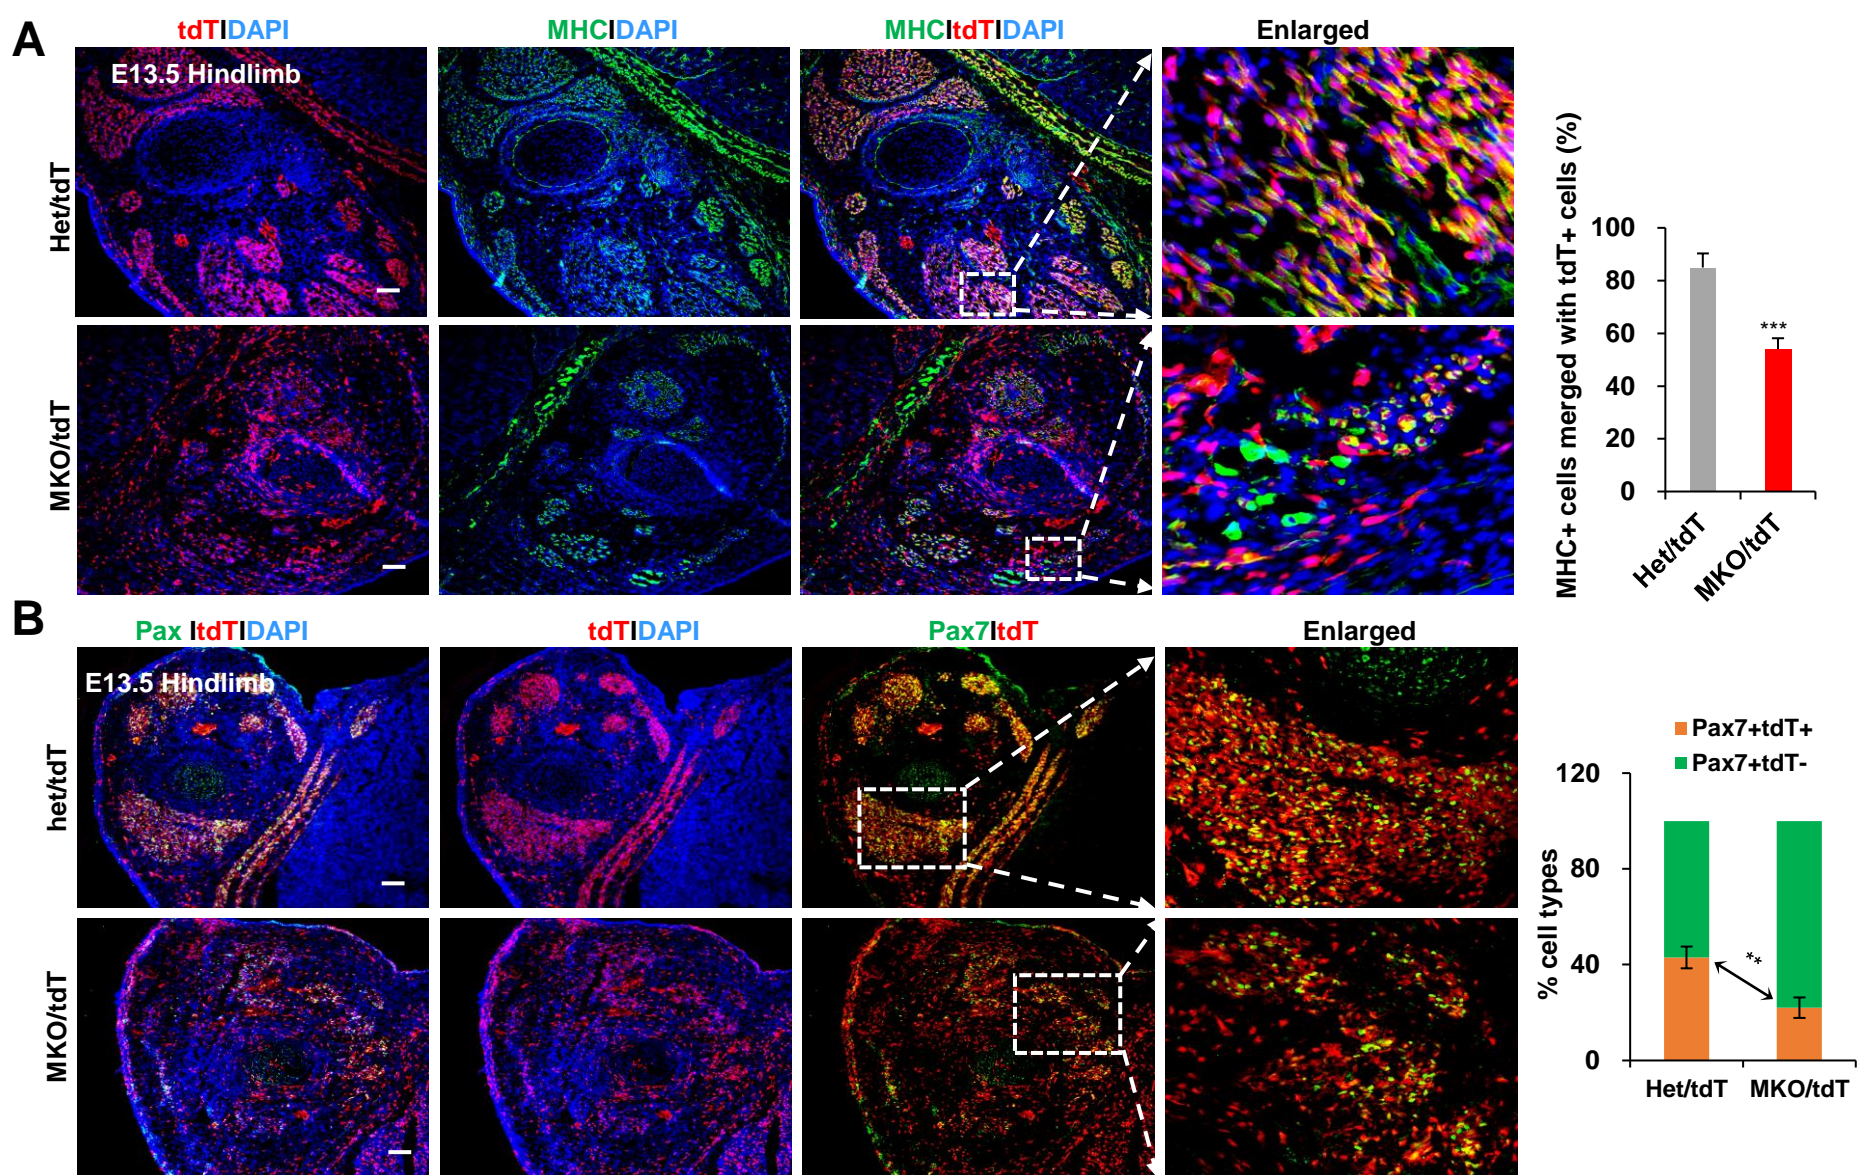

**Figure S7. Abnormal myogenesis was observed in the mutant mice at E13.5.** A-B) Representative confocal images of tdT (red), MHC (green) and Pax7 (green) immunostaining in hindlimbs of Het/tdT and MKO/tdT embryos at E13.5. Scale bars, 100  $\mu$ m. Note that white dotted boxes are shown enlarged in the right panels. Qualification was shown on the right panel bar graphs (n=3). All data are shown as the mean  $\pm$  SD. 2-tailed Student's t-test. \*\*p < 0.01, \*\*\* p < 0.001.

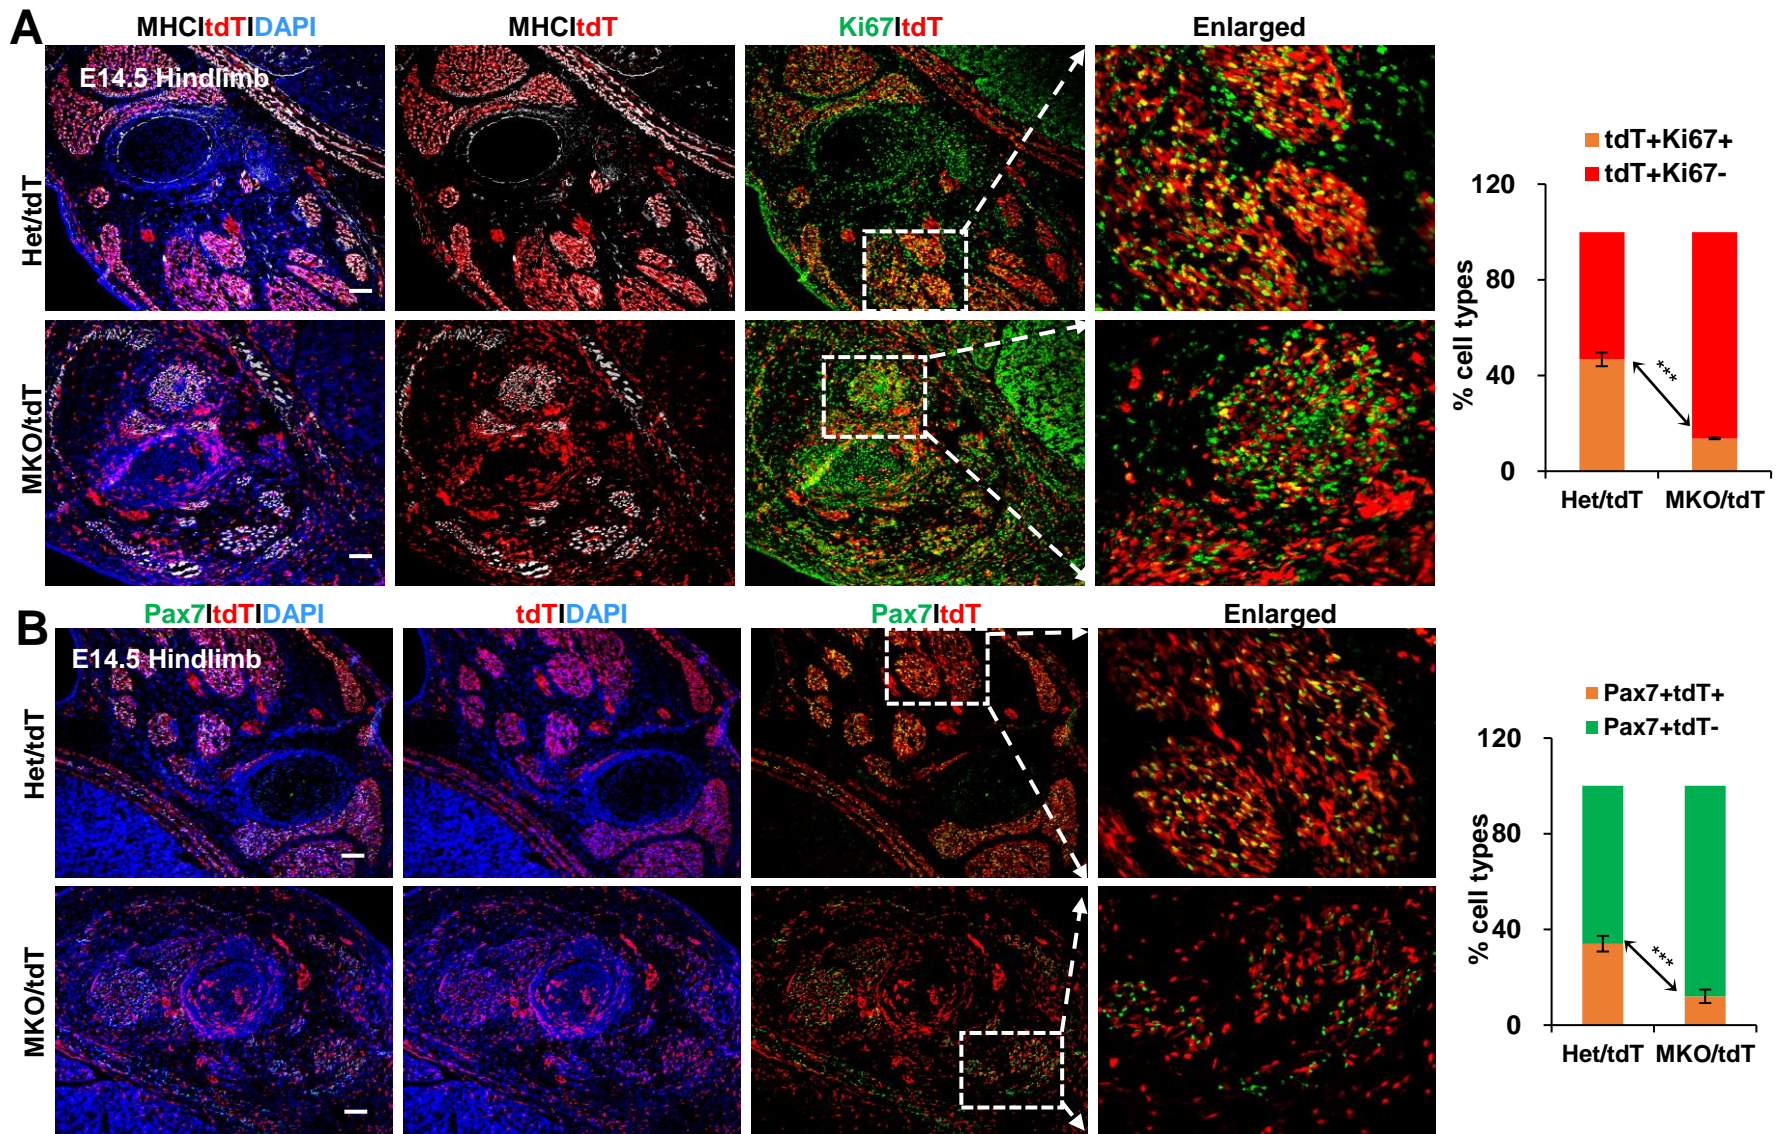

**Figure S8. Abnormal myogenesis was observed in the mutant mice at E14.5.** A-B) Representative confocal images of tdT (red), MHC (white), Ki67 (green), Pax7 (green) immunostaining in hindlimbs of Het/tdT and MKO/tdT embryos at E14.5. Scale bars, 100  $\mu$ m. Note that white dotted boxes are shown enlarged in the right panels. Qualification was shown on the right panel bar graphs (n=3). All data are shown as the mean  $\pm$  SD. 2-tailed Student's t-test.\*\*\* p < 0.001.

## Het/tdT

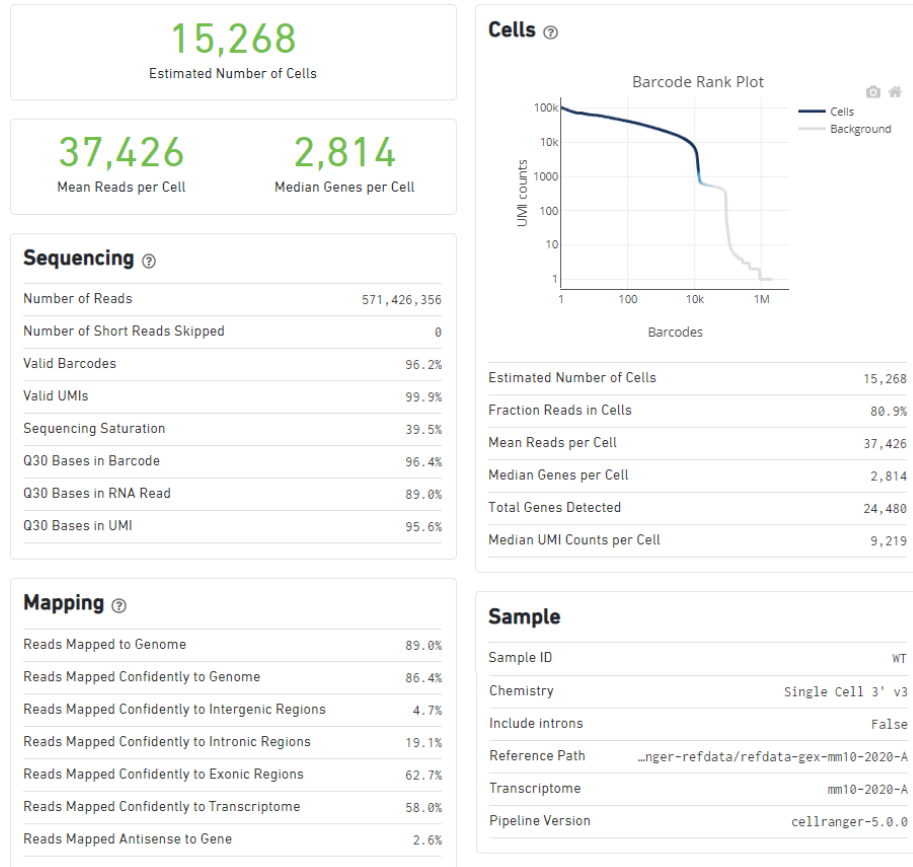

## MKO/tdT

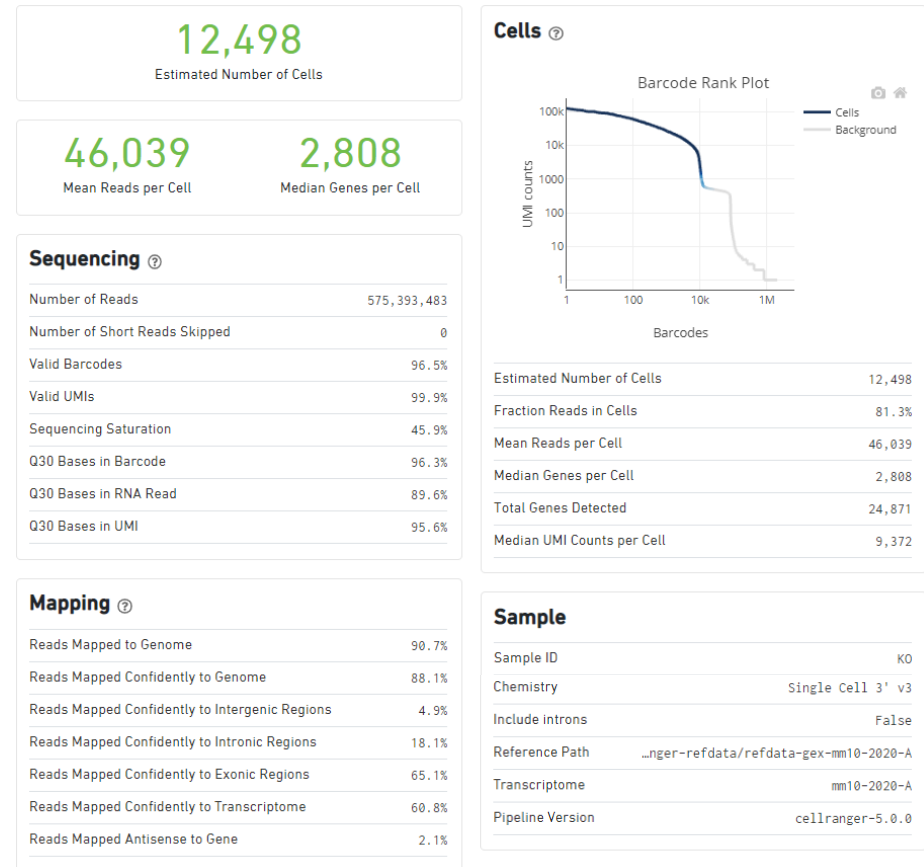

**Figure S9. Quality control metrics of the Het/tdT samples and MKO/tdT samples**

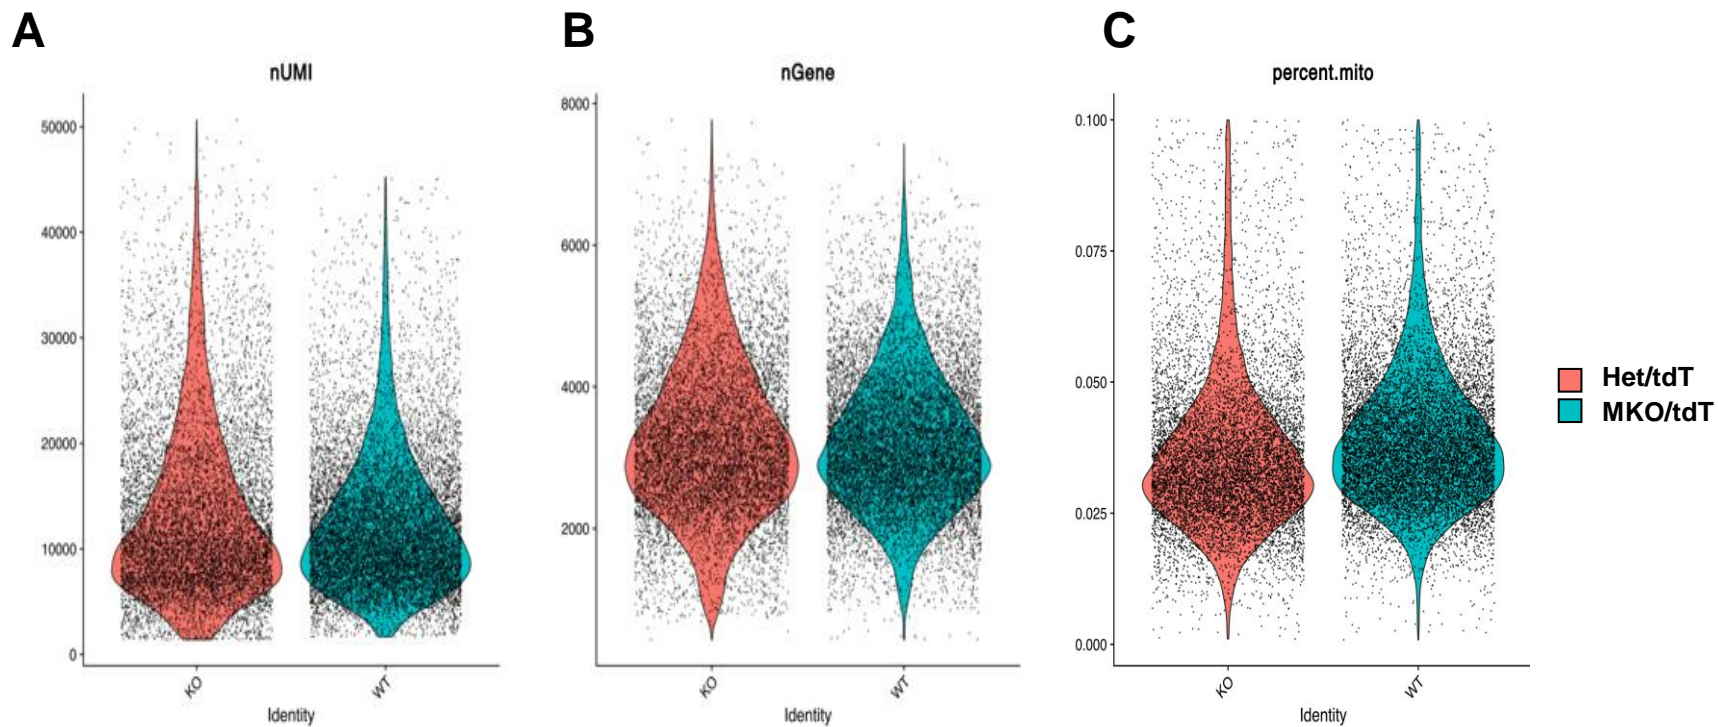

**Figure S10. The distribution of the nUMI (A), nGene (B), and the percentage of mitochondrial counts (C) of the samples.**

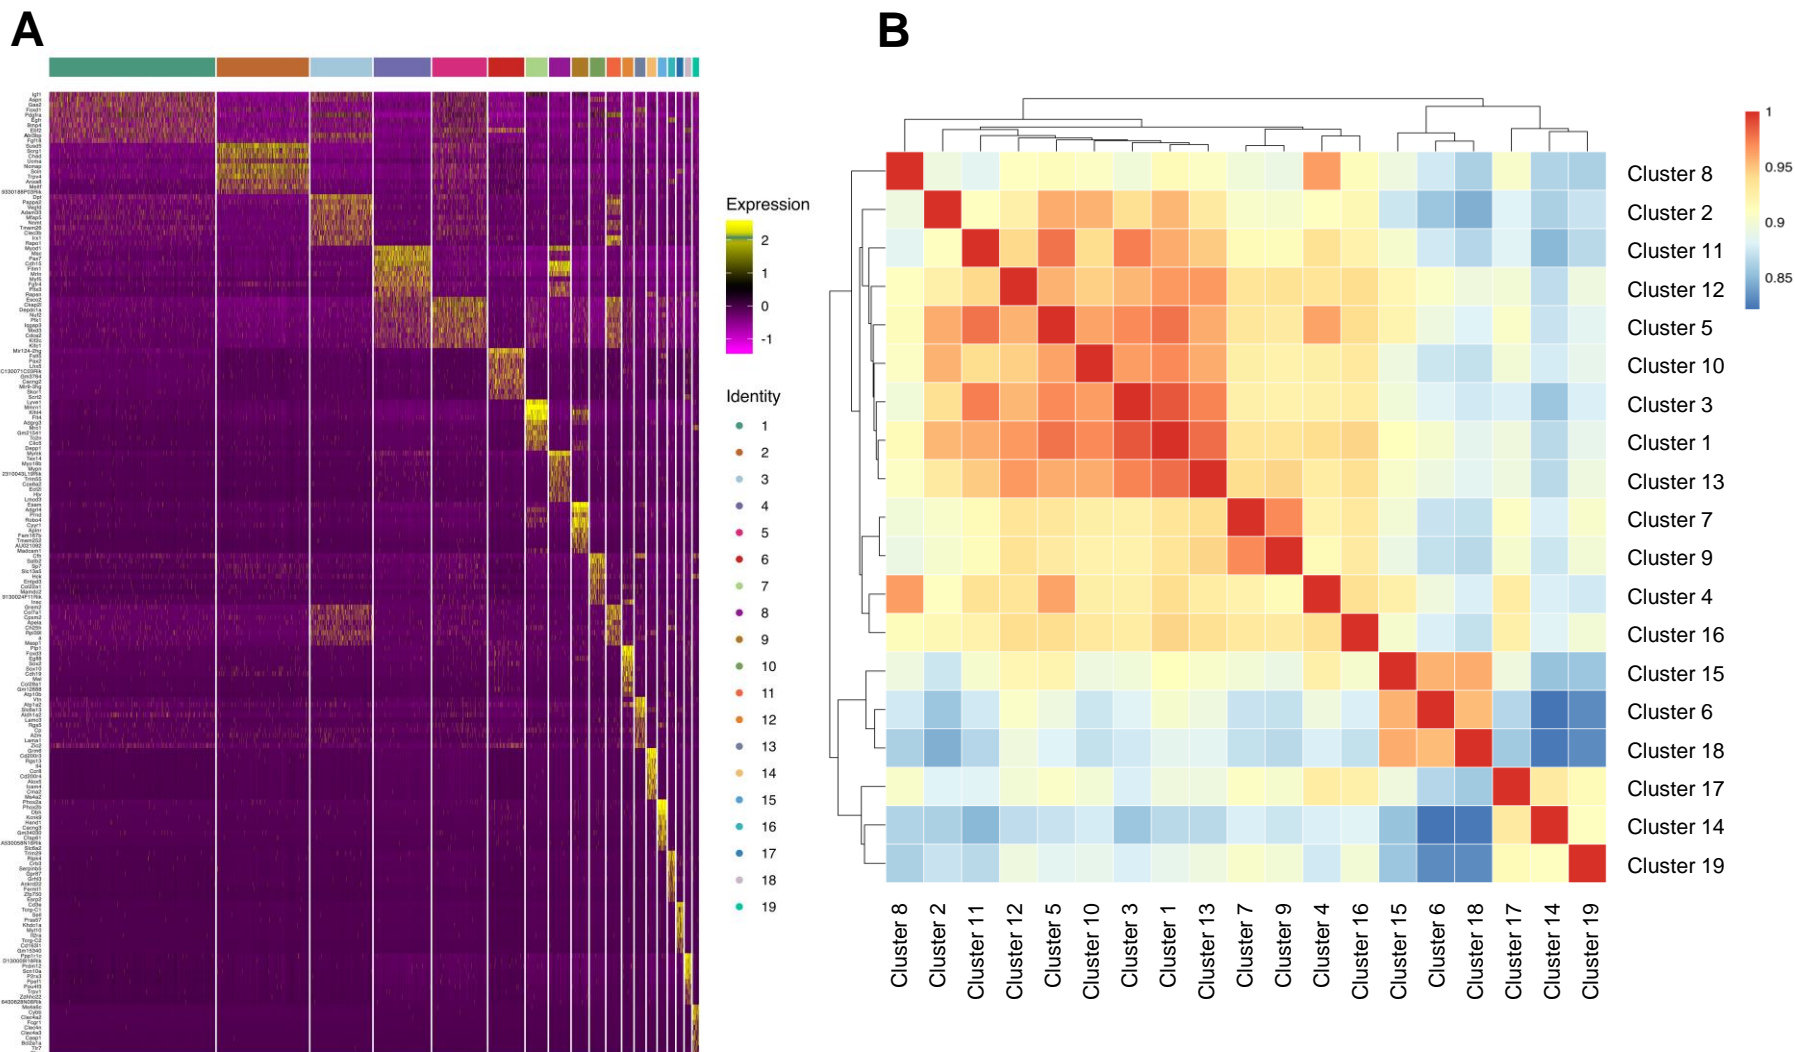

**Figure S11.** A) Heatmap representing the top 10 most differently expressed genes between cell clusters identified. Colour numbers correspond to the cell clusters shown in Figure 5B. B) The cluster-to-cluster distance of cells.

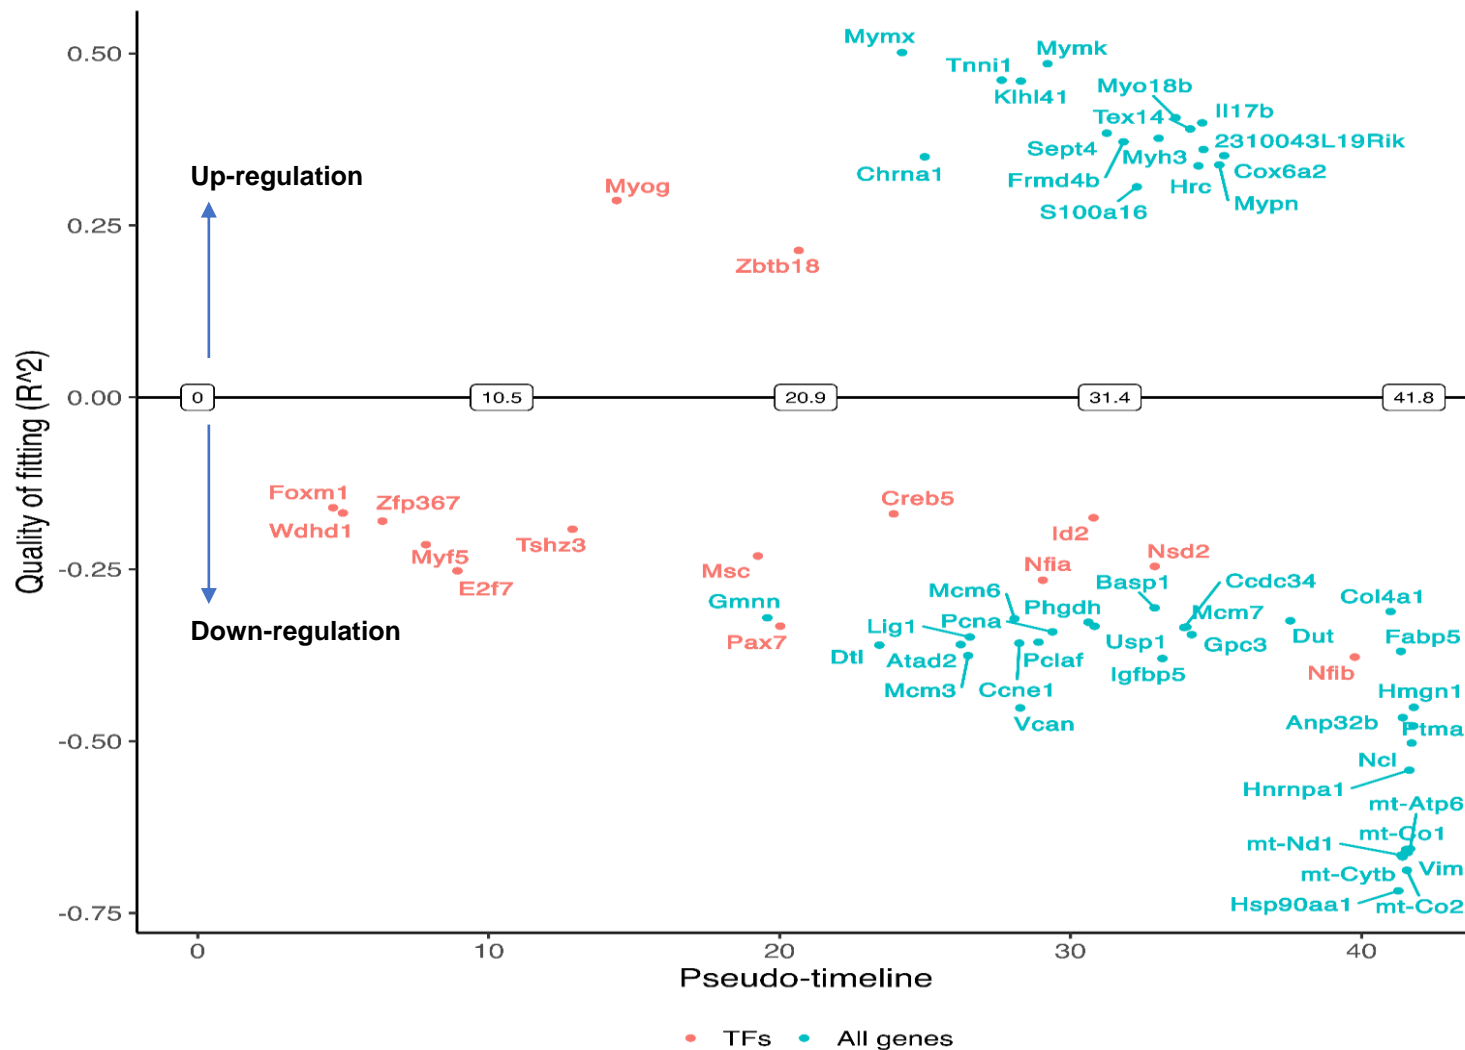

**Figure S12. Distinct switching genes of the branch Pre-b to b2 were plotted to pseudo-timeline by McFadden's Pseudo R.** The horizontal axis is the pseudo-time, the vertical axis is the Quality of fitting ( $R^2$ ), the genes turned on with the pseudo-time are above the horizontal axis, and the genes turned off are below the vertical axis.

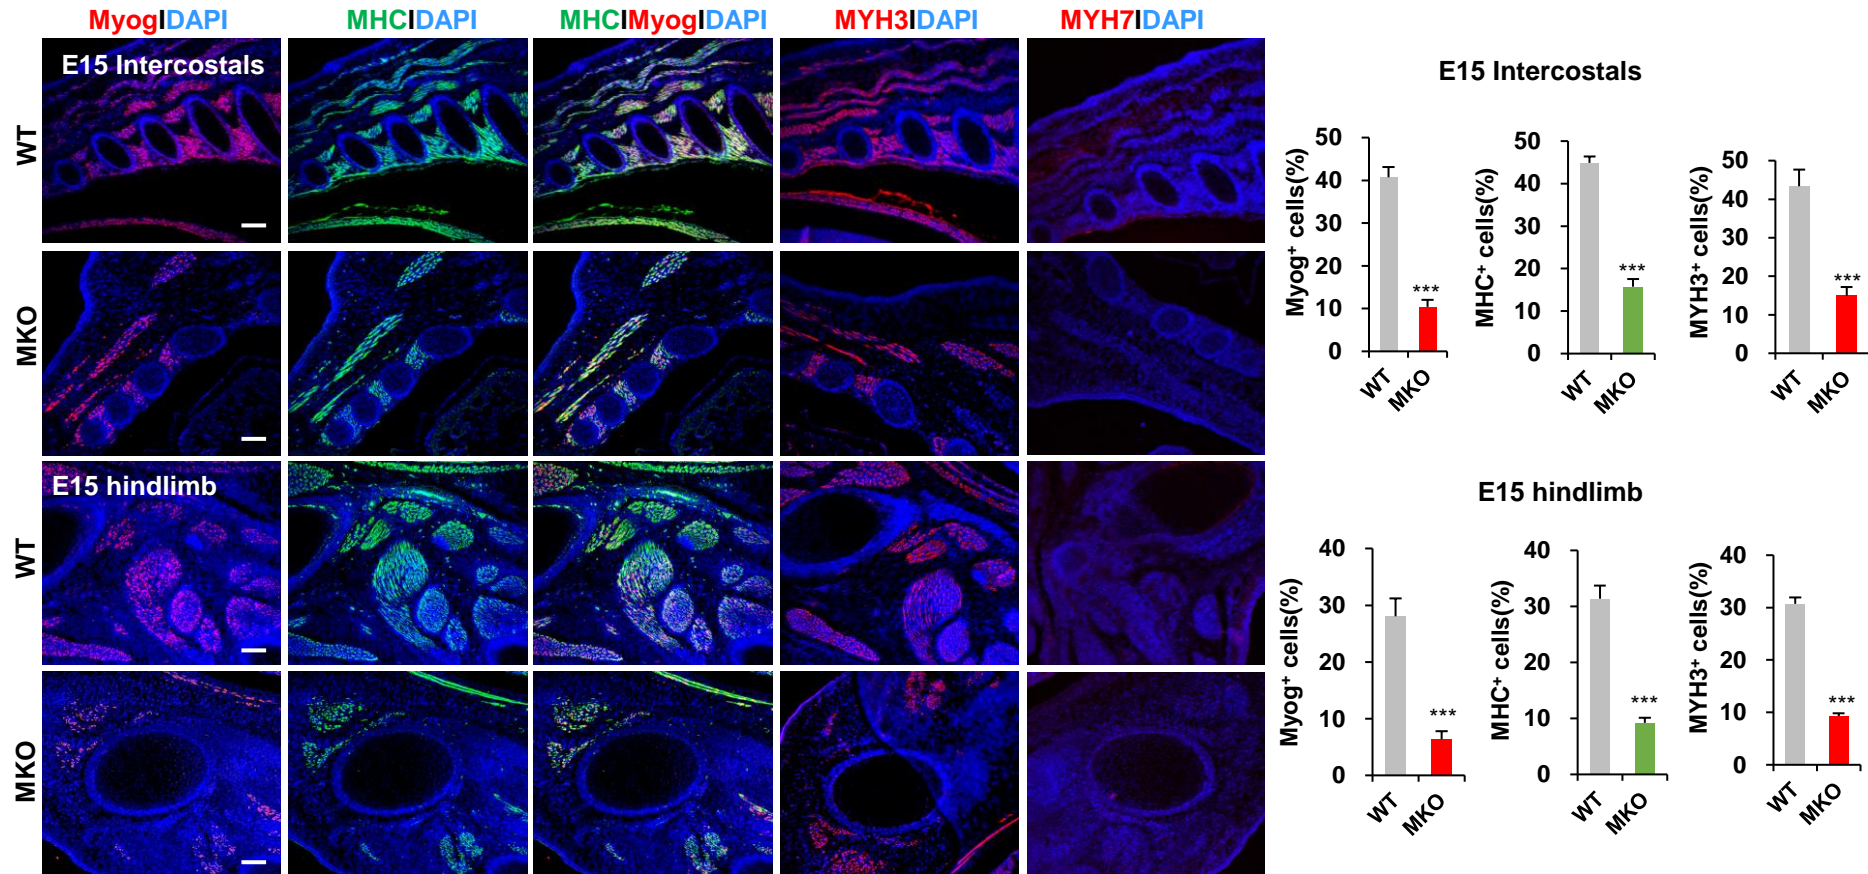

**Figure S13. Loss of SRSF2 impaired fetal myoblast differentiation.** Representative confocal images of Myog (red), MHC (green), MYH3 (red) and MYH7 (red) immunostaining of intercostal and hindlimb sections of WT and MKO embryos at E15. Scale bars, 100  $\mu$ m. Qualification was shown on the right bar graphs (n=3). All data are shown as the mean  $\pm$  SD. 2-tailed Student's t-test.\*\*\*  $p < 0.001$ .

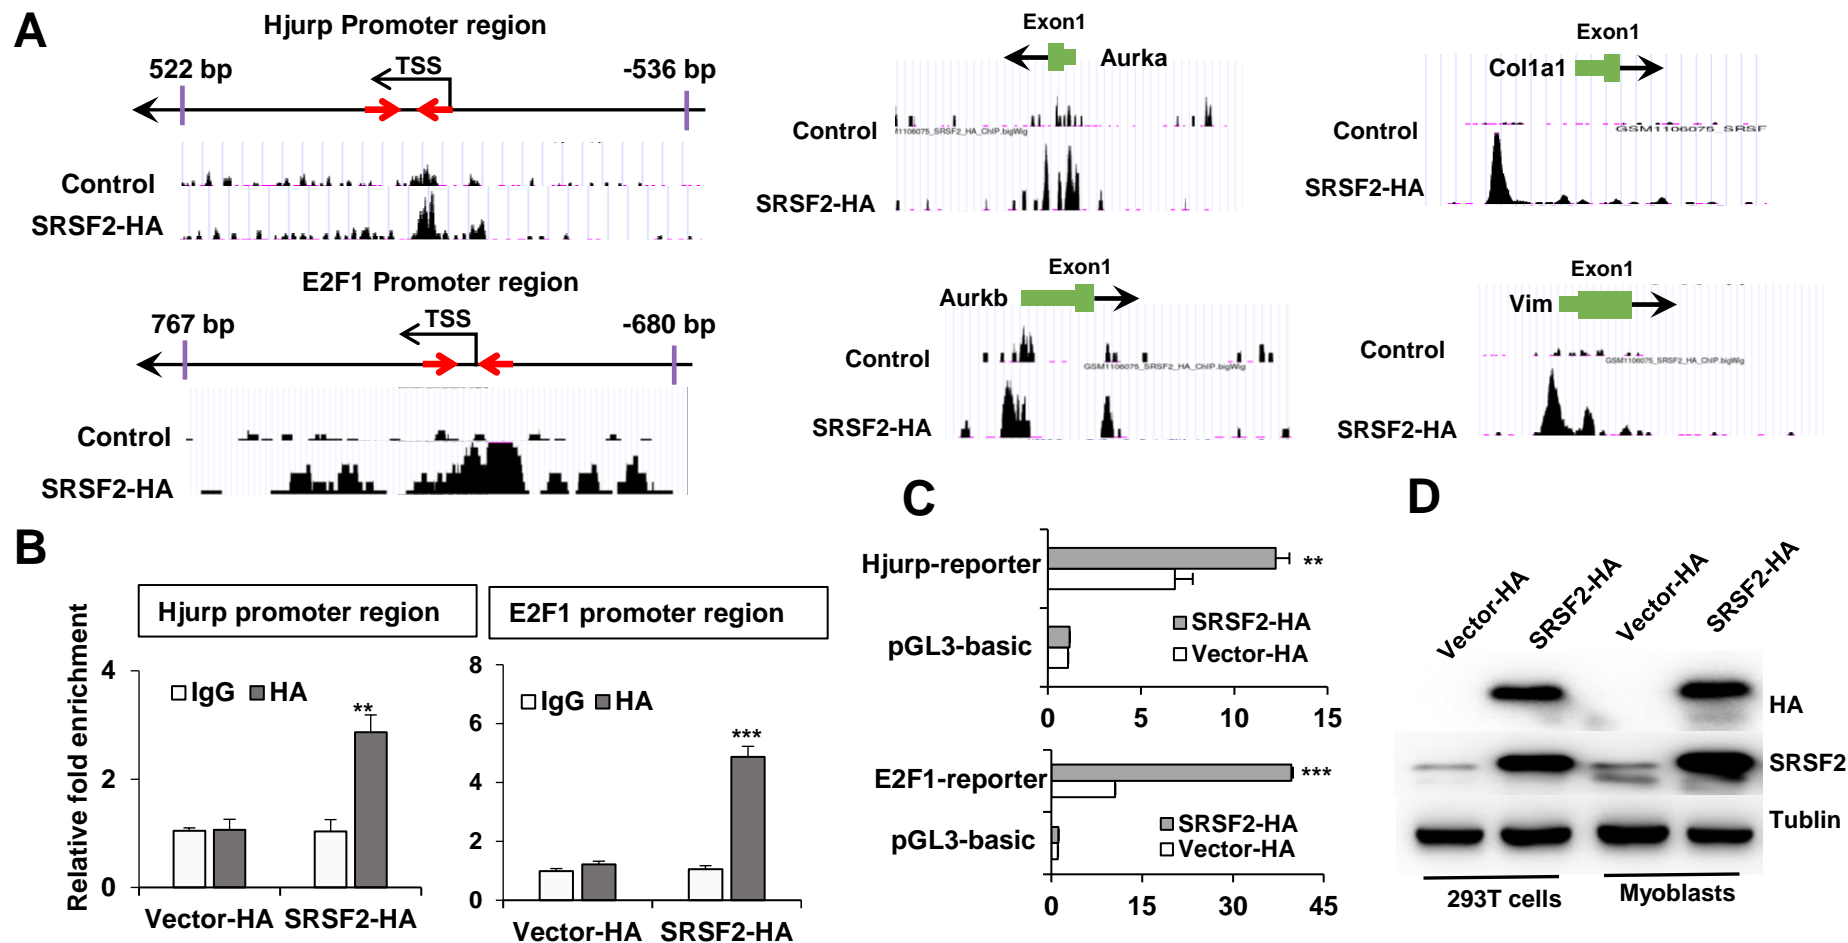

**Figure S14. SRSF2 regulated transcription of cell-cycle/cytoskeleton-related genes.** A) UCSC genome browser screenshots, illustrating SRSF2 ChIP-seq signals on indicated genes. Note that two pair of primers (red arrows) and their relative positions from the transcription start sites (TSS). B) ChIP-qPCR analysis of SRSF2-bound Hjurp or E2F1 promoter regions in myoblast cells (n=3). Relative enrichment folds were normalized to the IgG group. C) Dual-luciferase (Luci) assay. The luciferase activity expressed by the pGL3-basic control vector was arbitrarily defined as 1 (n=3). D) Representative WB analysis of SRSF2 in myoblasts (B) and 293T cells (C) after 48h transfection (n = 3). All data are presented as mean  $\pm$  SD. 2-tailed Student's *t*-test, \*\* indicates  $P < 0.01$ , \*\*\* indicates  $P < 0.001$ .

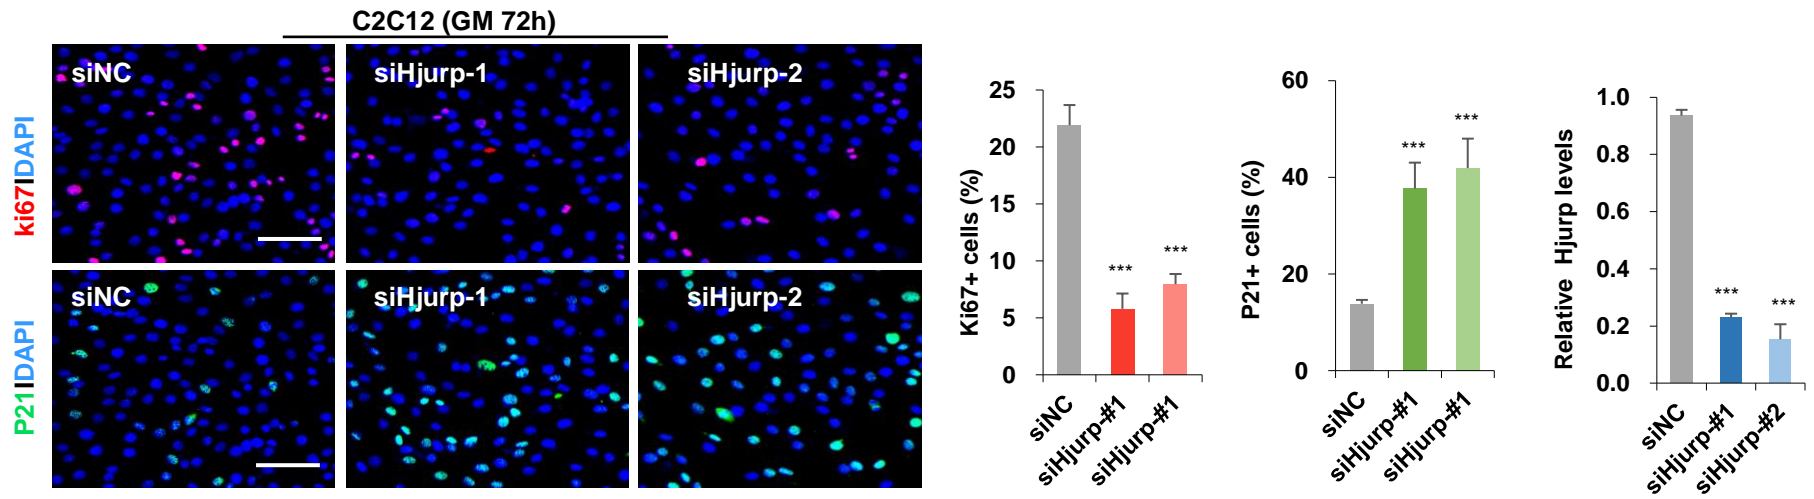

**Figure S15. Hjurp knockdown decreased cell proliferation while increased p21 expression.** Representative confocal images of p21 and Ki67 immunostaining in C2C12 cells (n=3). Scale bars, 100  $\mu$ m. Hjurp mRNA levels were measured by RT-qPCR (n=3). All data are shown as the mean  $\pm$  SD. 2-tailed Student's t-test. \*p < 0.05. \*\*p < 0.01. \*\*\*p < 0.001.

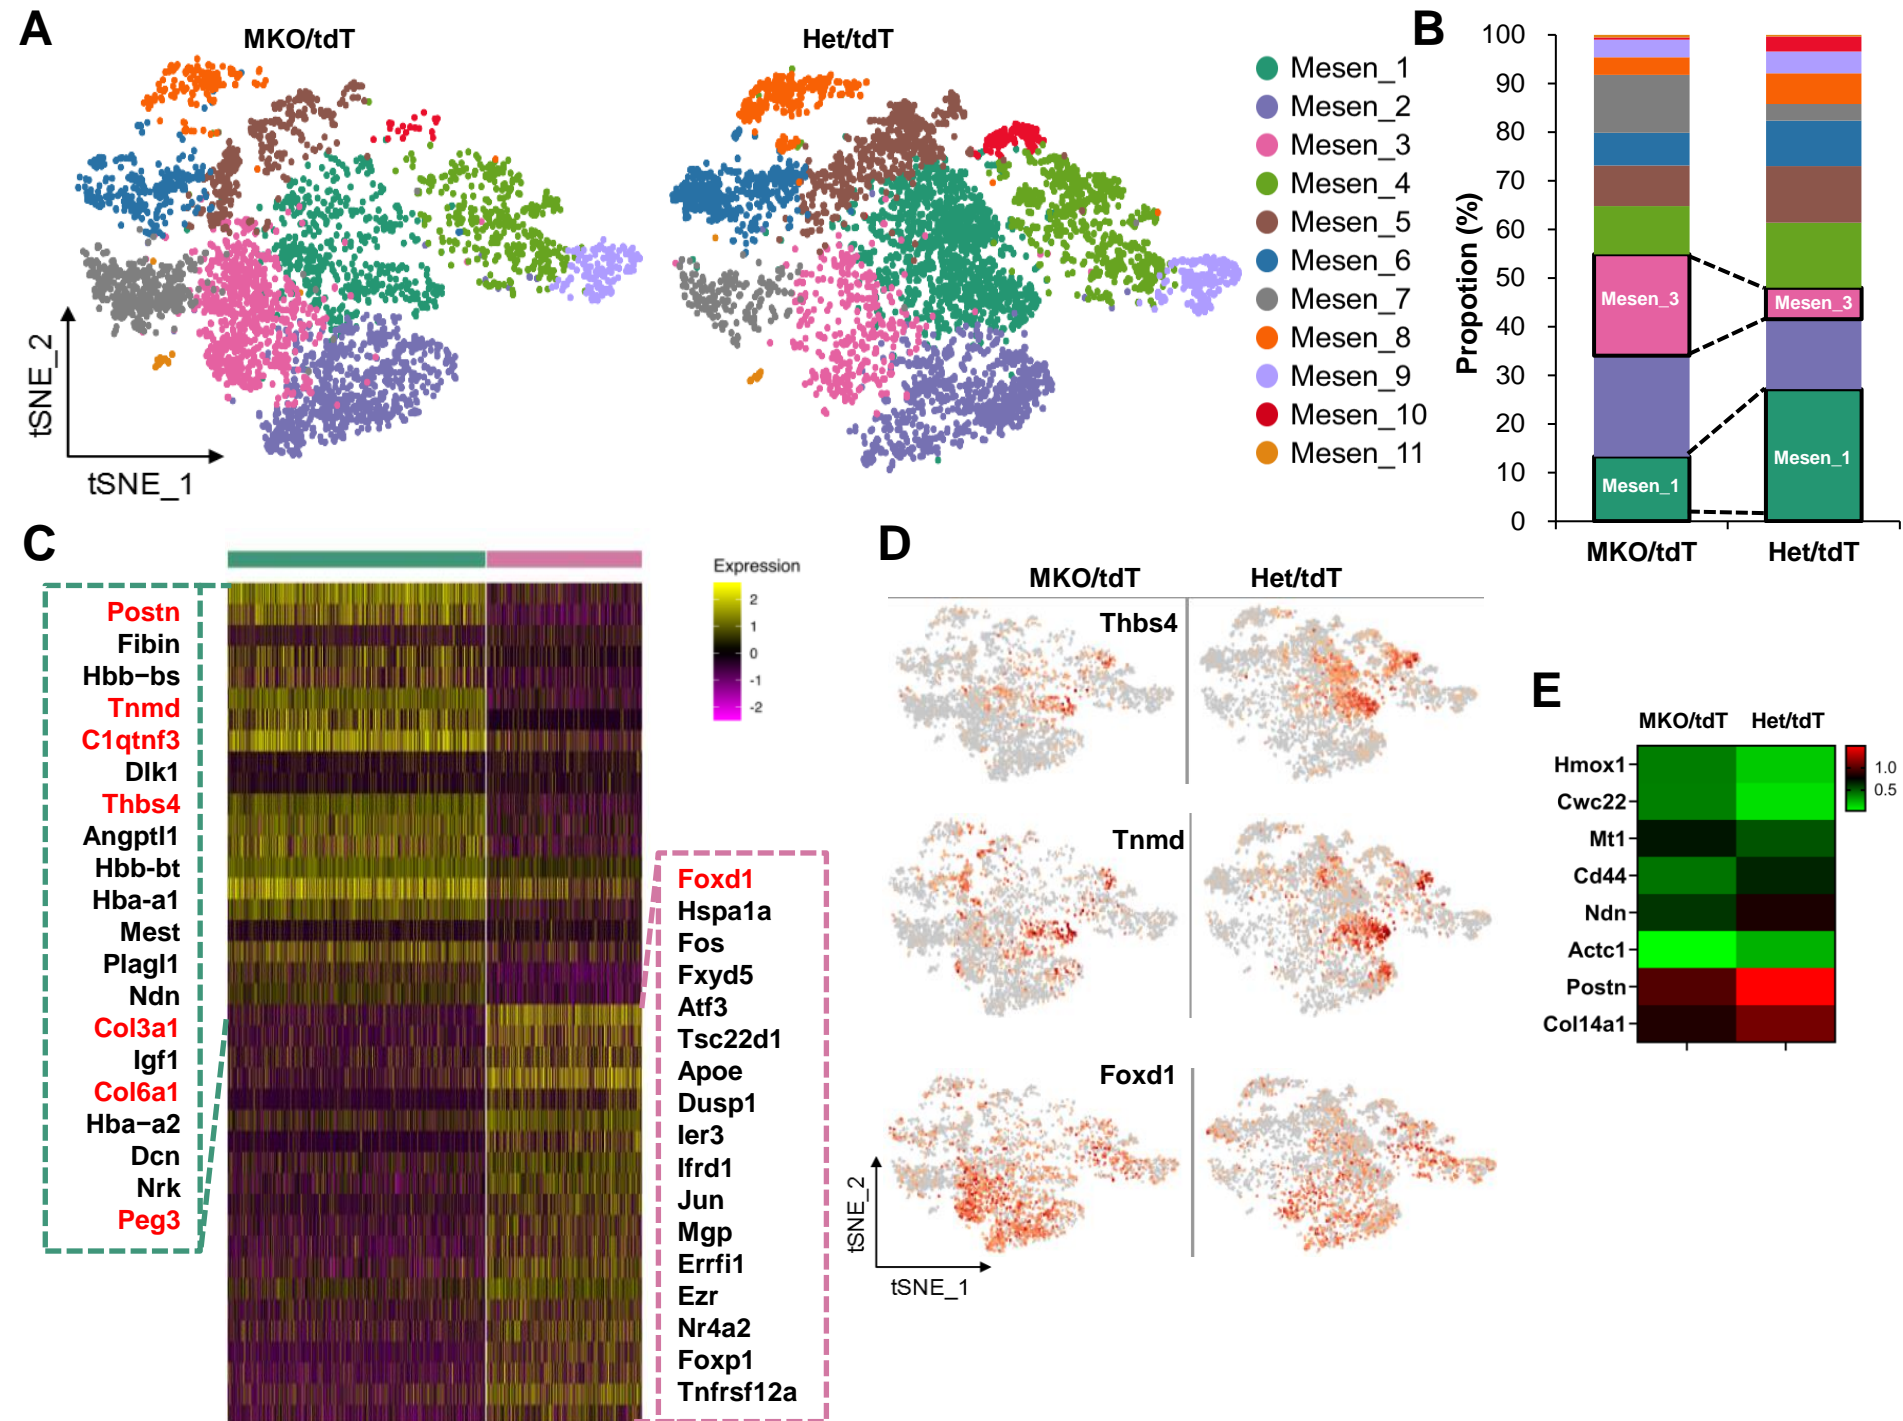

**Figure S16. Mesen cells subcluster into distinct cell populations.** A) t-SNE plot showing projections of sub-clustered mesenchymal cells of MKO/tdT and Het/tdT samples. Each sub-cluster is colored according to cell type. B) Histogram indicating the proportion of sub-clusters in each analyzed sample. Cell subtypes are labeled by colors which correspond to the cell clusters shown in (A). C) A gene expression heatmap showing differentially expressed genes between the Mesen\_1 and Mesen\_3 subclusters. Yellow corresponds to high expression level; Purple correspond to low expression levels. D) tSNE plot showing the expression of marker genes of Thbs, Tnmd and Foxd1. E) A gene expression heatmap showing differentially expressed genes for subcluster Mesen\_1 between MKO/tdT and Het/tdT samples. Red corresponds to high expression level; Green correspond to low expression levels.

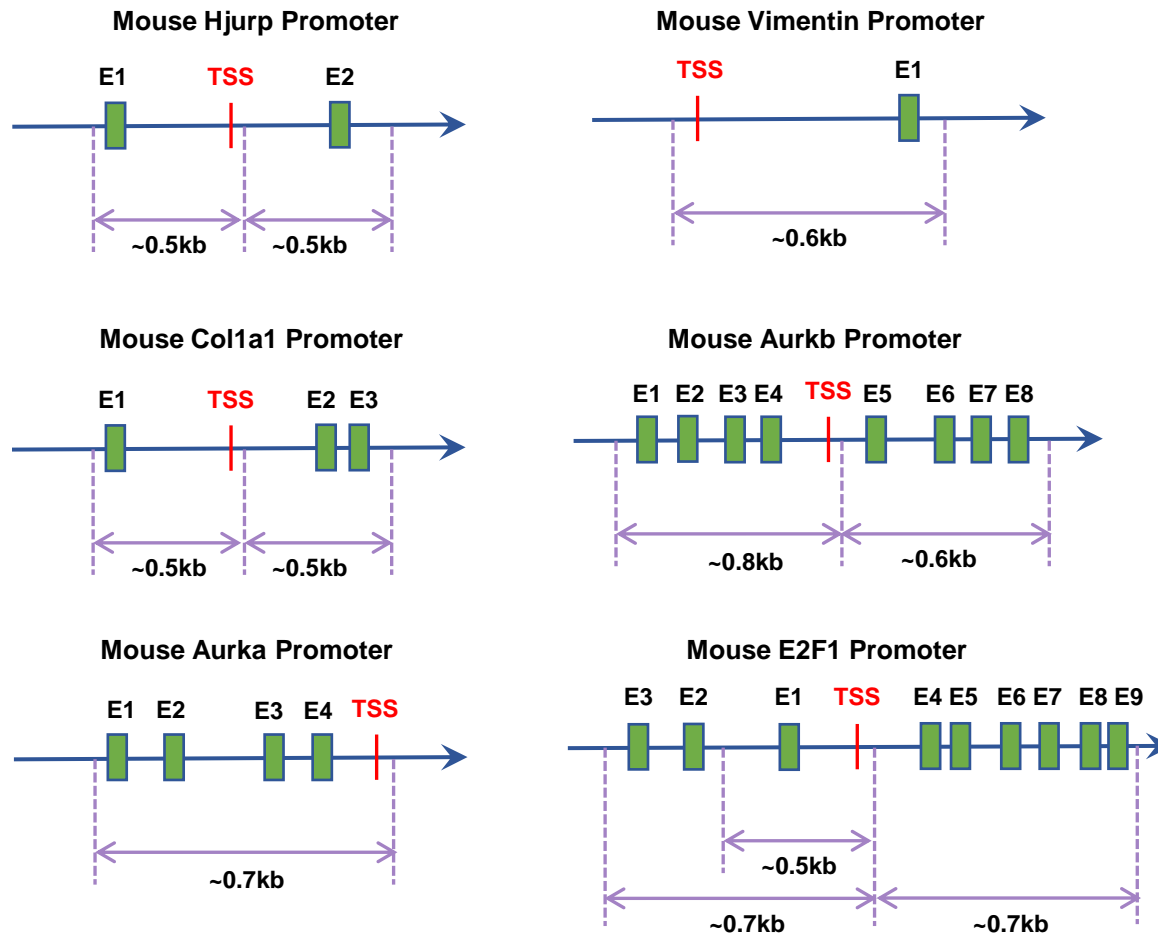

**Figure S17. Schematic diagram of potential E-box sequences around the promoter regions of putative SRSF2 targets.** Green boxes (E1-E9) stand for potential E-box sites (CANNTG) and their relative positions from the transcription start site of indicated genes (TSS).

**Table S1. Antibodies used in WB, IF and ChIP analysis.**

| <b>Antibody</b>                                                              | <b>Origin</b>             | <b>Catalog number</b> | <b>Assay</b> |
|------------------------------------------------------------------------------|---------------------------|-----------------------|--------------|
| Ki67 Antibody                                                                | BD Biosciences            | Cat# 550609           | IF           |
| p21 Antibody                                                                 | Abcam                     | Cat# ab109199         | IF           |
| p21 Antibody                                                                 | Santa Cruz                | Cat# sc-817           | WB           |
| E2F1 Antibody                                                                | Beyotime                  | Cat# AF6756           | WB           |
| cleaved-caspase3 Antibody                                                    | Cell Signaling Technology | Cat# 9664             | WB           |
| p27 Antibody                                                                 | Cell Signaling Technology | Cat# 3698             | WB           |
| Cyclin B1 Antibody                                                           | Cell Signaling Technology | Cat# 4135             | WB           |
| PAX7 Antibody                                                                | DSHB                      | Cat# PAX7-c           | IF           |
| PAX7 Antibody                                                                | Abcam                     | Cat# ab187339         | IF, WB       |
| Myf5 Antibody                                                                | Santa Cruz                | Cat# sc-302           | IF           |
| MyoD Antibody                                                                | Santa Cruz                | Cat# sc-304           | IF           |
| MyoD Antibody                                                                | BD Biosciences            | Cat# 554130           | IF, WB       |
| Myog Antibody                                                                | Santa Cruz                | Cat# sc-576           | IF, WB       |
| Myog Antibody                                                                | DSHB                      | Cat# F5D-c            | IF           |
| Myosin heavy chain (MHC) Antibody                                            | Santa Cruz                | Cat# sc-20641         | IF, WB       |
| Myosin heavy chain (MHC) Antibody                                            | DSHB                      | Cat# mf-20-s          | IF           |
| RFP Antibody                                                                 | Rockland                  | Cat# 600-401-379      | IF           |
| Retinoblastoma Protein (pRb) Antibody                                        | BD Biosciences            | Cat# 554136           | WB           |
| Phospho-Rb (Ser807/811) Antibody                                             | Beyotime                  | Cat# AR092            | WB           |
| $\gamma$ H2AX Antibody                                                       | Abways                    | Cat# CY6572           | IF, WB       |
| SRSF2 Antibody                                                               | Abcam                     | Cat# ab11826          | IF, WB       |
| GAPDH Antibody                                                               | Cell Signaling Technology | Cat# 5174             | WB           |
| $\alpha$ Tubulin Antibody                                                    | Santa Cruz                | Cat# sc-32293         | WB           |
| $\beta$ -Actin Antibody                                                      | Santa Cruz                | Cat# sc47778          | WB           |
| Anti-HA tag                                                                  | Abcam                     | Cat# ab9110           | WB, ChIP     |
| Myosin heavy chain Type I (MYH7) Antibody                                    | DSHB                      | Cat# BA-D5            | IF           |
| myosin heavy chain3 (MYH3) Antibody                                          | Santa Cruz                | Cat# sc-324154        | IF           |
| Goat anti-Mouse IgG (H+L) Cross-Adsorbed Secondary antibody, Alexa Fluor 488 | Thermo Fisher Scientific  | Cat# A-11001          | IF           |

|                                                                                     |                             |              |    |
|-------------------------------------------------------------------------------------|-----------------------------|--------------|----|
| Goat anti-Mouse IgG (H+L)<br>Cross-Adsorbed Secondary<br>antibody, Alexa Fluor 546  | Thermo Fisher<br>Scientific | Cat# A-11003 | IF |
| Goat anti-Rabbit IgG (H+L)<br>Cross-Adsorbed Secondary<br>antibody, Alexa Fluor 488 | Thermo Fisher<br>Scientific | Cat# A-11008 | IF |
| Goat anti-Rabbit IgG (H+L)<br>Cross-Adsorbed Secondary<br>antibody, Alexa Fluor 546 | Thermo Fisher<br>Scientific | Cat# A-11010 | IF |
| Donkey anti-Goat IgG (H+L)<br>Cross-Adsorbed Secondary<br>Antibody, Alexa Fluor 647 | Thermo Fisher<br>Scientific | Cat# A-21447 | IF |

**Table S2. Primer sequences used for mRNA expression analysis**

| Gene  | Forward (5'–3')          | Reverse (5'–3')       | Size<br>(bp) |
|-------|--------------------------|-----------------------|--------------|
| SRSF2 | TCCTCCTCCGTCTCCAGATC     | GCGACCTAGACTTGGACTCTC | 97           |
| Hjurp | TCATGACTTGGGTTCTTCC      | TAGCCACAATGGCCATATCA  | 162          |
| MyoD  | CGCTCCAACCTGCTCTGATG     | CTGTAGTAGGCGGTGTCGTA  | 89           |
| Myf5  | TGCCATCCGCTACATTGAGA     | CGTCAGAGCAGTTGGAGGT   | 119          |
| Pax7  | AATCAGCTTGGTGGGGTCTT     | ATCGGCACAGAATCTTGGAG  | 154          |
| Rplp0 | TAAAGACTGGAGACAAGGTGGGAG | AGAAAGCGAGAGTGCAGGGC  | 166          |

**Table S3. Primer sequences used for mice genotyping**

| Gene        | Forward (5'–3')                | Reverse (5'–3')              | Size<br>(bp) |
|-------------|--------------------------------|------------------------------|--------------|
| SRSF2-GT    | GGTTATTTGGCCAAGAAT<br>CAC      | GGTTATTTGGCCAAGAATCAC        | 300,<br>400  |
| Myf5-cre-GT | CGTAGACGCCTGAAGAA<br>GGTCAACCA | CACATTAGAAAACCTGCCAA<br>CACC | 400          |
|             |                                | ACGAAGTTATTAGGTCCCTCG<br>AC  | 600          |
| tdT-GT      | CTCTGCTGCCTCCTGGCT<br>TCT      | CGAGGCGGATCACAAGCAAT<br>A    | 300          |
|             |                                | TCAATGGGCGGGGGTCGTT          | 250          |

**Table S4. Primer sequences used for ChIP-qPCR**

| Gene       | Forward (5'–3')       | Reverse (5'–3')      | Size<br>(bp) |
|------------|-----------------------|----------------------|--------------|
| Hjurp-ChIP | GCCACGTTTGTATCTGTGGAC | AAGCGGCTACTGCTTTCCTT | 128          |
| E2F1-ChIP  | GTAAAAGTGGCCCGGACTTTG | GATGACGATCTGCGAGGAGT | 232          |

**Table S5. Primer sequences used for pGL3-based reporter plasmid construction in dual-luciferase activity assay**

| Gene           | Forward (5'–3')                   | Reverse (5'–3')                   | Size (bp) |
|----------------|-----------------------------------|-----------------------------------|-----------|
| E2F1-promoter  | CCGCTCGAGGGATGACCTGA<br>ACTGGGAAG | CCCAAGCTTACTCCCTAG<br>CCATAGGTTCT | 1483      |
| Hjurp-promoter | CCGCTCGAGTTCCATTAATTC<br>CCATATCG | CCCAAGCTTTTCAAGGTC<br>CCTAGGAGCAA | 1058      |

**Table S6. siRNA sequences used for RNA interference.**

|                  | Sense                 | Antisense              |
|------------------|-----------------------|------------------------|
| SRSF2 siRNA1     | CGAAGAUCCAAGUCCAAGUTT | ACUUGGACUUGGAUCUUCGTT  |
| SRSF2 siRNA2     | UCCAGAUCAACCUCCAAGUTT | ACUUGGAGGUUGAUCUGGATT  |
| p21 siRNA        | GAGCAGUUGCGCCGUGAUUTT | AAUCACGGCGCAACUGCUCTT  |
| siHjurp siRNA1   | GCUGAUAUGGCCAUUGUGGTT | CCACAAUGGCCAUUAUCAGCTT |
| siHjurp siRNA2   | GCAUCAGCAGCUUAAGGAATT | UUCCUUAAGCUGCUGAUGCTT  |
| Negative control | UUCUCCGAACGUGUCACGUTT | ACGUGACACGUUCGGAGAATT  |

How the deposited data were processed for this re-analysis (not part of the article)

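Single cells of E14 embryos, sorted on the tdT reporter, had been sequenced as 1 library of Het/tdT and 1 of MKO/tdT with 10x Genomics chemistry. The authors demultiplexed barcodes, mapped reads to mm10 with introns not included, counted UMIs per gene and called cells with Cell Ranger 5.0.0, and then aggregated both libraries after down-sampling reads, which left a median of 9219 UMIs per barcode in Het/tdT and 8105.5 in MKO/tdT. The deposited values are counts, whole numbers of UMIs for 32285 genes and 27766 barcodes, before the paper's quality filters. Before down-sampling, the authors' summaries list 571426356 reads for Het/tdT and 575393483 for MKO/tdT, with a sequencing saturation of 39.5% and 45.9%. Of the gene identifiers, 32158 (99.6%) were found in the GENCODE annotation of GRCm38 that gave the coordinates.

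The genotype of each library was taken from the headings of Figure S9, fixed before the counts were seen, while the titles of the deposited samples and the key of Figure S10 give the opposite. The pairing of barcode suffixes with libraries was read from the numbers of cells in the authors' summaries. Srsf2 and the SKM-like share were a check of this assignment and not its basis.

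All steps were run in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, python-igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. Cells were kept within 2 SD of the mean of log10 UMIs and of log10 genes per library and at up to 10% mitochondrial UMIs. Versions of these limits were looked at for the numbers of cells they keep, and the setting fixed before was used. Kept cells hold 151555303 UMIs in Het/tdT and 122938843 in MKO/tdT. Counts were scaled to 10000 per cell and logged, 2000 variable genes were taken by binned dispersion, and values were standardized and clipped at 10. A shared-neighbour graph of 20 exact nearest neighbours on 30 principal components was clustered with Leiden (resolution 0.8, 10 iterations, seed 0). SKM-like cells were clustered again with 20 components and a resolution of 0.6, and Mesen-like cells with 30 components and 0.8. The dispersion method and the graph were settled after a first look at the clusters.

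A cluster took the class with the highest mean log2 fold of its markers (pseudocount 0.05 per 10000). That class also had to have the most markers above 1.5-fold with a UMI in at least 25% of the cells, at least 3 of them, and no other class could have more markers among the 10 leading genes. Clusters of shallow cells without a leading marker stayed unnamed. The marker lists start with the genes of Figure 5C and were otherwise written before the data were examined. The rule was tightened after a first look, and the rule for SKM-like states was written after the subcluster sizes were known. Diffusion pseudotime used 30 neighbours and 10 components, and its order was split into 3 equal parts. Monocle2, GeneSwitches and the GO terms of the paper were not used here. Cell-level tests were not used either, since cells of 1 library are not replicates.

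UMIs were summed per library and population. Ratios of sums have exact intervals from the split of the counts, and shares exact Clopper-Pearson intervals, at 95%. A fold of a gene or list with 0 UMIs in a library is given as a bound from a floor of 3 counts over the cells of that library, and no fold is given where the other library is at or under the floor. Shares of cells with a UMI were compared after thinning each cell to 2000 UMIs. Genes named are every gene that the text or Figures 5C, 6B, 6G, 7 and S16 name, Srsf2, sex genes, the stress and haemoglobin lists, and, in all cells, SKM-like and Mesen-like cells, the 5 genes with the highest and the 5 with the lowest ratio among those with at least 200 UMIs. The paper's figures had been seen when this rule was written. Symbols of the text were read as Actb for Atcb, Chad for Chad5, C1qtnf3 for Cqgtnf3 and Cdkn1a for p21.

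The lists used are the class markers, the groups of genes of Figure 7, 13 stress genes, 6 haemoglobin genes, 4 mast-cell genes and 5 neutrophil genes, the last 2 written after cluster leading genes were seen. Lists were set against 10000 random lists of like level. The intervals were tested on simulated data with known ratios at the depth of these libraries. The counts were drawn from the Poisson model that the intervals assume, without spread between cells. Coverage near the nominal level was therefore set by construction, and it does not show that the intervals cover such spread. Over all cells, 95.2% of the intervals of 14478 genes held the true ratio, in the SKM-like cells 95.4% of 9009 and in the Mesen-like cells 94.9% of 11026. The median log2 ratio of the ranked genes was 0.02 in all cells, -0.05 in the SKM-like cells and -0.07 in the Mesen-like cells.

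Alternatives changed the scale and the pool of the 2 SD limits, left them out, set the mitochondrial limit to 5%, changed resolutions and the number of components, left technical genes out of the variable genes, chose SKM-like cells by markers, changed the denominator, thinned the cells, split the order in 2 or 5 parts or took it from the first principal component, and replaced Mesen-like subclusters by shares of cells with a UMI. Added after seeing the data were the removal of cells with a doublet score of 0.2 or more (2 simulated doublets per cell, expected rate 5%), clustering without the genes that define a state or subcluster, counting the SKM-like subcluster with the highest Ckm as differentiated, and counting the activated subcluster with the highest Myog as mixed. The percentage of cells in the sort gate and the experiments other than single-cell sequencing were not analysed here.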

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

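Of the tests in this part, 1 on haemoglobin over all cells of a class was set before its result was seen, and the other tests on haemoglobin and those on neutrophil-type, mast-type, Ccl21a, Tceal7 and Csrp3, Sst, Nmnat1 and Cwc22 signals and on the Neu-like share, were chosen only after the result was seen. The results are the genes with the highest ratio of MKO/tdT over Het/tdT in all kept cells, in the SKM-like cells and in the Mesen-like cells that the paper's text does not name, and clusters that were nearly absent from Het/tdT. Each lies above the limit that a count of 0 allows. With 1 library per genotype, a difference between the embryos, their handling or the sort applies to every result here as well as the genotype, and none of these was tested.

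Over all kept cells, S100a9 rose from 0.323 CPM in Het/tdT to 198 CPM in MKO/tdT, a log2 ratio of 9.26 (8.86 to 9.69), and S100a8 had a ratio of 8.64 (8.22 to 9.10). Wfdc21 had a ratio of 8.84 (6.35 to 14.14) with 1 UMI in Het/tdT, Retnlg of 8.84 (6.98 to 11.88) with 2 UMIs and Ltf of 8.69 (7.14 to 10.97) with 3 UMIs. Cluster 30 has 19 cells, 0.184% of the MKO/tdT cells (0.111 to 0.287) and 0 of the 12523 Het/tdT cells. It holds 94.7% of the MKO/tdT UMIs of S100a9 and 94.0% of those of S100a8. A list of neutrophil genes outside these 5 (Ngp, Camp, Lcn2, Cd177 and Elane), written after the leading genes of the cluster had been seen, had 94.4% of its MKO/tdT UMIs in cluster 30, with 87.3% to 96.7% for its single genes. The levels of its most abundant genes in that cluster were 29514 CPM for Ngp, 26833 CPM for Camp and 10206 CPM for Lcn2. S100a8 is also on the list that named the Immu-like class, and none of the 5 genes of the neutrophil list is. Ngp, Camp and Lcn2 are among the leading genes of the cluster, so the share of the list in it was fixed by their choice and decides nothing. Whether the pattern is RNA of this small group of neutrophil-type cells alone stays open. Whether such cells carry the reporter or passed the gate for another reason stays open.

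Cluster 20, led by Cma1 and Cpa3, held 3.05% of the MKO/tdT cells (2.73 to 3.40) and 0.279% of the Het/tdT cells (0.195 to 0.388). Cluster 25, led by Gzma and Cd3g, held 1.99% (1.73 to 2.28) and 0.240% (0.162 to 0.342). Loss of SKM-like cells from the total would raise every other class alike. Outside the SKM-like class the Neu-like share had a ratio of 0.86 and the Mesen-like share of -0.53, which argues against that loss as the whole cause. The ratio of the Immu-like share, which includes clusters 20, 25, 26 and 30, stayed between 2.51 and 2.84 under 10 alternatives, which argues against the filters. A difference in the purity of the sort, between the embryos or in the genotype may each give this pattern and stays open.

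In the Mesen-like cells, Cma1 had a log2 ratio of 3.38 (3.00 to 3.78), Cpa3 of 2.85 (2.34 to 3.39) and Hdc of 2.22 (1.75 to 2.71). The UMIs were spread over cells, with 2.94% of those of Cma1 in the 5 cells with the most. Cluster 20 holds 96.5% of the Cma1 and 97.6% of the Cpa3 UMIs of MKO/tdT. A list of mast-cell genes outside the pattern (Tpsb2, Tpsab1, Ms4a2 and Mcpt4) had a median ratio of 4.30 over the other classes outside the Immu-like class, and was higher beyond counting error in 6 of 9. The Sch-like and Ery-like cells had intervals that span 0, and the Epi-like cells had 128 UMIs in MKO/tdT and 0 in Het/tdT, at least 20.8-fold higher against a floor of 3 counts. The median leaves out the Epi-like cells and is 4.32 with them at this bound. Cluster 20 holds 96.7% of the MKO/tdT UMIs of the list. The levels of its genes there were 3539 CPM for Tpsb2, 424 CPM for Tpsab1, 199.6 CPM for Mcpt4 and 30.2 CPM for Ms4a2. Ms4a2, like Cpa3, is also on the list that named the Immu-like class. This is consistent with free RNA from mast-type cells of cluster 20 in the droplets of other cells, and a change within the Mesen-like cells is not needed for it but was not excluded.

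In the SKM-like cells, Ccl21a had a log2 ratio of 3.31 (3.03 to 3.58), with 84.1% of its MKO/tdT UMIs in 5 cells. Without the 5 cells per library with the most UMIs the ratio was 1.99, so those cells are not the whole cause. In the other classes outside the Endo-like class the median ratio was 1.77, and 8 of 9 were higher beyond counting error, the Neu-like cells being the exception at -0.15. Cluster 12, of the Endo-like class, holds 93.8% of the Ccl21a UMIs of MKO/tdT, at 7742 CPM. Free RNA from the endothelial cells of cluster 12 may therefore account for part of it. Reads shared with paralogs of Ccl21a were not tested.

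Hbb-bs had a log2 ratio of 3.19 (3.13 to 3.26) and Hba-a1 of 2.92 (2.79 to 3.05) in the SKM-like cells. In MKO/tdT, 96.5% and 97.2% of their UMIs lay in 5 cells. For 6 haemoglobin genes together the ratio was 2.99, and -0.040 without the 5 cells per library with the most UMIs, so a few cells that carry RNA of red cells may give the pattern. The sum over the 6 genes avoids the split of reads between the like copies of each gene. Whether the whole MKO/tdT library holds more free RNA of red cells stays open. A test set before, on all cells of a class, does not measure this, since in the Mesen-like cells 64.4% of the Het/tdT UMIs behind its ratio of -1.22 lay in 5 cells. Without the 5 cells per library with the most UMIs the Mesen-like ratio was 0.18 (0.12 to 0.24). Of 10 classes outside the Ery-like class, 4 were then higher in MKO/tdT beyond counting error and 0 lower, with 3.08 in the Endo-like cells and -0.040 in the SKM-like cells.

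Tceal7 and Csrp3 had log2 ratios of 3.06 (2.85 to 3.26) and 3.01 (2.67 to 3.34) in the SKM-like cells. In MKO/tdT, 71.5% and 85.5% of their UMIs lay in 5 cells. Their summed ratio of 3.05 fell to 2.02 outside subcluster 8, the subcluster with the highest Ckm, so the larger share of that subcluster is not the whole cause. A few deep cells at the end of the order may carry the rest, and this was not tested.

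Nmnat1 had a log2 ratio of 2.73 (2.44 to 3.02) in the Mesen-like cells, with 3.02% of its MKO/tdT UMIs in 5 cells. A search for genes with a ratio of at least 1 in each of the 8 largest classes, made after this value was seen, found Nmnat1, Cwc22 and Cma1 among 10804 genes that could pass, all higher in MKO/tdT. Nmnat1 lies on chromosome 4 of GRCm38 from 149467572 to 149485202, and had 3.05 CPM in Het/tdT and 15.3 CPM in MKO/tdT over all cells. Cwc22, which Figure S16E also shows, lies on chromosome 2 from 77881159 to 77946375, and had 21.7 and 68.5 CPM. Alleles carried along with the Srsf2 or Myf5 locus would lie on chromosomes 11 or 10, and 0 of the genes Nmnat1 and Cwc22 do. Free RNA from 1 cell type would give 1 class a far higher level, as for Cma1 with 501-fold between classes, while the larger fold between classes in MKO/tdT was 2.75 for Nmnat1 and Cwc22. A difference in strain background elsewhere in the genome may give this pattern and was not tested.

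Sst had a log2 ratio of 2.54 (2.03 to 3.07) in the Mesen-like cells, with 74.1% of its MKO/tdT UMIs in 5 cells. Without the 5 cells per library with the most UMIs it was 1.45, so those cells alone are not the whole cause. RNA of another cell in the other cells with an Sst UMI, and free RNA from Neu-like cells, which were more frequent in MKO/tdT, were not tested.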

How the results depend on the processing

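The alternatives on doublets, on clustering without the defining genes and on the state of 2 SKM-like subclusters were chosen after seeing the data, and all other alternatives were set before the data were examined, as were the filters, the clustering settings, the comparisons and the rule for naming genes. The rules that named clusters and SKM-like states and the way variable genes and the neighbour graph were computed were settled after a first look at the clusters. No paired analysis was possible because each genotype has 1 library, and the shared replicate number 1 does not pair embryos. Without replicates, an alternative counts as a move when it leaves the counting interval of the reported value.

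Over 38 results and 27 alternatives, 191 values were computed. Of these, 142 stayed within the interval, 48 moved out of it, and 1 reversed, which here means that a ratio with an interval to 1 side of 0 changed its sign. Of the 48, 2 changed sign from a ratio whose interval spans 0, Myog in the first part of the order with 5 parts, from 0.11 to -1.12, and Col4a1 over all Mesen-like cells, from 0.06 to -0.35. Of the 142, 3 changed sign. The planned removal of doublets called by Scrublet was not run as planned, because its automatic threshold marked too few cells of MKO/tdT to have worked. A score of the same kind with a limit of 0.2, chosen after the scores were seen, took its place and marks 2.57% of the Het/tdT and 2.34% of the MKO/tdT cells.

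The log2 ratio of the SKM-like share stayed within its interval under all 11 alternatives, from -4.00 to -3.64, and the MKO/tdT share from 1.23% to 1.49%. The Srsf2 ratio was below 0 with its interval in all cells, SKM-like cells and Mesen-like cells under each of 4 alternatives. The activated share stayed lower in MKO/tdT under 6 alternatives, from -0.33 to -0.23, with an interval that just spans 0 under 1 of them, the activated subcluster with the highest Myog counted as mixed. The differentiated share ranged from -0.05 to 0.42 under 6 alternatives. Its interval spanned 0 under 5 of them and lay above 0 with the subcluster with the highest Ckm counted as differentiated. The proliferation genes ranged from -0.30 to -0.27 and the glycolysis genes from 0.81 to 0.85 under 3 alternatives. Myf5 in the first part of the order ranged from 0.03 to 0.57 under 6 alternatives, and exceeded 0 beyond its interval only with SKM-like cells chosen by markers, which include Myf5 itself, so that value does not show a rise.

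With limits on the linear scale, 13546 Het/tdT and 10964 MKO/tdT cells were kept, the SKM-like share of Het/tdT was 18.5% and the Mesen-like ratio -0.14. With limits over both libraries together, 13093 and 10091 cells were kept, the SKM-like share was 19.96% and the Mesen-like ratio -0.10. Without the 2 SD limits, 14162 and 11530 cells were kept, the SKM-like share was 18.6%, the Mesen-like ratio -0.034 with an interval that spans 0, and the Srsf2 ratio in the Mesen-like cells -0.51. With a mitochondrial limit of 5%, 10364 and 9033 cells were kept, the SKM-like share was 18.4%, and the ratios of the Neu-like, Endo-like and Immu-like shares were 1.45, 1.93 and 2.84. The numbers of cells follow from the construction of the limits. For the other values the cause was not tested.

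The Mesen-like ratio was -0.12 at a resolution of 0.4, -0.13 at 1.6 and -0.53 with 15 principal components. With technical genes left out of the variable genes, the subcluster with the highest Foxd1 had a ratio of 1.71 and that with the highest Thbs4, Tnmd and C1qtnf3 of -1.36. The latter was -1.28 and -1.38 at Mesen-like resolutions of 0.4 and 1.2. By shares of cells with a UMI in place of subclusters, the ratios were 0.89 and -0.33. The cause was not tested. All of these kept their direction.

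With SKM-like cells chosen by markers, the share in Het/tdT was 19.9% and the median of the cytoskeleton genes -0.93. Cdkn1a in the first part of the order reversed, from 0.79 to -0.17 with an interval that spans 0. With 5 parts of the order the ratios in the first part were -0.030 for Pax7, 1.81 for Cdkn1a and -1.12 for Myog, with intervals that span 0 for Pax7 and Myog, and with 2 parts Myog had 0.96. The first part then holds other cells, and beyond that the cause was not tested. A denominator without haemoglobin, mitochondrial and ribosomal genes moved Srsf2 in all cells to -0.55, by construction of the denominator.

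Removal of cells over the doublet score limit moved the median of the cytoskeleton genes to -0.47, that of the stress genes to 1.51 and that of Postn, Cd44, Ndn and Col4a1 in the Mesen-like subcluster to -0.27. The share of Mesen-like cells with an Mki67 UMI became 24.8%. The cause was not tested. Thinning to 2000 UMIs lowered the share of SKM-like cells with a UMI to 6.70% for Myf5 and 25.2% for Mki67, and of Mesen-like cells to 0.132% and 6.86%, as fewer UMIs per cell must.

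Depth and cell number limit what the 150 SKM-like cells of MKO/tdT can show. A gene with few UMIs there has a wide interval, such as Pax7 in part 3 of the order with 2 UMIs. Counts were also simulated at the depth of these cells, without spread between cells. The whole interval lay on the right side of 0 for 86.4% of 199 changed genes with a ratio. Over all cells it did for 99.5%. The other changed genes need not have the wrong sign.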

Differences from the paper's values

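No test in this part was chosen after the result was seen, and the alternatives named here were set before the data were examined, except 3 that are marked. A value is said to differ where it is more than 1.5 times above or below the paper's and its interval leaves out the paper's, so a value that does not differ by this rule can still have an interval that leaves out the paper's value. The classes of cells were rebuilt, so a class and the paper's cell type of the same name need not be the same population.

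The number of MKO cells that the paper's text prints after quality control is larger than its own total of cells and than all the barcodes of both libraries together, and 10345 MKO/tdT cells were kept here. No alternative, limits on the linear scale, limits over both libraries together, no 2 SD limits or a mitochondrial limit of 5%, can reach a number above all barcodes. The paper's 9439 control cells lie within 1.5 times of the 12523 Het/tdT cells kept here, and also under these alternatives except without the 2 SD limits, where 14162 were kept. The paper's total less its control cells is above 9439, and also above the 11530 MKO/tdT barcodes that pass the mitochondrial limit of 10%, so no filter added to that limit gives it in this library, while 14162 Het/tdT barcodes pass. This order of the numbers goes with the opposite assignment of the libraries. The paper's SKM shares, 21.44% of the control and 1.43% of the mutant, go with the assignment used here, with 20.9% and 1.45%.

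The paper reports 19 clusters and 30 were found here. The difference stayed within 1.5 times at a resolution of 0.4, with 23 clusters, and with 15 principal components, with 28. It did not with limits on the linear scale (29), limits over both libraries together (30), no 2 SD limits (29), a mitochondrial limit of 5% (29), a resolution of 1.6 (40), 50 principal components (30) or technical genes left out of the variable genes (30). The paper's number of SKM subclusters was reached at an SKM-like resolution of 0.3, with 6.

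The paper gives the Mesen group as 49% of its kept cells in the mutant, where the group is made of 4 of its clusters. The Mesen-like class, made of 5 clusters, was 31.0% of the 10345 MKO/tdT cells kept here, with 16.3% in unnamed clusters. The value also differed with 15 principal components, at 22.2%, and with 50, at 30.2%. It came within 1.5 times, from 33.8% to 40.1% and with intervals that leave out 49%, under the other 7 alternatives, limits on the linear scale, over both libraries together, no 2 SD limits, a mitochondrial limit of 5%, resolutions of 0.4 and 1.6 and technical genes left out. For the control, the paper gives 49% and the class was 35.9% here, within 1.5 times but with an interval that leaves out 49%. It was 32.0% with 15 principal components, the only alternative beyond 1.5 times, and from 34.8% to 47.6% under the others, whose intervals leave out 49% too.

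The paper's share of Osteo cells in the mutant is about 1.9% in Fig. 5D, read by eye, and the Osteo-like share of MKO/tdT was 1.24% here. The value came within 1.5 times with 15 principal components, at 1.40%, and not under the other 8 alternatives. The paper's share of Peri cells in the mutant is about 1.7% in Fig. 5D, read by eye, and the Peri-like share was 1.11% here. It came within 1.5 times with limits over both libraries together (1.16%), a mitochondrial limit of 5% (2.15%) and 15 principal components (2.44%). It was more than 1.5 times below with limits on the linear scale, no 2 SD limits, resolutions of 0.4 and 1.6, 50 principal components and technical genes left out.

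The paper states that Mki67 is mainly enriched in the SKM and Mesen groups. Its level was highest in the SKM-like cells, with a UMI in 57.6% of them, but a UMI was found in 17.1% of the Mesen-like cells against 40.0% of the Chon-like cells. The Chon-like class includes cluster 4, whose 10 leading genes are genes of the cell cycle with 0 markers of the class among them. Still, 15 markers of the class were raised in cluster 4. With cells over a doublet score limit removed, an alternative chosen after seeing the data, the Mesen-like share was 24.8%.

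The paper states that Col4a1 is decreased in the mutant cells of the subcluster with Thbs4, together with Postn, Cd44 and Ndn, from a test that took cells as replicates. The 3 other genes were lower here, while Col4a1 had a log2 ratio of 0.06 (-0.14 to 0.25). Over all Mesen-like cells, an alternative set of cells whose subclusters differ in share between the libraries, Col4a1 was lower, at -0.35 (-0.40 to -0.29).

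The paper states that Pax7 first falls and then rises rapidly along pseudotime in the mutant compared to the control. The Pax7 ratio was below 0 in each of the 3 parts of the order here, at -0.37, -0.67 and -2.32, the last from 2 UMIs in MKO/tdT. With 5 parts of the order, Pax7 had -0.030 in the first part, with an interval that spans 0. The paper states that Myf5 and Myog are raised at early pseudotime in the mutant, along with Cdkn1a. Cdkn1a was higher in the first part, at 0.79, while Myf5 at 0.36 and Myog at 0.11 had intervals that span 0. With SKM-like cells chosen by markers, Cdkn1a reversed to -0.17, with an interval that spans 0. Myog was higher beyond its interval with 2 parts of the order, at 0.96. With 5 parts it had -1.12, with an interval that spans 0.

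The paper states that Tfam, Rad21, Ncapd2 and E2f1 are all dysregulated. Rad21 and Ncapd2 were lower over all SKM-like cells here, at -0.34 and -0.58, while Tfam at -0.20 and E2f1 at 0.06 had intervals that span 0. In part 3 of the order Tfam was lower, at -1.02 (-1.79 to -0.35), in line with the paper, and E2f1 had intervals that span 0 in each part. The paper states that the share of differentiated SKM cells rises and that of activated cells falls in the mutant. The activated share fell, at -0.23, with an interval that just spans 0 if subcluster 5 is counted as mixed, a choice made after seeing the values, while the differentiated share had a ratio of 0.09 (-0.33 to 0.51). Subcluster 8, with the highest Ckm, rose from 0.917% to 7.33% and is called mixed by a rule written after the subcluster sizes were seen. Counted as differentiated, a choice made after seeing the values, it gives a ratio of 0.42 (0.06 to 0.77), a rise as in the paper.

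The paper states that the quiescence marker Gpx3 is enriched at the end of a side branch with total loss of Myod1. Branches were not rebuilt here, and along the single order Gpx3 was highest in part 2, at 0.236 counts per 10000, where Myod1 was at 1.53.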

Other observations

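The tests on the Srsf2 level outside the SKM-like class, on SKM genes outside that class, on the filters behind the SKM-like share and on the stress list over the classes were set before their results were seen, and the tests on genes of like level, on the Neu-like share, on Hspa1a and Hspa1b and on Atf3 and Fos were chosen only after the result was seen.

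Srsf2 was lower in MKO/tdT outside the SKM-like class, with a log2 ratio of -0.45 and lower values in 10 of 10 classes. This argues against the idea that the cells outside the class kept an intact Srsf2 allele throughout. The argument is weak, since Srsf4, which was not targeted, was also lower in the Mesen-like and Chon-like cells, as given below. The baseline is Het/tdT, whose genotype SRSF2f/w/Myf5-Cre/tdT itself carries a floxed allele. The size of the fall, 30.2% over all cells, does not say what share of the cells lost the gene, since a 3′ tag can lie outside the deleted part. A shift of all genes of like level between the libraries is argued against by the medians of such genes, the lowest of which over the classes was -0.22, in the Ery-like cells. Of the genes of like level, 18.9% in the Epi-like and 11.7% in the Ery-like cells had a lower ratio than Srsf2, against 1.96% in the SKM-like cells. Srsf1 and Srsf4, chosen after their values were seen, were lower too over all cells, at -0.43 and -0.46. Within the SKM-like, Mesen-like and Chon-like cells Srsf1 had only -0.10, -0.24 and -0.13 and Srsf4 -0.46, -0.34 and -0.37, against -0.50, -0.44 and -0.50 for Srsf2. The direction follows the deletion under the assignment of Figure S9, and under the other assignment the library labelled MKO/tdT would have the higher Srsf2 level.

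Over 6 settings of the filters, the smallest fold by which the SKM-like share was lower in MKO/tdT was 12.5. This argues against the quality filter as the cause of the lower share. These settings did not bring the libraries to an equal depth, so they do not test depth as a cause. The sort, the number of embryos and the assignment of the libraries stay open, as does the genotype. Loss of SKM-like cells from the total could raise the shares of the Neu-like, Endo-like and Immu-like cells, but outside the SKM-like class the Neu-like ratio was still 0.86 and the Mesen-like ratio -0.53, so it is not the whole cause.

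UMIs of SKM marker genes outside the SKM-like class fell from 154 CPM in Het/tdT to 32.0 CPM in MKO/tdT, a ratio of -2.26, lower in 10 of 10 classes. This is consistent with free RNA from SKM cells, which were fewer in MKO/tdT. In the Mesen-like cells, the 5 genes with the lowest ratio, Vgll2 (-4.24), Myod1 (-3.98), Actc1 (-3.24), Myog (-3.17) and Ttn (-2.34), are all genes with high levels in the SKM-like cells, and a change within the Mesen-like cells is not shown by them.

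The stress list was higher in MKO/tdT in the SKM-like cells, at 0.59, and its median over the other 10 classes was 0.29. This is consistent with a stress response of the whole library as part of the pattern, from handling or from the embryo. For Atf3 and Fos the ratio was 0.78 (0.70 to 0.86) in the SKM-like cells and the median of the others 0.34. The highest of the others was 0.53 (0.49 to 0.58), in the Neu-like cells. The same explanation may give part of this rise, but a response of equal size in all classes would not give the whole of it. For Hspa1a and Hspa1b the ratio was 2.40 in the SKM-like cells, and the median of the others, 0.70, argues against a library-wide response as its whole cause. A few cells with very high levels are not the whole cause either, since the ratio was 1.84 without the 5 cells per library with the most UMIs. A response of the SKM-like cells to loss of Srsf2 stays open, as does their sensitivity to handling.

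Xist had 16 UMIs in Het/tdT and 17 in MKO/tdT, and the Y-linked gene Ddx3y had 117 and 119 CPM, a ratio of 0.03. Eif2s3y had -0.04, Uty -0.01 and Kdm5d -0.21. The sex genes did not separate the libraries.

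Over all kept cells, the 5 genes with the lowest ratio were Gm15640 (-4.32), Pax7 (-4.17), Gm28653 (-3.91), Ttn (-3.86) and Pitx3 (-3.85), in a mixture with a lower share of SKM-like cells in MKO/tdT. In the SKM-like cells they were Vav3 at -3.66 (-8.97 to -1.16) with 1 UMI in MKO/tdT, Dpt at -2.74 (-5.02 to -1.18) with 3 UMIs, Ntn5 at -2.62 (-5.68 to -0.75) with 2 UMIs, Dhrs3 at -2.53 (-5.58 to -0.66) with 2 UMIs and Galnt16 at -2.36 (-4.64 to -0.79) with 3 UMIs. Further genes of Figures 6 and 7 in the SKM-like cells were Ckm at 2.57, Tnnt3 at 2.30, Tnnc1 at 1.82 and Des at 0.53. Esco2 had 0.32, Mki67 -0.53, Kif11 -0.68, Nfia -0.74 and Hjurp -0.75. Mcm3 at 0.10 and Pcna at 0.13 had intervals that span 0. Ckm had its highest level in subcluster 8, at 6.85 counts per 10000. Its ratio may therefore reflect the share of that subcluster, 0.917% of the Het/tdT and 7.33% of the MKO/tdT cells.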
